# Overexpression of TSG101 causes the development of adenosquamous mammary carcinoma

**DOI:** 10.1186/s13058-025-02007-8

**Published:** 2025-07-07

**Authors:** Rayane Dennaoui, Patrick D. Rädler, Madison N. Wicker, Kerry Vistisen, Rosa‑Maria Ferraiuolo, Aleata A. Triplett, Hridaya Shrestha, Tessa A. Liner, Karoline C. Manthey, Hallgeir Rui, Robert D. Cardiff, Teresa M. Gunn, Charles M. Perou, Kay-Uwe Wagner

## Abstract

**Background:**

The mammalian *Tumor Susceptibility Gene 101* (*TSG101*) encodes a protein with diverse functions that control the proliferation and survival of cells, but its role in malignant transformation and cancer development has remained enigmatic.

**Methods:**

To study the pro-tumorigenic functions of TSG101, we developed a bi-transgenic mouse model that expresses exogenous TSG101 along with a luciferase reporter in a ligand-controlled manner in the mammary gland epithelium. We performed a comprehensive histopathologic, biochemical, and molecular characterization of ductal hyperplasia and mammary tumors. Unsupervised hierarchical clustering based on 1,723 intrinsic genes of ten TSG101-overexpressing cancers alongside 251 tissue samples representing 31 reference mammary tumor models and normal mammary glands was conducted.

**Results:**

Females overexpressing TSG101 develop ductal hyperplasia, adenomyoepitheliomas, and palpable adenosquamous carcinomas at an average latency of approximately ten months. These metaplastic mammary tumors are comprised of transforming basal and luminal epithelial cells. Using a GFP reporter strain to monitor the transgene activation at the single-cell level, we determined that the epithelial heterogeneity within transforming ducts and ensuing carcinomas originated from the luminal epithelium. At the molecular level, TSG101-induced mammary tumors are triple-negative and exhibit gene expression signatures of Wnt and inflammatory cytokine signaling, which are key regulators of epithelial cell fate. The ligand-controlled downregulation of exogenous TSG101 in established carcinomas led to tumor regression. We demonstrated that the TSG101-mediated activation of PI3K/AKT signaling, as well as upregulation of Cyclin D1 and MDM2, are dependent on the perpetual expression of the TSG101 oncoprotein.

**Conclusions:**

The collective findings of this study provide in vivo evidence that TSG101 possesses pro-tumorigenic properties that extend to cancer progression and maintenance, suggesting that this protein could be a rational molecular target to prevent and treat a subset of mammary tumors.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13058-025-02007-8.

## Introduction

The *Tumor Susceptibility Gene 101* (*TSG101*) encodes a protein with versatile functions in various molecular and biological processes that are essential for cell growth and survival [1]. *TSG101* is the mammalian ortholog of the yeast class E *Vacuolar Protein Sorting 23* (*VPS23*) [2, 3], and in combination with other vacuolar proteins (i.e., VPS28, VPS37), VPS23/TSG101 forms the core of the Endosomal Sorting Complex Required for Transport I (ESCRT-I). As part of this complex, TSG101 is suggested to selectively bind and control the intracellular movement of ubiquitinated cargos and proteins containing PT/SAP tetrapeptide motifs. Selected cargo proteins are sorted into multivesicular endosomes destined for degradation [4], but TSG101 is also found in exosomes and has been shown to play critical roles in the biogenesis and release of extracellular vesicles [5, 6]. In addition to cellular trafficking, other proposed functions of TSG101 include the regulation of transcription [7, 8], proliferation, and cytokinesis [9–11].

The murine *Tsg101* gene is ubiquitously expressed in all tissues throughout development, and conventional knockout mice die very early during embryogenesis [12–14]. A recent review by Ferraiuolo et al. [1] provides an overview of the biologically significant roles of TSG101 in normal organogenesis and diseases using various genetic models. The Cre recombinase-mediated deletion of both copies of the *Tsg101* gene in primary mouse embryonic fibroblasts causes a cell cycle arrest at the G1 phase that is p53 and p21^Cip1^-dependent [15]. Moreover, TSG101-deficient normal, immortalized, and tumorigenic cells engage p53-independent molecular mechanisms that initiate autophagy and programmed cell death [14–17].

*Tsg101* was initially identified in transformed mouse NIH3T3 cells using an insertional mutagenesis screen [18]. A loss of contact inhibition and colony formation was observed when the *Tsg101* cDNA was expressed in both antisense and sense orientation in NIH3T3 cells, suggesting that this gene might have tumor-suppressive and oncogenic properties. Subsequent studies reported that the TSG101 protein is overexpressed rather than lost in clinical specimens of breast, lung, thyroid, ovarian, and colon cancers [19–24]. Moreover, experiments on human cancer cell lines from patients with breast, prostate, renal, ovarian, and hepatocellular carcinomas demonstrated that TSG101 is required for the growth and survival of malignant cells [23, 25–28]. In genetically engineered mice, the deletion of one or two copies of the *Tsg101* gene does not lead to cancer development on a p53 wild-type or p53-deficient background [13–15]. Similar to human cancer cell lines, the lack of TSG101 prevented the initiation of ERBB2/neu-induced mammary cancer [29]. The notion that TSG101 executes primarily pro-tumorigenic roles in breast carcinogenesis was also supported by immunostaining results that showed that this protein is expressed at higher levels in invasive breast cancer cases [20].

More than two decades after *Tsg101* was first cloned and designated as a tumor susceptibility locus, there are no genetically engineered models that develop cancer in response to the overexpression or downregulation of this gene. The generation of tumor models might have been hindered by the fact that in most cell types, the level of the TSG101 protein is tightly controlled by a posttranslational, autoregulatory feedback mechanism that is still poorly defined [30]. The overexpression of TSG101 outside of this narrow physiological range causes cell death [10]. Cardiomyocytes and differentiated alveolar cells of the mammary gland are the only cell types reported thus far that can tolerate elevated levels of exogenous TSG101 [31, 32]. Transgenic female mice that overexpress TSG101 under the *Whey acidic protein* (*Wap*) promoter in the mammary gland (WAP-TSG101) [32] exhibited a higher incidence of sporadic tumor formation. However, given the low penetrance (18%) and very long tumor latency (1–2 years), the oncogenic potency of TSG101 appeared to be relatively weak. It should be noted that the temporal activation of the WAP-TSG101 transgene in the mammary gland was primarily limited to differentiated alveolar cells during pregnancy and lactation and it remained undetermined whether other epithelial subtypes in the gland are more susceptible to TSG101-induced neoplastic transformation. Here, we report the generation of a bi-transgenic mouse model (MMTV-tTA TetO-Tsg101) that overexpresses TSG101 in a temporally and spatially controlled manner in the luminal epithelium throughout mammary gland development. The collective results of the cellular and molecular analyses of this animal model demonstrate that TSG101 is an oncoprotein, whose upregulation promotes the development of adenosquamous mammary carcinoma with gene expression signatures of high Wnt and inflammatory cytokine signaling. More importantly, the growth and survival of mammary carcinoma cells in tumor-bearing mice were dependent on the sustained upregulation of TSG101, suggesting that this oncoprotein might serve as a rational therapeutic target.

## Materials and methods

### Generation of TetO-Tsg101 transgenic mice

The cloning of a vector expressing the full-length coding sequence of TSG101 with an N-terminal hemagglutinin (HA) tag and its use to functionally rescue a conditional knockout of the *Tsg101* gene was described previously [16]. The *HA-Tsg101* sequence was cloned as a blunted fragment into the *Sma*I site in front of an IRES-Luciferase construct [33], and the *Tsg101-IRES-luciferase* expression cassette was transferred as a blunted *Not*I/*Sac*I fragment into the *Eco*RV site of the pTet-Splice vector. Prior to pronuclear injection into FVB zygotes, the *TetO-Tsg101-IRES-luciferase* transgene was released from the vector backbone using *Xho*I/*Not*I and gel purified. Transgenic founder mice were generated at the McLaughlin Research Institute Transgenic Facility and Cyagen US, Inc. We obtained seven founder animals that were mated with FVB/N wild-type mice to establish individual transgenic lines, and six founders transmitted the TetO-Tsg101 transgene to their progeny. Offspring were screened by genomic PCR with primers recognizing approximately 500 bps of the junction between the IRES and the luciferase coding sequence (forward primer 5′- CCA TTG TAT GGG ATC TGA TCT GG -3′; reverse primer 5′- CTG CGA AAT GTT CAT ACT GTT G -3′). When mated with a transgenic strain expressing the tetracycline-controlled transactivator (tTA) under the regulation of the Mammary Tumor Virus promoter (MMTV-tTA) [34], three of the six founder lines (50%) showed a tTA-mediated activation of the transgene and were maintained for long-term tumor studies. One of the TetO-Tsg101 lines (founder line #1), which exhibited the highest rate of tumor onset within less than one year of latency, was chosen for detailed molecular and functional studies. This strain is listed at the Mouse Genome Informatics (MGI) registry as Tg(tetO-Tsg101,-luc)1Kuw (MGI:7643530). Further information and requests for this mouse model should be directed to the Lead Contact, Kay-Uwe Wagner.

### Other mouse strains

The generation and use of the MMTV-tTA [Tg(MMTV-tTA)25754Kuw] transgenic line to express TetO-driven responder transgenes in the mammary gland were described in our previous publications [34–36]. The presence of the MMTV-tTA transgene was determined by PCR amplification of a 364 bp fragment using a forward primer that binds to the MMTV-LTR (5′- AGT GAT AGA GCT CTT GCC TAG C -3′) and a reverse primer that binds to the tTA coding sequence (5′- GCC AAT ACA GTG TAG GCT GC -3′). TetO-H2B-GFP [Tg(tetO-HIST1H2BJ/GFP)47Efu/J] reporter strain [37] was obtained from the Jackson Laboratory. The PCR genotyping of these mice was conducted using a primer pair that amplifies a fragment of approximately 209 bps across the fusion sequence between the human histone 2B (H2B) and the enhanced green fluorescent protein (GFP) (5′- TAC AAC AAG CGC TCG ACC ATC AC -3′ and 5′- CCG TCC AGC TCG ACC AGG ATG G -3′). Detailed information about the creation and characterization of the MMTV-Flp transgenic line [Tg(MMTV-Flp)29542Kuw] can be found in previous publications by our laboratory [36, 38]. The *Rosa26*^*CAG−FSF−GFP*^ knockin reporter strain [Gt(ROSA)26Sor^tm1.2(CAG−EGFP)Fsh^] was acquired from the Jackson Laboratory (Stock No: 32038-JAX) [39]. All transgenes were carried in the FVB/N genetic background. For orthotopic transplantation experiments into immunodeficient female recipients, mammary tumor fragments of approximately 1 mm^3^ in size were implanted into the #4 inguinal mammary glands of 8–12 weeks-old athymic nude (NCr strain, Charles River) or NRG mice (NOD.Cg-Rag1tm1Mom Il2rgtm1Wjl/SzJ; RRID:IMSR_JAX:00779). Animals were housed under pathogen-free conditions in micro-isolator cages on a 12/12-h light/dark cycle. This work was conducted in accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health. We have complied with all relevant ethical regulations. The animal study protocols were approved by the Institutional Animal Care and Use Committee of the Nebraska Medical Center and Wayne State University.

### Tumor size measurement, administration of doxycycline, and in vivo bioluminescence imaging

Mammary tumors were measured using a caliper, and tumor volumes (mm^3^) were calculated using the following equation: length (mm) × width^2^ (mm^2^)/2. The experimental endpoints to assess cancer growth in transplanted recipients and in genetically engineered mice were determined by the size of the tumor. The maximum allowed tumor size was approximately 1.5 cm in diameter, as mandated by the Institutional Animal Care and Use Committees. To suppress the MMTV-tTA-mediated expression of the TetO-Tsg101 transgene, mice were given freshly prepared Dox (doxycycline hyclate; Sigma cat.# D9891) in drinking water (2 mg/ml supplemented with 50 mg/ml sucrose). The activity of the luciferase reporter was monitored using in vivo bioluminescence imaging (IVIS200 and Bruker In Vivo Xtreme). 150 mg/kg luciferin (D-luciferin potassium salt in 0.9% saline; Caliper Life Sciences cat.# 119,222) was injected intraperitoneally ten minutes prior to the imaging procedure. During the acquisition of the images, the mice were kept under anesthesia (isoflurane) on the heated stage of the instrument. The Living Image® software was used to measure the total flux of photons emitted from each animal (photons per second).

### Histologic analysis and immunostaining

Mammary gland wholemounts were prepared by spreading the #4 inguinal mammary glands on glass slides. The tissues were fixed for 5 h in Carnoy’s solution, rehydrated, stained with Carmine Alum for several days, dehydrated, and mounted. For the routine histologic examination of mammary gland tissues and tumor specimens were fixed overnight at room temperature in 10% buffered formalin (Fisher Scientific Company) and stored in 70% ethanol before paraffin embedding, sectioning, and staining with Hematoxylin and Eosin (H&E). To examine the presence of lung metastases or expression of the H2B-GFP reporter, fresh tissue samples were spread on glass slides and examined with a Discovery.V8 fluorescence stereoscope (Carl Zeiss, Inc.). An updated protocol for immunohistochemistry or immunofluorescent staining on paraffin-embedded specimens was described by Raedler et al. [38]. Briefly, histologic sections of 5 µm were deparaffinized three times in Histo-Clear, rehydrated in decreasing concentrations of ethanol, and washed three times in 1 × PBS. Tissue sections were pressure cooked in ImmunoRetriever with Citrate (Bio SB) using a Bio SB TintoRetriever pressure cooker (116–121 °C for 4 min). After the slides cooled down to room temperature, they were rinsed in 1 × PBS and blocked with 3% bovine serum albumin (BSA) for 1 h. Next, the slides were incubated with primary antibodies overnight at 4 °C in a moisture chamber. The next day, slides were washed three times with 1 × PBS and incubated with a fluorophore-conjugated secondary antibody for 1 h in a light-protected moist chamber. After washing the slides twice with distilled water, Vectashield DAPI mounting media (Vector, H-1200) and coverslips were applied. A list of primary and secondary antibodies that were used for immunofluorescent staining is provided in *Supplementary Table* 1. Stained slides were examined with an Axio Imager microscope (Carl Zeiss, Inc.) equipped with a SPOT FLEX camera (Diagnostic Instruments, Inc.).

### Activation of the TetO-Tsg101 transgene in embryonic fibroblast cell cultures

Similar to the cloning of the pBabe-tTA [40], a pBabe-rtTA-puro retroviral expression vector that expresses the reverse tetracycline-inducible transactivator was generated by inserting a blunted *Eco*RI/*Bam*HI fragment of the rtTA coding sequence with an N-terminal nuclear localization signal (NLS) from pUHD172-1 into the blunted *Eco*RI site of the pBabe-puro plasmid. To derive mouse embryonic fibroblasts (MEFs) from 12.5-day-old embryos, wild-type FVB females were mated with TetO-Tsg101 transgenic males. MEFs were explanted and maintained in Dulbecco’s modified Eagle’s medium (DMEM) that was supplemented with 10% fetal bovine serum, 2 mM glutamine, 0.1 mM nonessential amino acids, 10 µg/ml gentamycin, 100 units/ml penicillin, and 100 µg/ml streptomycin. After genotyping, primary MEFs that carried the TetO-Tsg101 transgene were immortalized according to the standard 3T3 protocol. To activate the TetO-Tsg101 transgene, MEFs were plated at a density of 3–4 × 10^5^ cells per 10-cm culture dish and infected with pBabe-rtTA-puro retroviral particles. As a control, isogenic MEFs were infected with the original pBabe-puro retrovirus. Forty-eight hours after infection, cells were selected in complete medium containing 7 µg/ml puromycin. To start the rtTA-mediated transactivation, puromycin-resistant cells were maintained for 24–96 h in the complete DMEM medium that contained 1 µg/µl Dox. For extended time points, the cell media were changed after 48 h. To monitor the activation of the luciferase reporter, luciferin was added to the cell culture media (150 μg/ml) three minutes prior to the acquisition of bioluminescent images using the IVIS200. Cells were washed in 1 × PBS and collected for immunoblotting after 48 and 96 h of treatment with Dox as well as 24 and 48 h after Dox withdrawal.

### Human breast cancer cell lines, immunoblot analyses

The acquisition and maintenance of MCF 10A and 12A mammary epithelial cells as well as the human breast cancer cell lines used in this study were described in our previous publication [41]. Human cell pellets and homogenized mouse tissues were sonicated in complete lysis buffer containing 1% Nonidet P-40, 0.5% sodium deoxycholate, 0.1% SDS, 1 mM phenylmethylsulfonyl fluoride (PMSF), 0.4 units/ml aprotinin, 1 mM NaF, leupeptin, and 0.1 mM sodium orthovanadate and kept on ice for 30 min. Extracts were resolved by SDS-PAGE and blotted onto polyvinylidene fluoride (PVDF) membranes. After blocking the membranes for 1 h in 5% dry milk or 5% BSA (phosphotyrosine-specific antibodies) in 1 × Tris-buffered saline with 0.05% Tween-20 (TBST) buffer, the membranes were incubated with primary antibodies in the blocking buffer at 4 °C overnight. A list of primary antibodies for immunoblotting as well as recommended dilutions are provided in *Supplementary Table* 2. Subsequently, the membranes were washed in 1 × TBST and incubated for 1 h with one of the corresponding horseradish peroxidase-conjugated secondary antibodies listed in *Supplementary Table* 2. After three washes with 1 × TBST, two washes in 1 × TBS (Tris-buffered saline without Tween 20) and finally in ultrapure water, the protein bands were detected using the ECL chemiluminescence kit for Western blot analysis [KwikQuant Ultra Digital-ECLTM Substrate Solution (cat.# R1002)] according to the instructions by the manufacturer (Kindle Biosciences, LCC). Chemiluminescence and brightfield images of the blots with size markers were taken using a D1001 KwikQuant Imager (Kindle Biosciences, LLC). Membranes were stripped using a mild glycine stripping buffer (Abcam protocol) for consecutive detection of various proteins. For the analysis of TSG101 expression in human breast cancer cell lines, we used Ultra Blue films (VWR) for the chemiluminescence detection. The films were scanned and protein bands were quantified using the ImageJ software. The intensity of the TSG101 protein bands was normalized to the beta-actin loading control, and the resulting TSG101 expression values of individual cancer cell lines were plotted as fold change in comparison to the average TSG101 expression in the normal cell lines (set as 1).

### RNA-Sequencing, gene set enrichment, and cluster analyses

Total RNA was extracted from flash-frozen mammary tumors and normal mammary gland tissues using the RNeasy Mini Kit (QIAGEN). The concentration of the RNA was determined on a NanoDrop spectrophotometer, and the integrity of the RNA was validated using gel electrophoresis. The RNA expression library construction and next-generation sequencing were performed at the Genomics Core Facility at UNMC (NextSeq 500). The quality of sequenced reads was determined using FastQC (v0.11.9; http://www.bioinformatics.babraham.ac.uk/projects/fastqc). For GSEA, the ranked gene list was derived from a differential expression analysis between FVB mammary glands and TSG101-overexpressing mammary tumors. The genes were ranked by fold change and false discovery rate (FDR). For the differential expression analysis, the 75 base pair paired-end reads were mapped to the mm10 mouse reference genome with Rsubread (v2.0.0) [42]. Transcript abundance was determined using featureCounts from the Rsubread package. Low abundance transcripts (cpm ≤ 5) that occurred in more than half of the samples were excluded from the subsequent analyses. The R package edgeR (v3.28.0) [43] was used to normalize the transcript counts and to perform differential expression analysis. Transcript abundance was estimated in counts per million (cpm). Genes that showed differential expression by more than twofold and an FDR (False Discovery Rate) of below 0.05 between the sample groups were considered as significantly deregulated. The gene set enrichment analysis was performed with R-function gseKEGG [44]. The corresponding heatmaps were created by log2 transforming the count data, extracting the significantly deregulated genes that belong to the corresponding pathways, and z-score transformation of the count data by gene. Heatmaps were plotted with the R-function heatmap.2 (package: gplots v3.0.3) (http://cran.r-project.org/web/packages/gplots/index.html).

To perform the unsupervised hierarchical cluster analysis of mammary tumors from MMTV-tTA TetO-Tsg101 females together with reference tumors from 31 diverse mouse mammary cancer models and normal mammary glands from FVB and BALB/c mice, RNA-sequencing (RNA-seq) data was upper quartile normalized and combined with previously published RNA-seq data (GSE124821, GSE223630, and GSE118164) [45–47]. Samples were subset with the 1,723 murine intrinsic genes, log2 transformed, and median-centered prior to centroid linkage clustering in Cluster 3.0 (v3.0) [48]. The data was visualized through Java TreeView (Version 1.2.0 for Mac) [49].

### Statistical analysis

All graphic illustrations and statistics were performed with GraphPad Prism 6 software (GraphPad Software, Inc., La Jolla, CA). All reported data points and measurements were taken from individual animals and distinct samples. The tumor-free survival distributions between animals were assessed using the log-rank test. P values < 0.05 ( ∗), < 0.01 (∗ ∗) or < 0.001 (∗ ∗ ∗) were considered statistically significant. RNA sequencing analysis-based statistical methods are described in the documentation of the respective R-packages and their corresponding manuscripts. The default statistical parameters were used for the differential gene expression analysis and the gene set enrichment analysis.

## Results

### The TSG101 protein is upregulated in human breast cancer cells

Using immunohistochemistry on formalin-fixed sections of 16 human breast cancers and 16 normal breast tissues and benign hyperplasia, we found that the levels of TSG101 were significantly higher in approximately half of the invasive breast cancer cases [20]. Recurrent mutations in the gene encoding TSG101 have not been identified in human breast cancers, but elevated levels of *TSG101* transcripts are associated with a more dismal prognosis for luminal-type breast cancers (Fig. 1A). Interestingly, the analysis of RNA sequencing data of 2 normal and 30 human breast cancer cell lines from the Harvard Breast Cancer Profiling Project (ID:20,348) shows that the expression of the *TSG101* transcript is nearly identical between normal and malignant cancer cells that represent the three major immune-histological tumor subtypes (Fig. 1B). In contrast to the mRNA expression, we observed that the TSG101 protein expression was 2–sixfold higher in 10 of 14 breast cancer cell lines in comparison to two normal cell lines that we examined by immunoblot analysis (Fig. 1C). The specificity of the antibody to recognize the human TSG101 protein (hTSG101) was validated using cell lysates from conditional knockout mouse embryonic fibroblasts that lack both alleles of the endogenous gene (*Tsg101*^*−/−*^) and express a CLIP-tagged or a dTomato reporter fusion protein of hTSG101. A direct comparison of selected cell lines of the major breast cancer subtypes that are included in the transcriptomic data set and in the immunoblot (e.g., MCF-7, T-47D, SK-BR-3, HCC70) clearly shows that the levels of the proteins deviate significantly from minor variations in the mRNA expression, suggesting that altered posttranslational mechanisms contribute to the functionality of this oncoprotein. Moreover, none of the untransformed mammary epithelial cells and breast cancer cell lines exhibited shorter TSG101 protein variants that may have originated from aberrant or alternative mRNA splice products.

**Fig. 1:**
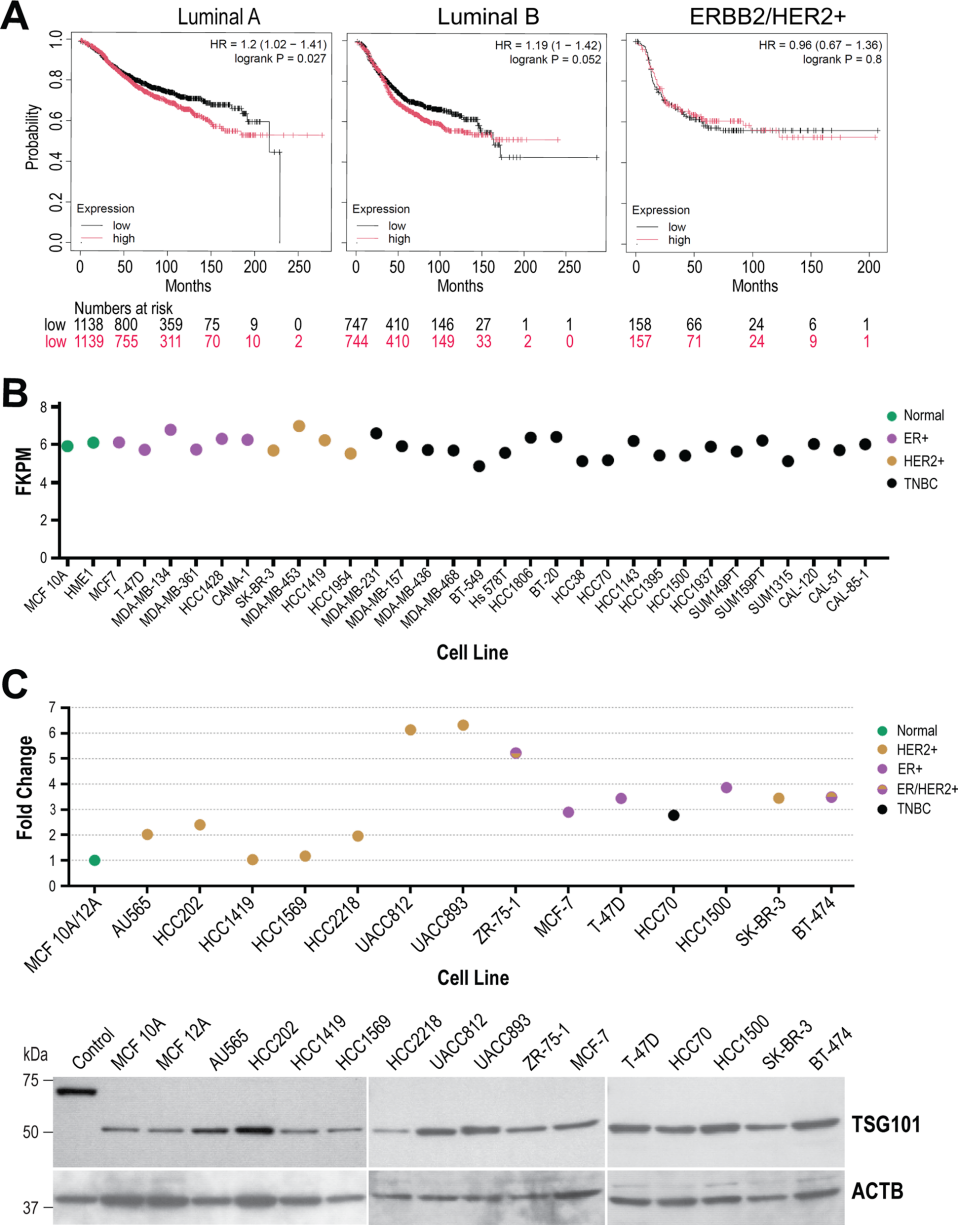
Human breast cancer cell lines exhibit an upregulated expression of the TSG101 protein. **A**. Kaplan–Meier survival curves assessing the correlation between *TSG101* mRNA expression levels and survival of patients with luminal-type and Her2-positive breast cancers (source: https://kmplot.com/). **B**. Normalized gene expression levels of *TSG101* transcripts (Fragments Per Kilobase of transcript per Million mapped reads, FPKM) in 2 normal (MCF10A, HME1) and 30 human breast cancer cell lines from the Harvard Breast Cancer Profiling Project (ID:20,348). The cell lines and their FKPM values were arranged and color-coded according to the major immune-histological breast cancer subtypes they represent. **C**. Immunoblot analysis of TSG101 on two normal and 14 breast cancer cell lines. Cell lysates from TSG101 knockout mouse embryonic fibroblasts that express a CLIP-tagged human TSG101 protein served as a control to validate the specificity of the antibody. Beta-actin (ACTB) served as a loading control. The intensity of the TSG101 protein bands was normalized to the loading control, and the resulting TSG101 expression values of individual cancer cell lines were plotted as fold change in comparison to the average TSG101 expression in the normal cell lines (set as 1). The plotted TSG101 values of the cell lines are color-coded according to the major immune-histological breast cancer subtypes

### Overexpression of TSG101 in the mammary gland epithelium causes ductal hyperplasia and mammary cancer

To study whether the overexpression of TSG101 is sufficient to initiate the formation of mammary cancer and to assess whether this oncoprotein is required for tumor maintenance, we generated transgenic mice that permit a tissue-specific and temporally controlled overexpression of TSG101 in the mammary epithelium. We cloned a bicistronic transgene [TetO-Tsg101-IRES-luciferase] where, upon binding of the tetracycline-controlled transactivator (tTA) to its operator/promoter (TetO), the full-length mouse TSG101 is expressed along with a luciferase reporter (Suppl. Fig. S1A). Following pronuclear injection, we obtained six founder animals that transmitted the TetO-Tsg101 transgene to their progeny. To test the transactivator-dependent expression of the transgene, we crossed the TetO-Tsg101 founder lines with transgenic mice expressing the tTA (Tet-Off repressor) under the control of the Mouse Mammary Tumor Virus promoter (MMTV-tTA) [34]. Using in vivo bioluminescence imaging, we determined that three of the six founder lines (1, 6, and 11) exhibited the anticipated expression of luciferase in the mammary and salivary glands of MMTV-tTA TetO-Tsg101 double transgenic females (Fig. 2A). The TetO-Tsg101 transgene was silenced in double transgenic females after administration of doxycycline (Dox) in drinking water for 48–72 h as determined by quantitative bioluminescent imaging on 10 untreated and 6 Dox-treated mice (Fig. 2A). To confirm the expression of the TSG101 protein from the bicistronic transgene, we cultured primary mouse embryonic fibroblasts (MEFs) from founder line #1 and infected them with a retroviral vector expressing the reverse tetracycline-inducible transactivator (rtTA, Tet-On). Following the administration of Dox, we validated the transgene activation using bioluminescence imaging and by immunoblot analysis of the transgenic TSG101 protein which carries a hemagglutinin (HA) tag on its N-terminus (Suppl. Fig. S1B–C). While the expression of luciferase and exogenous TSG101 from the TetO-Tsg101 transgene were dependent on the rtTA and administration of Dox, the total levels of TSG101 remained relatively stable in cultured fibroblasts. Similar to the phenomenon first reported by Feng et al. [30], we observed a downregulation of the endogenous TSG101 protein following a short-term upregulation of the transgenic protein (Suppl. Fig. S1C, upper panel). This suggested that the normal autoregulatory feedback mechanism controlling the TSG101 protein level was not perturbed in fibroblasts that expressed the TetO-Tsg101 transgene under the control of a retroviral transactivator. The withdrawal of Dox for 24–48 h resulted in a swift suppression of the rtTA-mediated activation of the TetO-Tsg101 transgene (Suppl. Fig. S1C, lower panel).

**Fig. 2:**
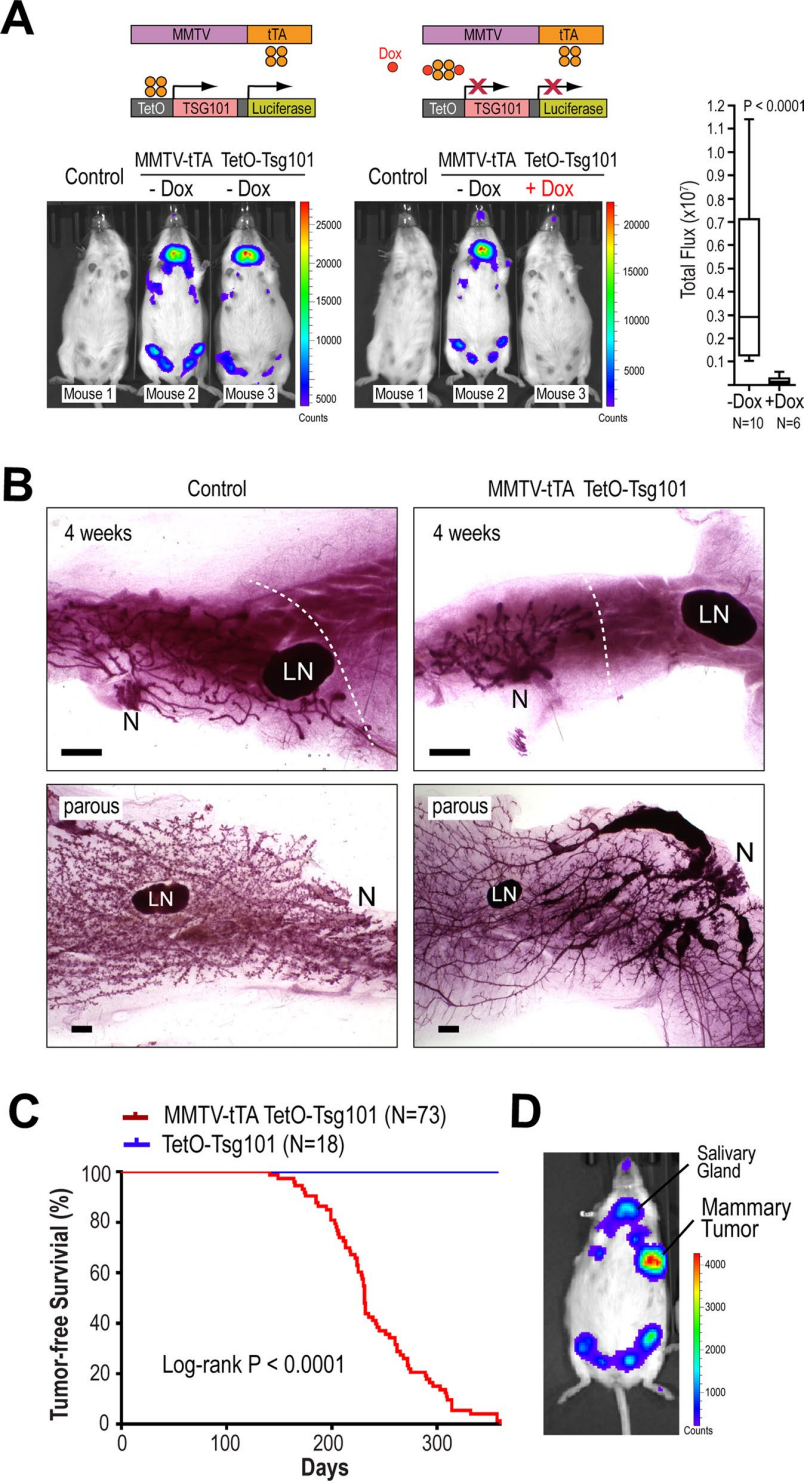
Conditional expression of TSG101 under the control of the tetracycline-controlled transactivator (tTA) in the mammary gland causes ductal hyperplasia and mammary tumors. **A**. In vivo bioluminescence imaging (IVIS200) of two MMTV-tTA TetO-Tsg101 double transgenic females (mouse 2, 3) before and after one of the two experimental animals (mouse 3) was given doxycycline (Dox) for 48 h. A TetO-Tsg101 single transgenic female (mouse 1) served as a control. The schematic of the double transgenic model illustrates the functionality of the Dox-controlled expression system as well as the co-expression of the luciferase reporter from the bicistronic TetO-Tsg101 transgene. The results of the quantitative bioluminescent image analysis of 10 untreated and 6 Dox-treated mice are shown as a box plot. **B**. Carmine Alum-stained wholemounts of mammary glands from nulliparous (4 weeks, upper panels) and nonpregnant multiparous (lower panels) double transgenic females and TetO-Tsg101 single transgenic controls; LN, lymph node; N, nipple region; bars, 1 mm. The dotted lines mark the leading boundaries of extending ducts from the nipple towards the lymph nodes and epithelium-free mammary fat pads at 4 weeks of age. **C**. Kaplan–Meier survival plot of multiparous MMTV-tTA TetO-Tsg101 females and multiparous TetO-Tsg101 single transgenic controls. Statistical significance in tumor-free survival between the two experimental groups was calculated with the log-rank test, *P* < 0.0001. **D**. In vivo bioluminescence imaging to validate the MMTV-tTA-mediated expression of the TetO-Tsg101 transgene in a palpable mammary tumor

While the Dox-inducible upregulation of exogenous TSG101 had no noticeable effect on the growth of cultured fibroblasts, we observed an initial delay in the pre-pubertal development of mammary glands in transgenic mice overexpressing TSG101. The MMTV-tTA is already highly expressed in the rudimentary mammary epithelium of newborn animals where it transactivates TetO-driven responder transgenes in the absence of Dox (Tet-Off) [34]. At four weeks of age, the elongation of mammary ducts in the inguinal #4 glands of MMTV-tTA TetO-Tsg101 females was stunted (Fig. 2B, upper panel), but the protracted development of the ductal tree in post-pubertal double transgenic mice became indistinguishable from littermate controls after eight weeks of age (Suppl. Fig. S2A, upper panel). In contrast to the inhibitory effect on the growth of the main collecting ducts, the overexpression of TSG101 during lactation did not affect the proliferation and functional differentiation of secretory alveolar cells and MMTV-tTA TetO-Tsg101 dams were able to lactate normally (Suppl. Fig. S2A, B). However, the high expression of TSG101 during pregnancy and lactation caused extensive and, in some cases, very severe forms of ductal hyperplasia near the nipple areas in the thoracic and inguinal mammary glands of involuted multiparous females (Fig. 2B, lower panel, Suppl. Fig. S2C, upper panel). While mammary cancer formation was not observed in single transgenic TetO-Tsg101 or MMTV-tTA control animals, double transgenic females of the three expressing founder lines developed palpable mammary tumors by 18 months of age. The detailed histological and molecular analysis of mammary cancers was carried out on tissue specimens of founder line #1, which showed a very consistent rate of tumor formation with a median latency of 231 days (N = 73)(Fig. 2C). Palpable tumors that originated in any of the ten mammary glands showed a strong expression of luciferase, indicating that the MMTV-tTA-driven TetO-Tsg101 transgene was still highly active in progressing mammary cancers (Fig. 2D). Although less severe forms of ductal hyperplasia were present in the main collecting ducts of nulliparous MMTV-tTA-driven TetO-Tsg101 females (Suppl. Fig. S2C, lower panel), the formation of palpable mammary tumors was dependent on parity and only 2 of 14 nulliparous females that were monitored for 12–18 months developed mammary carcinomas at 214 and 362 days-of-age.

### TSG101-induced mammary tumors are adenosquamous carcinomas and adenomyoepitheliomas

The histopathologic analysis revealed that large tumors overexpressing TSG101 were adenosquamous mammary carcinomas. Some of these tumors contained areas that exhibited typical characteristics of adenomyoepitheliomas (AMEs) that were more predominant in the hyperplastic ducts (Fig. 3A; Suppl. Fig. S3A). Similar to neoplasms of the same histopathologic subtypes in humans, all TSG101-induced mammary tumors were comprised of cytokeratin 8 and 18 (CK8/18)-positive luminal epithelial cells and basal cells expressing CK5 and CK14 (Fig. 3B, upper). Interestingly, luminal and basal epithelial cells were already present within hyperplasia of the main collecting ducts (Fig. 3B, lower), suggesting that both epithelial lineages were coevolving during the subsequent stages of mammary tumorigenesis. The TSG101-induced mammary cancers were slow-growing, and regardless of their final dimensions at the time of necropsy (1–2 cm), only 2% of the tumor-bearing mice had metastatic lesions in their lungs as determined by stereoscopic examination (Suppl. Fig. S3B). This suggested that similar to the corresponding human neoplasms, adenosquamous mammary carcinomas in TSG101-overexpressing females were typically low-grade. This notion is supported by the fact that transplanted tumor fragments remained dormant and did not give rise to secondary large mammary cancers after 4–5 months when orthotopically transplanted into athymic nude (N = 16) and NRG (N = 16) immunocompromised recipient females (Suppl. Fig. S3C). Also, numerous attempts to establish primary and immortalized TSG101-overexpressing tumor cell lines were unsuccessful likely due to the silencing of the MMTV-tTA and TetO-Tsg101 transgene expression in cultured tumor cells as determined by bioluminescence imaging (not shown). Consequently, all subsequent biochemical and molecular studies were conducted on primary tumor specimens.

**Fig. 3:**
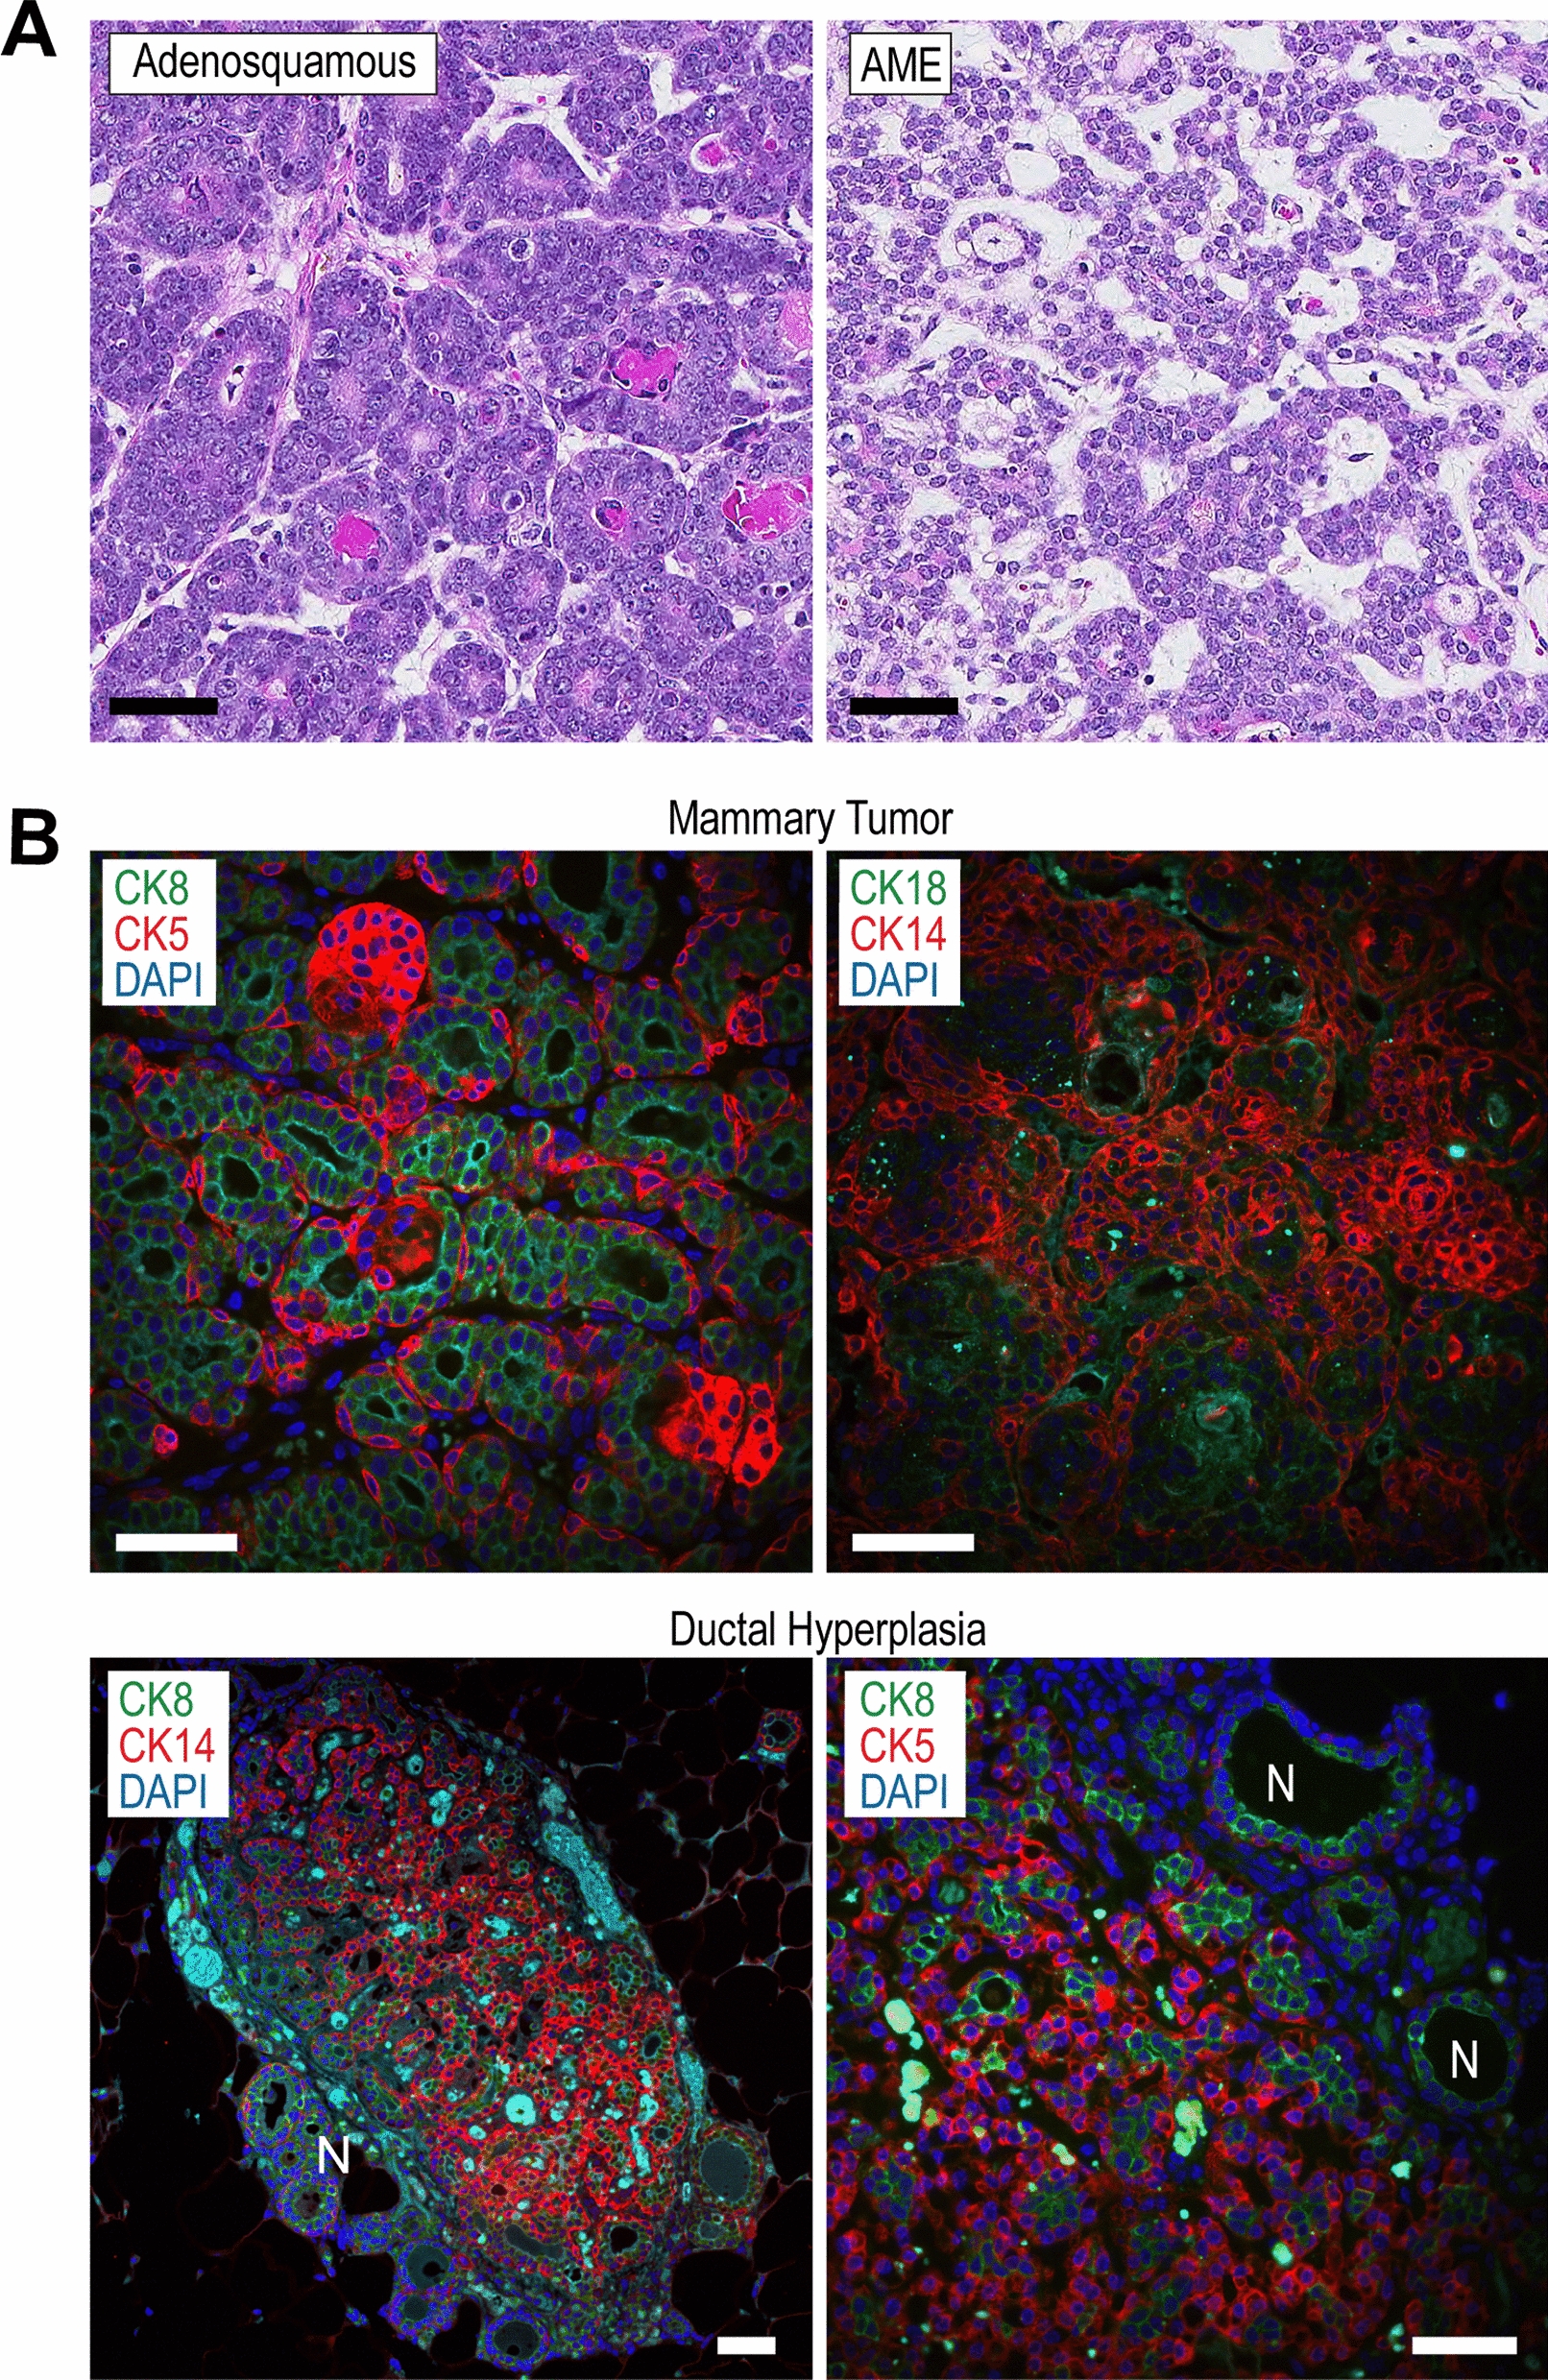
TSG101 overexpression causes the development of adenosquamous carcinomas with regional areas of AMEs that are comprised of transforming luminal and basal epithelial cells. **A**. Hematoxylin and eosin (H&E)-stained histologic sections of mammary tumors from MMTV-tTA TetO-Tsg101 double transgenic females; bars, 50 µm. **B**. Immunofluorescent staining of luminal epithelial cytokeratins 8 and 18 (CK8, CK18) as well as basal epithelial cytokeratins 5 and 14 (CK5, CK14) in adenosquamous carcinomas (upper panels) and ductal hyperplasias (lower panels); N, adjacent normal epithelial ducts, bars, 50 µm. Slides were counterstained with DAPI

### Triple-negative tumors overexpressing TSG101 exhibit high PI3K/AKT and JAK/STAT signaling

Compared to the normal mammary glands of MMTV-tTA TetO-Tsg101 double transgenic females, the expression of exogenous TSG101 was significantly higher in most mammary cancers (Fig. 4A). This may suggest that the initiation of tumorigenesis is accompanied by the loss of the autoinhibitory feedback mechanism that constrains a deregulated expression of the TSG101 protein. Similar to the reported posttranslational downregulation of the ESCRT-1 binding partner VPS28 in siRNA-mediated TSG101 knockdown cell lines [50, 51], we observed a concomitant upregulation of VPS28 in mammary tumors with high overexpression of TSG101. All adenosquamous carcinomas in the TSG101-induced mammary tumor model lacked expression of the estrogen and progesterone receptors as well as amplification of ERBB2. The absence of FOXA1 staining in these carcinoma cells supported the finding that the growth of the triple-negative TSG101-induced mammary tumor cells was likely not controlled by steroid hormones (Fig. 4B).

**Fig. 4:**
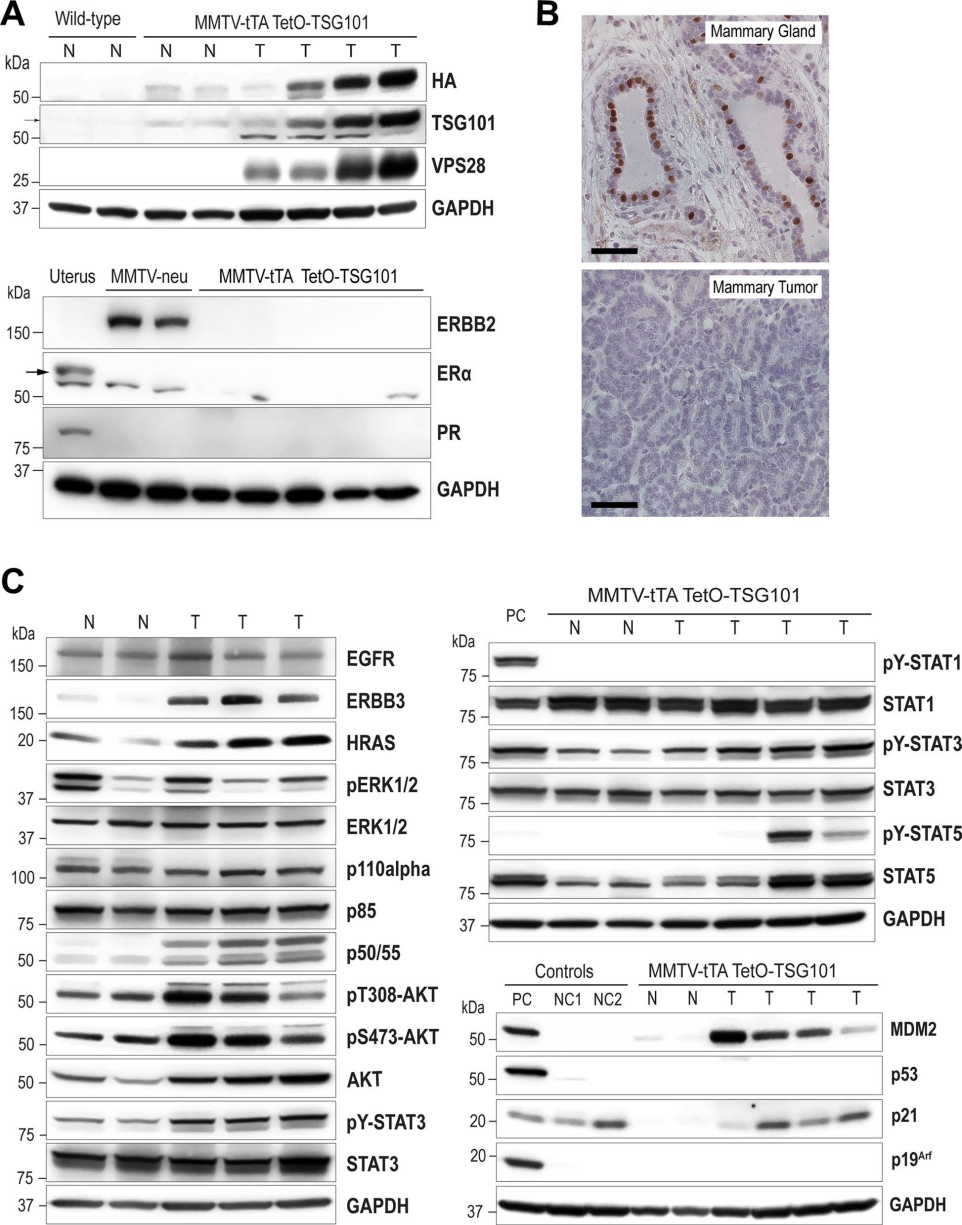
TSG101-induced mammary tumors are triple-negative and exhibit a robust activation of PI3K/AKT and JAK/STAT signaling. **A**. Immunoblot analysis of HA-tagged TSG101 and its binding partner VPS28 as well as the estrogen and progesterone receptors (ERα, PR) and the epidermal growth factor receptor 2 (ERBB2/HER2) in mammary tumors (T) and normal mammary gland tissues (N) of parous MMTV-tTA TetO-Tsg101 double transgenic females; tissue specimens of normal mammary glands (N) and uterus of wild-type FVB females as well as ERBB2-overexpressing mammary tumors (MMTV-neu) served as controls. **B**. Immunohistochemical staining of nuclear FOXA1 in normal mammary gland and TSG101-induced tumor tissues, bars, 50 µm. **C**. Western blot analysis of selected receptor tyrosine kinases and downstream MAP3K and PI3K/AKT signaling effectors (left), as well as STAT proteins and cell cycle regulators (right); PC, positive controls, mutant KRAS-induced mouse mammary tumors expressing tyrosine phosphorylated STAT1/3 and high levels of mutant p53 and p19^Arf^; NC, negative controls, NC1 p19^Arf^-deficient NIH3T3 cells; NC2, mouse embryonic fibroblasts (MEFs) with a targeted double knockout of MDM2 and p53. GAPDH was used as loading controls in panels **A** and **C**

Adenosquamous and adenofibromatous mammary tumors often result from the deregulated activation of the RAS and PI3 kinase signaling pathways [52, 53]. Compared to adjacent normal mammary glands, TSG101-overexpressing carcinomas show higher levels of ERBB3, HRAS, and active AKT (Fig. 4C, left). The upregulation of the p50/p55 regulatory subunits of the PI3 kinase in tumor cells is a consequence of an increase in inflammatory cytokine signaling through the JAK/STAT pathway, in particular tyrosine-phosphorylated (i.e., activated) STAT3 (Fig. 4C, right). A subset of tumors exhibited a persistent activation of STAT5, which indicates the presence of a significant fraction of differentiated luminal epithelial cells. Despite the broad activation of JAK/STAT signaling cascades and low-grade histopathological features of these adenosquamous carcinomas, the TSG101-induced tumors lacked active STAT1, which is a suggested tumor suppressor. Interestingly, the overexpression of TSG101 led to a significant increase in MDM2 expression in established mammary tumors (Fig. 4C, right). The concurrent upregulation of p21, along with a sustained low expression of p19^Arf^ as well as the absence of high p53 protein levels were indicative that the genesis of triple-negative adenosquamous carcinomas was not associated with mutations in *Trp53*.

### The gene expression profiles of TSG101-overexpressing tumors are similar to mammary cancers that originate late in MMTV-Wnt1 transgenic females

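Total RNA was sequenced from 10 mammary tumors of 6 MMTV-tTA TetO-Tsg101 females and from mammary glands of 3 wild-type FVB females. Of the 6 tumor-bearing females, 3 gave 1 tumor, 2 gave 2 tumors and 1 gave 3 tumors, so that not all tumors were independent samples. The methods state that the libraries were made and sequenced at the UNMC core facility. The sample labels also name Novogene, a sequencing company, without saying for which libraries, and no batch could therefore be assigned. The authors mapped the paired-end reads to the mm10 mouse genome with Rsubread, counted them per gene with featureCounts and normalized the counts with edgeR. The deposited table lists 15213 genes by Entrez ID, and 15106 of them were matched to a gene of GRCm38.p6 (mm10). Its values were read counts divided by the size of the library, as in the cpm of the methods, and scaled by a further factor for each library. They are called normalized cpm from here on. Every value was a whole multiple of the value of a single read in its library, and the read counts were recovered on this basis. The tumors held between 6176269 and 16835397 reads on the listed genes, with a median of 7892603.5. Glands 1, 2 and 3 held 23889042, 21407069 and 11672487 reads. A count of 3 reads, the upper limit that a count of 0 allows, amounted to between 0.141 and 0.683 normalized cpm in the tumors and between 0.128 and 0.366 normalized cpm in the glands. This limit covers counting error only. Reads of the ribosomal RNA precursor Rn45s made up between 0.456% and 27.4% of the reads of a tumor, with the highest share in tumor 9, and between 0.296% and 4.35% of the reads of a gland. The tumors and glands are numbered as in the sample labels. Tumors and glands were compared with limma (moderated statistics with a trend on mean expression) on log2(normalized cpm + 1), with all 13 libraries and no other term in the model. Genes at 5 normalized cpm or less in the majority of the libraries were excluded, which left 11795 genes and removed 3418. The methods give the limit in cpm and name the normalization after it, whereas the filter was applied here to the deposited normalized values. Genes with a change of more than 2-fold and a false discovery rate (FDR, Benjamini-Hochberg) below 0.05 were considered significantly deregulated, as in the methods. The paper's text names edgeR with its default parameters but not which of its tests was used. The reference tumor models of the hierarchical clustering were not analysed here, and the tumors are compared with the FVB glands only.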

We performed RNA sequencing on ten tumor specimens to classify TSG101-overexpressing mammary carcinomas based on their intrinsic gene expression profiles. The results of the unsupervised hierarchical clustering based on 1,723 intrinsic genes of these tumors alongside 251 tissue samples representing 31 reference mammary tumor models and normal mammary glands from two genetic backgrounds (i.e., FVB and BALB/c) are shown in Suppl. Fig. S4. The computational analysis revealed that TSG101-overexpressing tumors are most similar to luminal-type mammary cancers that developed late in MMTV-Wnt1 (Wnt1-Late^Ex^) transgenic females (Fig. 5A). 

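Fig. 5B names 22 legible genes of the basal subcluster, and 19 of them passed the filter on low abundance. In the comparison of the 10 tumors with the 3 FVB glands, 17 of these 19 genes were significantly higher in the tumors. The median log2 fold change of the 22 genes was 2.45. Adjusted over the list alone, 19 of the 22 genes were significantly deregulated, but this is not independent evidence, since these tumors were among the samples of the clustering. S100a14 (Entrez 66166; GRCm38.p6 chromosome 3, 90526849 to 90528837) had the largest fitted change of the list. Its level was 351 ± 202 normalized cpm (SD, n = 10) in the tumors and 0.690 ± 0.583 (SD, n = 3) in the glands, a log2 fold change of 7.57 (standard error 0.43, adjusted p = 2.16e-08, limma). Krt17 (Entrez 16667; chromosome 11, 100256215 to 100261029), which encodes a basal keratin, was at 459 ± 341 normalized cpm (SD, n = 10) in the tumors and 10.1 ± 4.69 (SD, n = 3) in the glands. The log2 fold change of Krt17 was 5.21 (standard error 0.46, adjusted p = 1.44e-06, limma). The calcium channel gene Trpv6 (Entrez 64177; chromosome 6, 41620619 to 41636405) reached 58.8 ± 16.2 normalized cpm (SD, n = 10) in the tumors against 1.28 ± 0.174 (SD, n = 3) in the glands, and its log2 fold change was 4.67 (standard error 0.22, adjusted p = 6.81e-09, limma). For each of the 3 genes, all 10 tumors were above all 3 glands. The mean of log2(normalized cpm + 1) over the 22 genes was 4.94 ± 0.313 (SD, n = 10) in the tumors and 2.32 ± 0.357 (SD, n = 3) in the glands, again with 10 of 10 tumors above every gland (exact permutation test over the 13 libraries, two-sided, p = 0.0035, the smallest p that these group sizes allow). Among the fits that each left out a library, the median log2 fold change moved most without gland 3, to 2.09. As a set, the genes of the subcluster ranked higher in the tumors than the other genes tested (camera with a preset inter-gene correlation of 0.01, adjusted p = 6.38e-15 over 7 gene lists). Of the 7 lists tested in this way for all claims, 5 had an adjusted p below 0.05. All 5 also did so with fry, whereas with the inter-gene correlation estimated from the data the smallest adjusted p of the 7 lists was 0.0557, for this subcluster. The reference tumors that share the expression of this cluster in Fig. 5B were not analysed here.

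**Figure D1:**
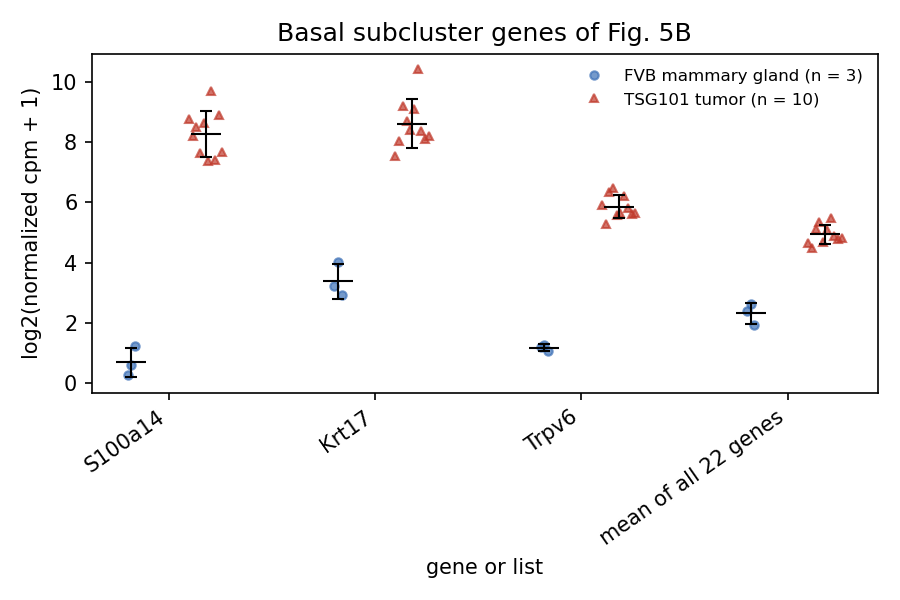
Expression of S100a14, Krt17 and Trpv6, and the mean of the 22 basal subcluster genes, as log2(normalized cpm + 1) in 3 FVB mammary glands (blue circles) and 10 TSG101-overexpressing tumors (red triangles). Black bars give the mean and SD on this scale, and all 10 tumors lie above the 3 glands for each gene and for the mean.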

A shared feature of the TSG101 and late Wnt1-induced luminal-type mammary tumors is the expression of genes that belong to the basal gene cluster (Fig. 5B, left). In addition, there were several genes within the luminal gene expression subcluster that discriminated TSG101-overexpressing and late Wnt1-induced mammary cancers from typical luminal tumors that originated in MMTV-neu and MMTV-PyMT mice (Fig. 5B, right). TSG101-overexpressing tumors were relatively slow-growing, which is also evident from the reduced expression of genes within the proliferation subcluster (P, black) shown in Suppl. Fig. S4.

**Fig. 5:**
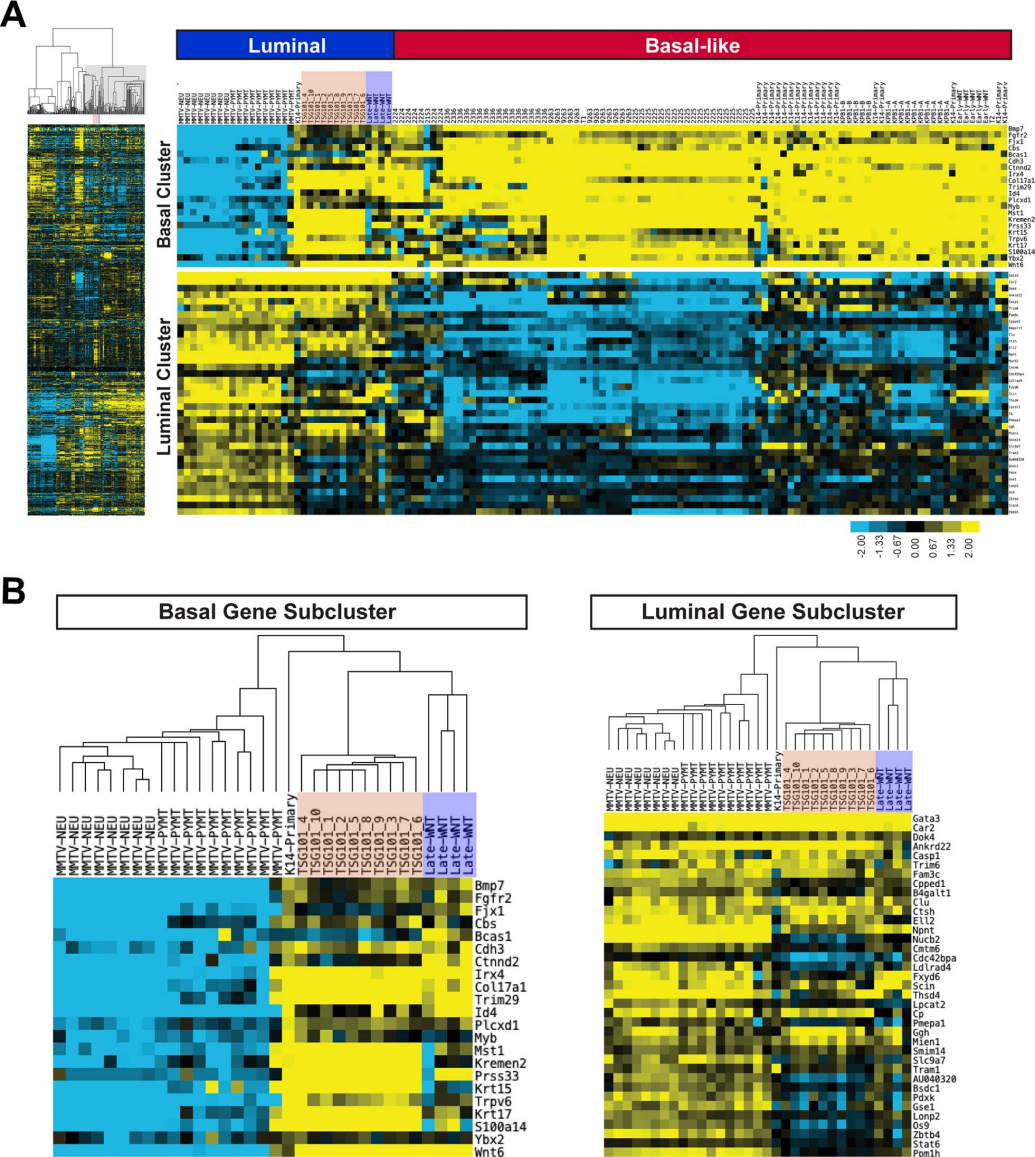
Unsupervised hierarchical clustering of TSG101 overexpressing mammary tumors with mouse reference tumors and normal mammary glands. **A**. Left, overview of the complete heatmap resulting from the unsupervised hierarchical clustering of the expression of 1,723 intrinsic genes among 251 individual mammary cancers and normal mammary glands, representing 31 reference tumor models, including cancer tissues that originated late in MMTV-Wnt1 transgenic females (light blue; Wnt1-Late.^Ex^; N = 4;) and that clustered together with tumors from TSG101-overexpressing females (light red; MMTV-tTA TetO-Tsg101; N = 10). Right, a selected subset of mammary cancer models from the entire cluster showing that tumors from TSG101-overexpressing females share expression patterns with basal-like and luminal mammary tumors. **B**. Basal and luminal gene expression subclusters showing similarities between mammary tumors that are overexpressing TSG101 and Wnt1

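In the comparison of the 10 tumors with the glands of 3 FVB females, the transcript of Tsg101 itself (Entrez 22088; GRCm38.p6 chromosome 7, 46888949 to 46926320) was at 66.5 ± 15.5 normalized cpm (SD, n = 10) in the tumors and 53.2 ± 7.68 (SD, n = 3) in the glands. Its log2 fold change was 0.30 (standard error 0.20, adjusted p = 0.296, limma), and 6 of the 10 tumors were above all 3 glands. The values do not separate reads of the transgene from those of the endogenous gene. A pseudogene, Tsg101-ps, lies on chromosome 15 and is not among the listed genes, and reads it shares with Tsg101 could not be set apart. Of the 11795 genes tested, 2029 were significantly deregulated, with 1204 higher and 825 lower in the tumors. An FDR below 0.05 alone was reached by 3277 genes. Without the filter on low abundance, 1603 genes were higher and 1538 were lower. With each library scaled to a list of epithelial genes, 861 genes were higher and 1118 lower, so that the larger group changed sides. This scaling shifted the median log2 fold change of all genes tested to -0.16, from 0.01 with the authors' normalization. Among the 2029 significantly deregulated genes, for those with all 10 tumors on one side of all 3 glands, the largest fitted rise was that of the cystatin gene Cst6 (Entrez 73720; chromosome 19, 5344705 to 5349574), at 1013 ± 703 normalized cpm (SD, n = 10) in the tumors and 0.773 ± 0.492 (SD, n = 3) in the glands. The log2 fold change of Cst6 was 8.88 (standard error 0.55, adjusted p = 5.57e-08, limma). It was followed by the genes of the kallikreins Klk7 and Klk10 and of the keratins Krt79 and Krt6a. Klk10 and Krt79 had log2 fold changes of 7.85 and 7.73. This order is that of limma on log2(normalized cpm + 1), where the added 1 holds down the change of genes near 0 in the glands. All 3 glands were at or under 3 reads for Klk7, which was at least 828-fold higher in the tumors, and for Krt6a, which was at least 866-fold higher. Krt6a has the close paralog Krt6b, and reads that match both could not be set apart. The largest falls among the same genes were those of the milk genes Glycam1 (log2 fold change -8.35, adjusted p = 0.00242, limma) and Wap (-6.98, adjusted p = 0.00633, limma), and of the fatty acid binding protein and adipocyte genes Fabp3 (log2 fold change -6.69), Fabp4 (-6.28) and Cfd (-6.25). The falls of Glycam1 and Wap were not significant in the fit that took tumors of the same mouse as correlated (voom with duplicateCorrelation, adjusted p = 0.0951 and 0.117). The casein transcript Csn2 was abundant in all 3 glands, between 56894 and 63624 normalized cpm, and between 85.1 and 21978 normalized cpm in the tumors. The reproductive stage of the 3 FVB females is given neither in the paper's text nor in the sample labels, so that a difference in stage from the tumor-bearing females was not separated from that between tumor and gland.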

To gain insight into the molecular pathways that are associated with TSG101-induced mammary tumorigenesis, we compared the gene expression profiles of TSG101-induced mammary tumors with RNA sequencing data from mammary gland tissues of three FVB wild-type females. Gene set enrichment analysis (GSEA) confirmed the deregulated expression of genes associated with Wnt signaling as well as cytokine receptor and JAK/STAT pathway activation (Suppl. Fig. S5). 

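Suppl. Fig. S5 plots 26 genes of the Wnt signaling pathway, 18 of them higher and 8 lower in the tumors. The KEGG gene sets of the GSEA were not used here, and the plotted genes were looked up one by one. All 26 genes changed in the direction of the figure. The filter on low abundance kept 17 of them, and these 17 were significantly deregulated, with 14 higher and 3 lower. Without the filter, and adjusted over the list alone, all 26 were. The counts adjusted over the list alone are not independent evidence, since the study chose the plotted genes on these samples. The agreement in direction, here and for the other panels, is not independent either, since the figure was drawn from these samples. The largest fitted rise was that of the Wnt target and stem cell gene Lgr5 (Entrez 14160; GRCm38.p6 chromosome 10, 115450314 to 115587780), from 0.362 ± 0.270 normalized cpm (SD, n = 3) in the glands to 87.3 ± 34.4 (SD, n = 10) in the tumors. Its log2 fold change was 5.94 (standard error 0.31, adjusted p = 1.16e-08, limma). The Wnt antagonists Nkd2 (Entrez 72293; chromosome 13, 73818534 to 73847631) and Notum (Entrez 77583; chromosome 11, 120653788 to 120661193) had log2 fold changes of 4.84 (standard error 0.36, adjusted p = 2.94e-07, limma) and 4.25 (standard error 0.40, adjusted p = 2.89e-06, limma). Among the genes that passed the filter, the largest falls were those of Ccnd2 (log2 fold change -2.27, adjusted p = 0.00181, limma), for which 9 of the 10 tumors were below all glands, the Wnt receptor gene Fzd5 (-1.83, adjusted p = 9.38e-04, limma) and Rac2 (-1.77, adjusted p = 0.0171, limma). Rac2 was not significant without gland 1 (adjusted p = 0.175) or without gland 3 (adjusted p = 0.0679), and its lowest gland value was in gland 2. It was also not significant with the reads of tumors of the same mouse summed (adjusted p = 0.0669) or without the mouse of tumors 8, 9 and 10 (adjusted p = 0.0687). Plotted genes that the filter excluded include larger falls than those named for this panel and for that of the cytokines. As a set, 43 genes of the Wnt pathway families ranked higher in the tumors (camera, adjusted p = 2.85e-07).
Of the 64 genes plotted for cytokine-cytokine receptor interaction, 33 were higher and 31 lower in the figure, and all 64 changed in that direction. The filter kept 29, of which 17 were significantly deregulated, with 14 higher and 3 lower. Without the filter 43 were, with 23 higher and 20 lower, and adjusted over the list alone 45 were. The filter removes any gene above 5 normalized cpm in the glands only, since most libraries are tumors. The balance of 14 to 3 therefore depends on the filter. Expression of the receptor gene Cntfr (Entrez 12804; chromosome 4, 41657498 to 41697091) rose from 1.10 ± 0.906 normalized cpm (SD, n = 3) to 104 ± 62.1 (SD, n = 10), a log2 fold change of 5.44 (standard error 0.57, adjusted p = 6.79e-06, limma). The chemokine gene Cxcl5 and the interleukin 1 receptor antagonist gene Il1rn had log2 fold changes of 5.17 (adjusted p = 3.58e-05, limma) and 4.67 (adjusted p = 2.73e-06, limma). Among the genes that passed the filter, the largest falls were those of Ltb (log2 fold change -2.81, adjusted p = 0.00449, limma), Cd4 (-2.77, adjusted p = 7.49e-04, limma) and Cxcl12 (-1.91, adjusted p = 1.95e-05, limma). Ltb was not significant without gland 1 (adjusted p = 0.0525). The values of Ltb and Cd4 in gland 2, 7.02 and 7.90 normalized cpm, were far below those in gland 1, 113 and 80.3 normalized cpm, and in gland 3, 83.5 and 49.0 normalized cpm. A list of lymphocyte genes, which includes Cd4, had mean log2 levels of 5.83, 1.38 and 5.76 in glands 1, 2 and 3. Lymph node tissue in glands 1 and 3 was therefore not excluded for the falls of Ltb, Cd4 and Rac2. The 78 genes of the cytokine and receptor families that passed the filter ranked higher in the tumors by camera without passing an adjusted p of 0.05 (adjusted p = 0.0567). They did pass it without gland 1 (adjusted p = 0.0419), gland 3 (0.0491), tumor 6 (0.0298) or tumor 10 (0.0359). The largest adjusted p over all alternatives was 0.964. Without the filter, the 147 listed genes of these families showed no clear direction. Their median log2 fold change was 0.03, with 32 significantly higher and 34 significantly lower. Their mean log2 level did not differ detectably (exact permutation test, two-sided, p = 0.692).
Of the 50 genes plotted for the JAK-STAT signaling pathway, 23 were higher and 27 lower in the figure, and all 50 changed in that direction. The filter kept 29, of which 24 were significantly deregulated, with 11 higher and 13 lower. Without the filter, and adjusted over the list alone, 37 were. The receptor gene Il13ra1 (Entrez 16164; chromosome X, 36112108 to 36171262) was at 188 ± 91.3 normalized cpm (SD, n = 10) in the tumors and 18.3 ± 9.81 (SD, n = 3) in the glands, a log2 fold change of 3.27 (standard error 0.39, adjusted p = 2.63e-05, limma). Cdkn1a, which encodes p21, had a log2 fold change of 2.47 (adjusted p = 4.58e-04, limma). The cytokine receptor genes Il2rg (log2 fold change -2.22, adjusted p = 4.64e-04, limma) and Il21r (-1.81, adjusted p = 0.00785, limma) were lower. Il21r was not significant without gland 1 (adjusted p = 0.0786), and both had their lowest gland value in gland 2. Lymph node tissue in glands 1 and 3 was likewise not excluded for the falls of Il2rg and Il21r. The 42 genes of the JAK-STAT components ranked lower in the tumors as a set (camera, adjusted p = 0.0150). This set did not pass an adjusted p of 0.05 with each library scaled to the epithelial genes (0.0516) or with fgsea on ranked genes (0.0722). From its GSEA, the paper states that the expression of genes of Wnt signaling and of cytokine receptor and JAK/STAT pathway activation was deregulated.

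**Figure D2:**
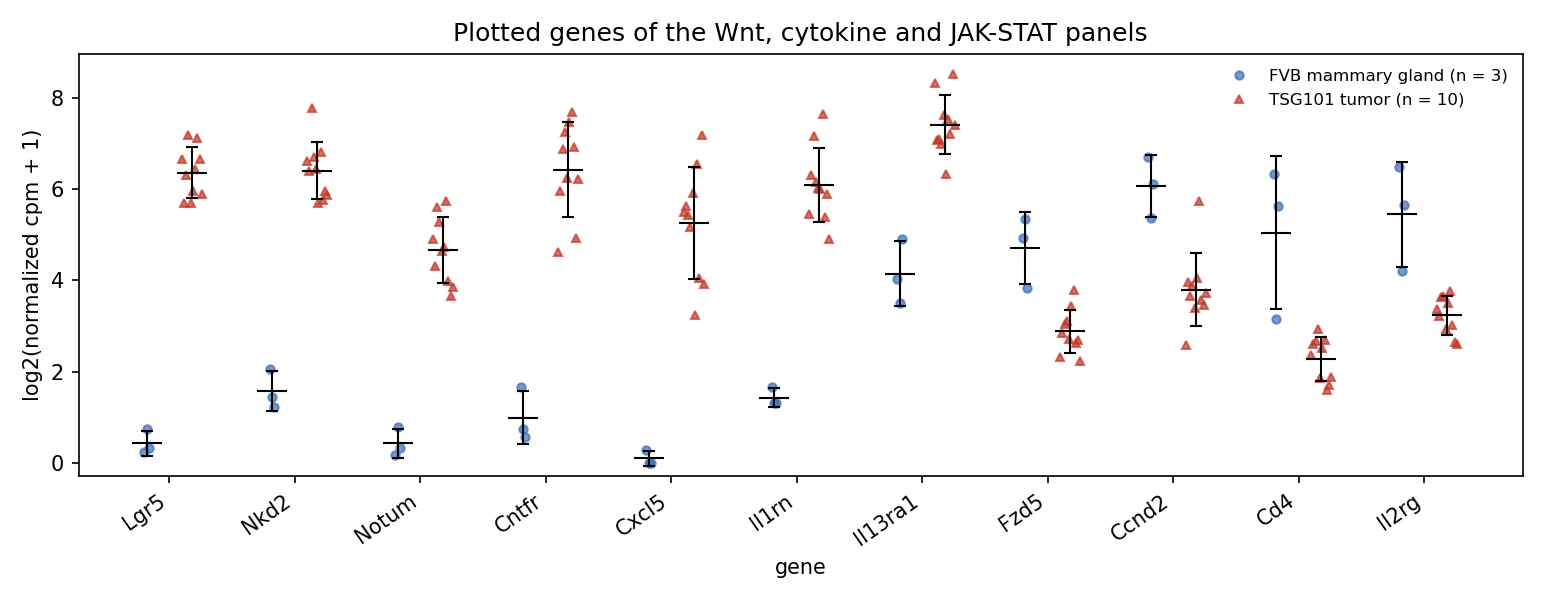
Expression of plotted genes of the Wnt, cytokine and JAK-STAT panels as log2(normalized cpm + 1) in 3 FVB mammary glands (blue circles) and 10 TSG101-overexpressing tumors (red triangles), with the mean and SD on this scale as black bars. For the 7 genes on the left the tumors lie above the glands, and for the 4 genes on the right they lie below, apart from 1 tumor for Ccnd2.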

Several differentially regulated genes within these pathways are key signaling nodes and effectors that control biological processes, such as the pluripotency of stem and progenitor cells and the genesis of basal cell carcinoma. 

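For the pluripotency of stem cells, Suppl. Fig. S5 plots 48 genes, 32 higher and 16 lower in the tumors, and all 48 changed in the direction of the figure. Of the 35 that passed the filter on low abundance, 29 were significantly deregulated, with 22 higher and 7 lower. Both without the filter and adjusted over the list alone, the number was 40. The growth factor receptor gene Fgfr3 (Entrez 14184; GRCm38.p6 chromosome 5, 33721724 to 33737068) rose most, from 2.72 ± 1.24 normalized cpm (SD, n = 3) in the glands to 85.7 ± 39.5 (SD, n = 10) in the tumors, a log2 fold change of 4.48 (standard error 0.36, adjusted p = 5.83e-07, limma). The ligand genes Wnt10a (Entrez 22409; chromosome 1, 74792019 to 74804176) and Wnt7b (Entrez 22422; chromosome 15, 85535437 to 85581821) followed, with log2 fold changes of 3.78 (standard error 0.40, adjusted p = 7.74e-06, limma) and 3.23 (adjusted p = 8.24e-05, limma). Besides Fzd5, the largest falls among the genes that passed the filter were those of Igf1 (log2 fold change -1.89, adjusted p = 0.00314, limma) and Tcf7l1 (-1.76, adjusted p = 0.0157, limma). Tcf7l1 was not significant without gland 1 (adjusted p = 0.104), gland 2 (adjusted p = 0.117) or the mouse of tumors 8, 9 and 10 (adjusted p = 0.0538).
For basal cell carcinoma, the figure plots 33 genes, 23 higher and 10 lower. All 33 changed in that direction, 26 passed the filter, and 19 of these were significantly deregulated, 15 of them higher and 4 lower. This number was 27 without the filter and 28 adjusted over the list alone. Gli1 (Entrez 14632; chromosome 10, 127329882 to 127341579), which encodes a transcription factor of the Hedgehog pathway, was at 46.4 ± 17.7 normalized cpm (SD, n = 10) in the tumors and 1.04 ± 0.0861 (SD, n = 3) in the glands. The log2 fold change of Gli1 was 4.39 (standard error 0.43, adjusted p = 3.58e-06, limma). Wnt4 (log2 fold change -1.49, adjusted p = 0.0183, limma) was lower in the tumors, but not significantly so without gland 1 (adjusted p = 0.0827), gland 2 (adjusted p = 0.127) or the mouse of tumors 8, 9 and 10 (adjusted p = 0.0684), nor with the reads of tumors of the same mouse summed (adjusted p = 0.0694). As a set, 10 genes of the Hedgehog pathway families ranked higher in the tumors (camera, adjusted p = 0.00654).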

Another group of deregulated genes in TSG101-overexpressing tumors is functionally linked to microRNAs (Suppl. Fig. S5). These genes play a role in several of the proposed multifaceted functions of TSG101, including the biogenesis of exosomes and the release of local growth factors such as inflammatory cytokines and Wnts [54, 55].

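Of the 43 genes plotted for microRNAs in cancer in Suppl. Fig. S5, 26 were higher and 17 lower in the tumors, and all 43 changed in the direction of the figure. Besides protein-coding genes linked to microRNAs, the group includes the microRNA genes Mir31, Mir23b and Mirlet7b. The filter on low abundance kept 33 of them, and 29 were significantly deregulated, with 17 higher and 12 lower. The number was 36 both without the filter and adjusted over the list alone. Besides Fgfr3, the largest rises were those of the adhesion receptor gene Cd44 (Entrez 12505; GRCm38.p6 chromosome 2, 102811141 to 102901669) and the cyclooxygenase gene Ptgs2 (Entrez 19225; chromosome 1, 150100031 to 150108234). Expression of Cd44 rose from 31.1 ± 9.09 normalized cpm (SD, n = 3) in the glands to 366 ± 98.7 (SD, n = 10) in the tumors, a log2 fold change of 3.52 (standard error 0.24, adjusted p = 1.58e-07, limma). Ptgs2 was at 0.231 ± 0.117 normalized cpm (SD, n = 3) in the glands and varied widely among the tumors, at 18.1 ± 20.7 (SD, n = 10). Its log2 fold change was 3.41 (standard error 0.66, adjusted p = 0.00139, limma). Fscn1 fell from 157 ± 84.5 normalized cpm (SD, n = 3) to 28.1 ± 13.3 (SD, n = 10), with a log2 fold change of -2.44 (adjusted p = 0.00115, limma). Tgfb2 fell from 109 ± 46.3 normalized cpm (SD, n = 3) to 26.4 ± 14.6 (SD, n = 10), with a log2 fold change of -2.07 (adjusted p = 0.00231, limma).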

### Overexpression of TSG101 in luminal progenitors promotes cellular heterogeneity

In addition to their gene expression profiles, TSG101-induced mammary cancers and Wnt1-Late^Ex^ tumors share several commonalities, such as their mixed composition of cancer cells with luminal and basal epithelial cell characteristics. The observation that diverse epithelial subtypes were already present in ductal hyperplasia of TSG101-overexpressing females prior to tumor onset (Fig. 3B) provided a unique opportunity to study whether tumor cell heterogeneity is a result of potential paracrine effects of the oncogene or a luminal-basal transition of transforming epithelial cells. Using a TetO-H2B-GFP reporter transgene, we observed that in the absence of the TetO-Tsg101 transgene, the MMTV-tTA is expressed in a mosaic fashion in a subset of CK8-positive luminal epithelial cells of mammary ducts (Fig. 6A). The presence of nuclear GFP in most CK14-positive cells in hyperplastic ducts of MMTV-tTA TetO-Tsg101 TetO-H2B-GFP triple transgenic females indicated that basal cells in the heterogenous preneoplastic lesions likely originated early from luminal progenitors (Fig. 6B). Consequently, they are not groups of cells that are co-amplified though paracrine signals from oncogene-expressing luminal cells. In support of this notion, the GFP reporter was still expressed in basal epithelial cells of large adenosquamous carcinomas (Fig. 6C). These collective observations were validated in MMTV-tTA TetO-Tsg101 females that also carry the MMTV-Flp transgene in combination with the *Rosa26*^*CAG−FSF−GFP*^ reporter allele. Similar to the MMTV-tTA, the expression of the MMTV-Flp transgene is confined to the luminal epithelium where the Flp recombinase initiates a constitutive expression of GFP from the ubiquitously active *Rosa26* locus (Suppl. Fig. S6A). This dual reporter system was used to label luminal epithelial cells and their progeny during the early stages of TSG101-associated transformation in parous MMTV-tTA TetO-Tsg101 MMTV-Flp *Rosa26*^*CAG−FSF−GFP*^ females (Suppl. Fig. S6B). Although the MMTV-tTA and MMTV-Flp expression profiles are mosaic and not identical in all cells, hyperplastic ducts in quadruple transgenic mice were GFP-positive. The results from the immunofluorescent co-staining of CK14 and GFP on histologic sections of these lesions suggested that transforming epithelial cells with basal-like features likely originated from the luminal epithelium.

**Fig. 6:**
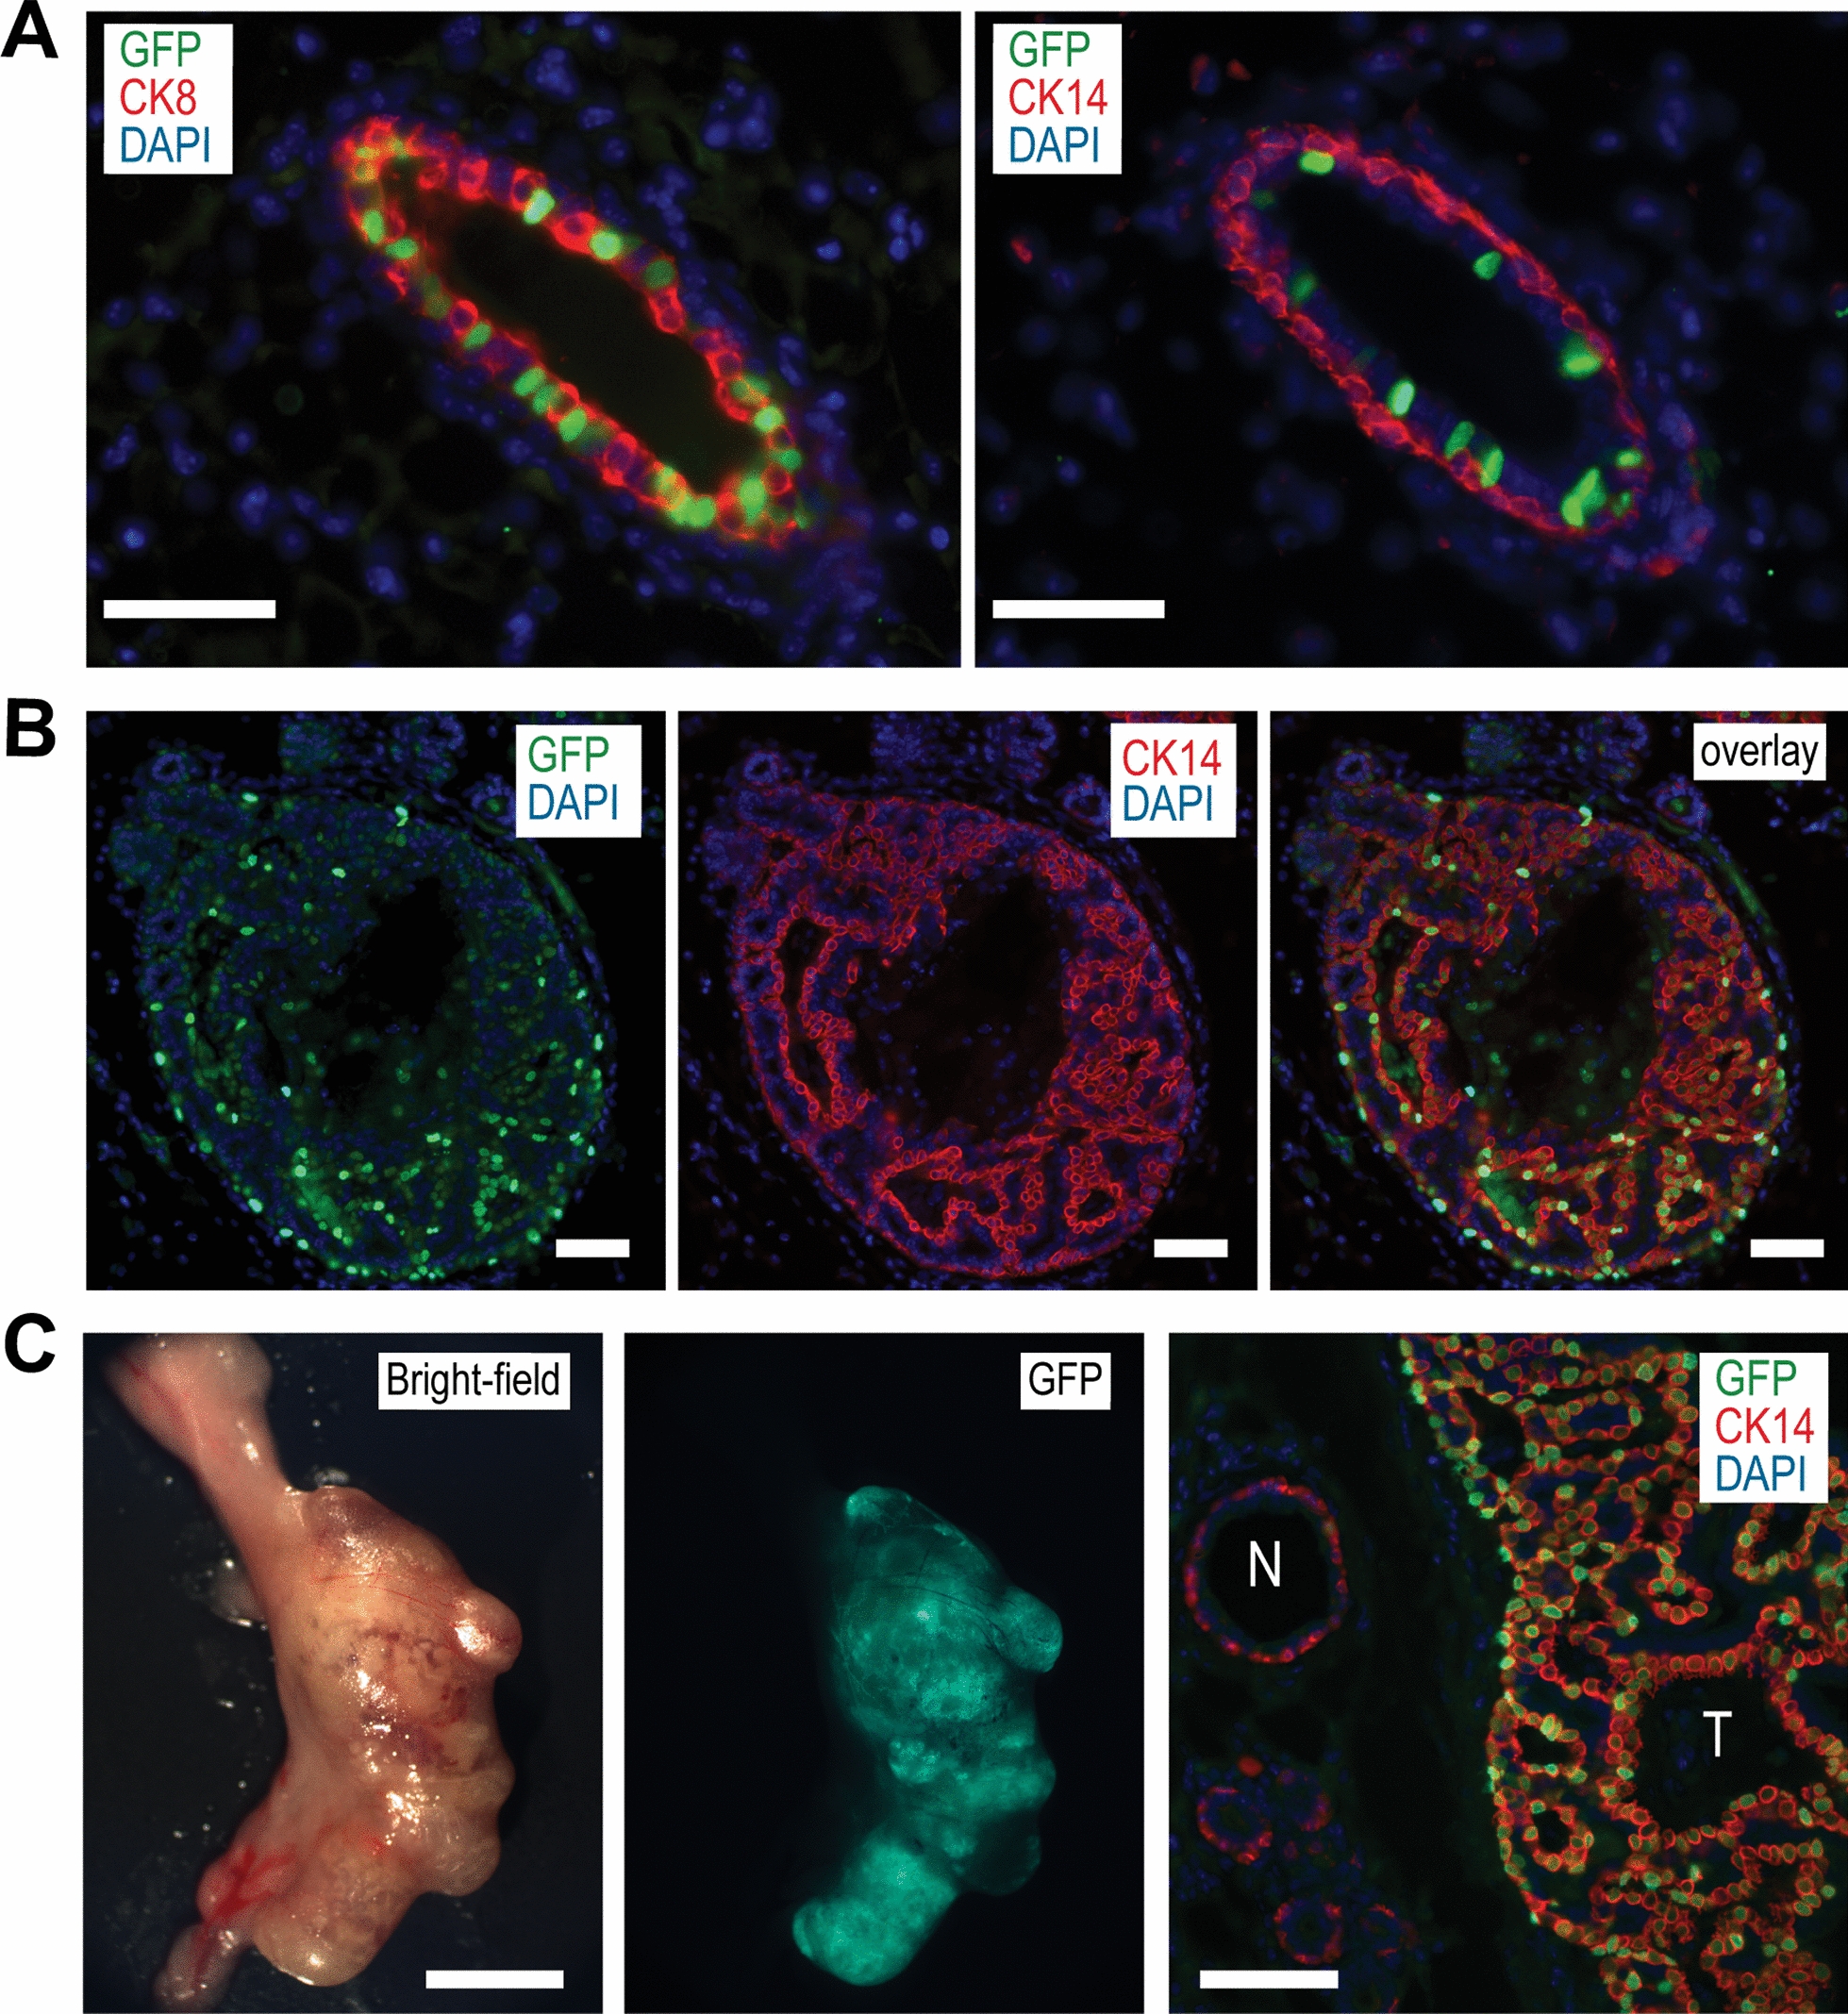
Basal-like tumor cells in heterogeneous mammary carcinomas overexpressing TSG101 originate from luminal epithelial cells. **A**. Immunofluorescent (IF) co-staining of nuclear GFP along with luminal cytokeratin 8 (CK8) or basal cytokeratin 14 (CK14) in the mammary gland of MMTV-tTA TetO-H2B-GFP double transgenic females; bars 50 µm. Note that without the expression of an oncogene, the MMTV-tTA transactivates TetO-driven responder transgenes in a subset of luminal epithelial cells. **B**. IF staining of the MMTV-tTA-driven nuclear GFP reporter in CK14-positive basal epithelial cells in a ductal hyperplasia that developed in MMTV-tTA TetO-Tsg101 TetO-H2B-GFP triple transgenic females; bars, 50 µm. **C**. Stereoscopic bright-field image (left) with a corresponding GFP fluorescent image (middle) of a mammary tumor that developed in an MMTV-tTA TetO-Tsg101 TetO-H2B-GFP triple transgenic female; bar, 0.5 cm. The right panel shows a histologic section of the mammary tumor (T) with adjacent normal duct (N) that was co-stained for GFP and CK14; bar 50 µm. DAPI was used as a counterstain in panels **A**-**C**

### Exogenous TSG101 is required for tumor progression and the survival of carcinoma cells

The observation that luciferase was expressed from the bicistronic TetO-Tsg101 transgene in established mammary tumors (Fig. 2C) suggested that the overexpression of the oncoprotein is continuously required for the maintenance and progression of adenosquamous carcinoma cells. To experimentally address this notion, we administered Dox in the drinking water of 10 tumor-bearing females. The ligand-mediated suppression of the TetO-Tsg101 transgene was validated by bioluminescence imaging 48 and 72 h after the first administration of Dox (Fig. 7A). Tumors were measured every other day for four weeks while the animals were continuously treated with Dox. At the end of the treatment period, 8 of the 10 tumors were more than 60% smaller in size (Fig. 7B, left). The histological examination of residual cancer tissues of Dox-treated animals showed that the size of the tumor was not an accurate readout for the effects of the ablation of exogenous TSG101 (Fig. 7B, right). The tumor with the least reduction in size (tumor 1) was cystic and filled with necrotic fluid. On the other end of the spectrum, residual carcinoma cells were still present at primary tumor sites where carcinomas exhibited a near complete macroscopic regression in response to Dox treatment (tumors 9 and 10). None of the regressed tumors showed a recurrence or increase in size while the mice were treated with Dox for a month, and Ki-67-positive cells were not detected in residual cancer cells (Suppl. Fig. S7).

**Fig. 7:**
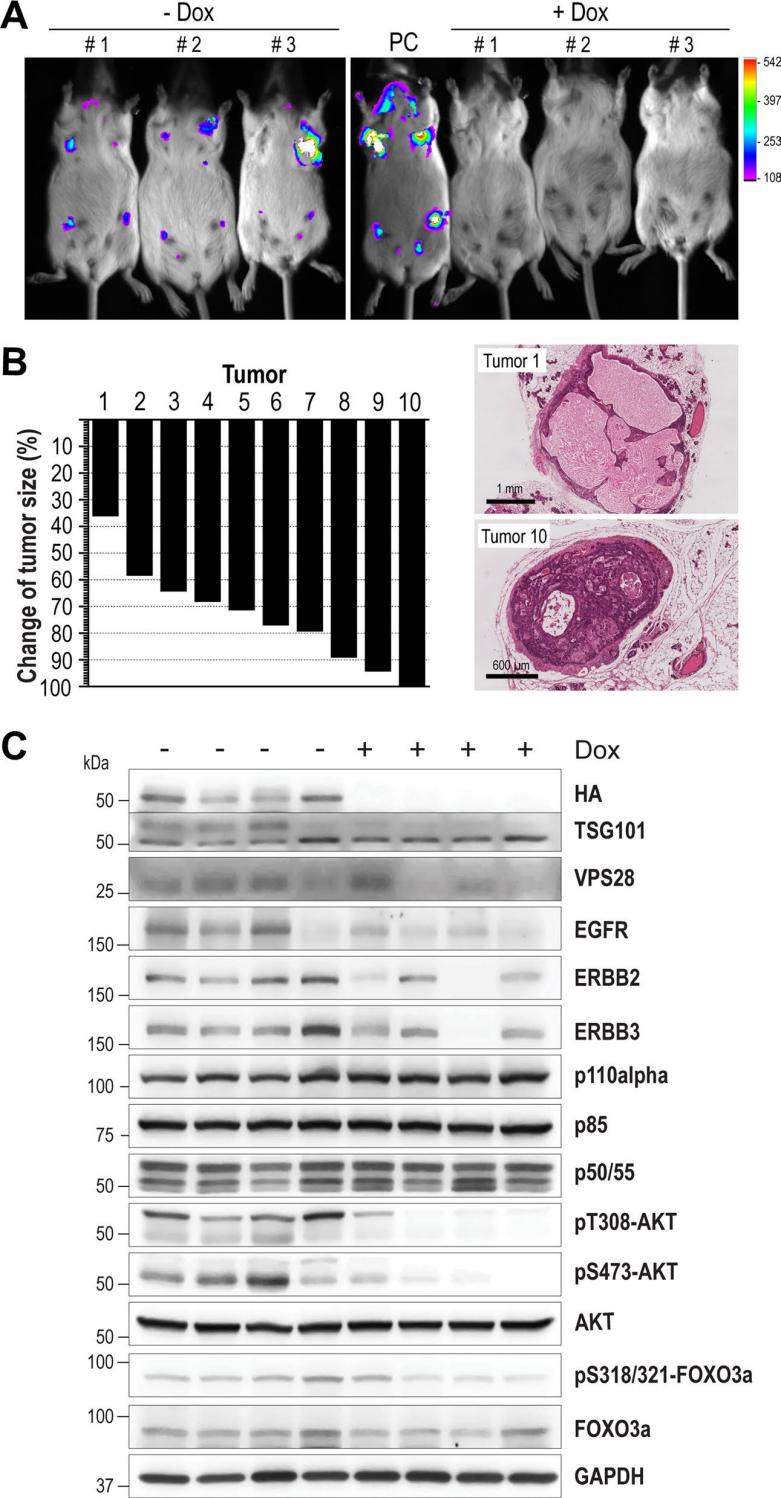
Sustained expression of exogenous TSG101 is required for the survival of mammary carcinoma cells in vivo. **A**. In vivo bioluminescence imaging (Bruker In Vivo Xtreme) of tumor-bearing MMTV-tTA TetO-Tsg101 mice before (-Dox) and after administration of doxycycline (+ Dox) in the drinking water for 72 h (N = 3); PC, positive control, tumor-bearing mouse that was not treated with Dox. **B**. Relative changes in tumor size (N = 10 animals) before and 30 days after continuous treatment with Dox. The right images are hematoxylin and eosin (H&E)-stained sections of the tumors with the least (tumor 1) and macroscopically near-complete regression (tumor 10) at the end of the treatment period; bars, 1 mm (tumor 1) and 600 µm (tumor 10). **C**. Western blot analysis of HA-tagged TSG101, ERBB receptor tyrosine kinases, and downstream mediators of PI3K/AKT signaling in mammary carcinomas before and after 72 h of treatment with Dox. GAPDH was used as a loading control

Next, we collected tumor specimens from animals that were treated with Dox for 72 h to investigate the immediate impact of the downregulation of TSG101 on cytokine and receptor tyrosine kinase signaling. While the short-term treatment with Dox had no immediate effect on the STAT3-mediated expression of the PI3K subunits p50/p55, the ablation of exogenous TSG101 resulted in a notable decline in the expression of individual EGFR/ERBB receptors as well as the downstream activation of AKT and its effectors (Fig. 7C), including Cyclin D1 (Suppl. Fig. S8). We also observed a significant reduction in the expression of MDM2 and p21^Cip1^ in mammary tumors as a consequence of the downregulation of TSG101 (Suppl. Fig. S8). The collective results suggest that the growth and survival of most TSG101-overexpressing mammary adenosquamous carcinoma cells are dependent on the sustained expression of this oncoprotein, the activation of PI3K/AKT signaling, as well as expression of MDM2, Cyclin D1, and p21.

## Discussion

The results of this study provide experimental evidence that, when persistently overexpressed, TSG101 promotes the initiation of metaplastic lesions in the mammary epithelium and the development of triple-negative adenosquamous carcinomas. Moreover, excess levels of TSG101 are required for the survival of carcinoma cells in vivo. This suggests that TSG101 has persistent pro-tumorigenic functions during cancer initiation, progression, and maintenance of established tumors. An interesting phenomenon is the predominant occurrence of ductal hyperplasia, AMEs, and palpable adenosquamous tumors in the specific region of the mammary glands of parous mice (i.e., epithelial cells of the main collecting ducts), where the overexpression of TSG101 in prepubescent females initially led to a delay in the normal development of the gland. This observation and the higher expression of exogenous TSG101 in tumors compared to the normal mammary glands of transgenic mice might indicate that the initiation of ductal precursor lesions and carcinomas relies on an alteration in the posttranslational autoregulatory feedback loop that normally restricts the level of the TSG101 protein [30]. Although the precise mechanism controlling this feedback loop remains to be elucidated, this process is likely associated with one or several epigenetic changes that are augmented during the gestation cycle, such as DNA and histone methylation, as reviewed by Holliday et al. [56]. This would explain why the reproductive status of a female is the primary determinant for the TSG101-induced formation of large mammary tumors.

While the hyperplastic lesions within extended mammary ducts of TSG101-overexpressing mice were similar to AMEs, the palpable mammary tumors presented as adenosquamous carcinomas, sometimes retaining features of AMEs in focal areas. These findings support the previously stated notion by Foschini et al. [57] that both types of neoplasms may follow a common developmental trajectory. Nonetheless, the pathogenesis of AMEs and adenosquamous carcinomas remains poorly understood. The presence of luminal and basal epithelial cells within AMEs was regarded as evidence that these lesions may co-evolve from both epithelial cell lineages [58]. In contrast, the preservation of the cellular heterogeneity in rare cases of metastatic tumors arising from AMEs may suggest that they originate from a dual-lineage progenitor [59]. Using an H2B-GFP reporter to monitor MMTV-tTA-mediated activation of TetO-driven responder transgenes on the cellular level, we determined that the overexpression of TSG101 promotes a basal trans-differentiation of a subset of luminal epithelial cells within the ductal epithelium. Like transgenic mice that express the Flp recombinase under the control of the same MMTV promoter [38], the activation of the MMTV-tTA is typically restricted to the luminal epithelium. The atypical expression pattern of the MMTV-tTA-driven H2B-GFP reporter in basal epithelial cells within early TSG101-overexpressing preneoplastic lesions is retained in adenosquamous carcinomas. The developmental trajectory of TSG101-overexpressing tumors is quite similar to the basal trans-differentiation of luminal progenitors during the initial stages of basal-like and claudin-low mammary tumorigenesis [36, 60]. This might explain why a subset of low-grade adenosquamous carcinomas have the propensity to progress into high-grade triple-negative metaplastic breast cancer [61].

On the mechanistic level, the acquisition of basal-like characteristics instigated by the overexpression of TSG101 might be a consequence of the activation of Wnt signaling. Unsupervised hierarchical clustering indicated that TSG101-induced tumors were similar to tumors that develop late in MMTV-Wnt1 transgenic mice (Wnt1-Late^Ex^) and shared similar gene expression patterns within the luminal and basal gene subclusters [47]. Wnt signaling has been reported to suppress luminal epithelial cell lineage determination through various molecular mechanisms [62]. Although Wnt promotes the spontaneous onset of mammary tumors, recent work by Schachter et al. [63] demonstrated that the pro-tumorigenic function of Wnt is independent of its ability to trigger squamous differentiation. It is therefore possible that the activation of Wnt signaling in TSG101-induced adenosquamous carcinomas promotes cellular features independently of other oncogenic functions of TSG101. Interestingly, nearly 70% of Wnt1-Late^Ex^ mammary tumors carried mutations in codon 61 of the *Hras* gene [47], which, in association with other PI3K/AKT pathway alterations, have also been recently identified as a main driver in the pathogenesis of AMEs in human [59]. While we have not identified hotspot mutations in *Hras* and *Pik3ca*, TSG101-overexpressing tumors have elevated levels of receptor tyrosine kinases (e.g., EGFR, ERBB2/3), HRAS, and exhibit a robust activation of PI3K/AKT signaling. More importantly, the activation of the PI3K/AKT pathway and the survival of cancer cells was dependent on the sustained overexpression of TSG101 in tumors. Similar to the ablation of exogenous TSG101 in mammary tumors, the conditional knockout of TSG101 led to the downregulation of the steady-state protein expression of ERBB receptors prior to cell death [17]. As part of its function in intra-cellular trafficking, TSG101 mediates the recycling of receptor tyrosine kinases, in part, by binding to the RAB11-family interacting proteins FIP3/4 [64]. This proposed function in the modulation of receptor signaling is supported by the observation that a knockout of TSG101 disrupts the association of early endosomes from RAB11-positive recycling endosomes [1]. The effects of the downregulation of exogenous TSG101 on the decelerated growth and eventual regression of the tumors is likely mediated, in part, by the observed significant reduction in the expression of Cyclin D1. The results of this study also provide in vivo evidence for additional functions of TSG101 in cell cycle control through upregulation of MDM2 [65] as well as p21^Cip^, which does not seem to exert a growth inhibitory role in mammary tumors as previously reported for HEK293F cells and differentiated keratinocytes [9].

## Conclusions

Collectively, this work provides experimental evidence that the protein encoded by the *Tumor susceptibility gene 101* has potent oncogenic functions in vivo. The overexpression of TSG101 causes adenosquamous carcinomas that originate from luminal epithelial cells of the main mammary ducts after a median latency of 10 months. It is interesting to note that, initially, the upregulated expression of TSG101 is growth inhibitory to developing mammary ducts. Therefore, the ability of TSG101 to promote malignant transformation and cellular heterogeneity within the mammary ductal epithelium likely requires secondary events (e.g., epigenetic changes) that diminish the posttranslational autoregulatory control of the TSG101 protein expression and that enable the survival of cells expressing elevated levels of TSG101. This might explain why the expression of the TSG101 protein is significantly higher in many human breast cancer cell lines compared to untransformed epithelial cells despite similar mRNA expression levels. Consistent with findings from previous reports that TSG101 is essential for the growth of breast cancer cells in culture [25, 26], the results from this study demonstrate a perpetual pro-tumorigenic function of TSG101 for the proliferation and survival of adenosquamous carcinoma cells in established tumors, suggesting that TSG101 might serve as a rational molecular target to prevent and treat a subset of mammary tumors.

## Supplementary Information

Supplementary material 1.

## Data Availability

The RNA Sequencing data was deposited in the Gene Expression Omnibus (GEO) under accession number GSE271036. Software used for RNA sequencing analyses is described above and is freely available through Bioconductor, CRAN, or GitHub. Source data are provided in this paper. All the other data supporting the findings of this study are available from the corresponding author upon reasonable request.

## Abbreviations

AME: Adenomyoepithelioma
AKT: Serine/threonine-specific protein kinase B
Cre: Cre recombinase from the P1 bacteriophage
CK: Cytokeratin
Dox: Doxycycline
EGFR: Epidermal growth factor receptor
ERBB: Erythroblastic leukemia viral oncogene, receptor tyrosine kinase family
Flp: Flippase, site-specific recombinase from *Saccharomyces cerevisiae*
GFP: Green fluorescent protein
H2B: Histone H2B
HRAS: Harvey rat sarcoma virus transforming protein
IRES: Internal ribosome entry site
JAK: Janus tyrosine kinase
Neu: Receptor tyrosine-protein kinase ERBB2, HER2
STAT: Signal Transducer and Activator of Transcription
TetO: Tetracycline-controlled operator/promoter
Trp53: Transformation-related protein 53, TP53, p53
TSG101: Tumor susceptibility gene 101
MDM2: Mouse double minute 2 homolog
MMTV: Mouse mammary tumor virus
PI3K: Phosphoinositide 3-kinase
PyMT: Polyoma virus middle T antigen
tTA: Tetracycline-controlled transactivator
VPS: Vacuolar protein sorting
WAP: Whey acidic protein, milk protein
Wnt: Wingless, integration site 1 (int1), signal transduction pathway

## References

[1] Ferraiuolo RM, Manthey KC, Stanton MJ, Triplett AA, Wagner KU. The multifaceted roles of the tumor susceptibility gene 101 (TSG101) in normal development and disease. Cancers. 2020;12(2):450.32075127 10.3390/cancers12020450PMC7073217

[2] Li Y, Kane T, Tipper C, Spatrick P, Jenness DD. Yeast mutants affecting possible quality control of plasma membrane proteins. MolCell Biol. 1999;19(5):3588–99.10.1128/mcb.19.5.3588PMC8415210207082

[3] Babst M, Odorizzi G, Estepa EJ, Emr SD. Mammalian tumor susceptibility gene 101 (TSG101) and the yeast homologue, Vps23p, both function in late endosomal trafficking. Traffic. 2000;1(3):248–58.11208108 10.1034/j.1600-0854.2000.010307.x

[4] Katzmann DJ, Babst M, Emr SD. Ubiquitin-dependent sorting into the multivesicular body pathway requires the function of a conserved endosomal protein sorting complex ESCRT-I. Cell. 2001;106(2):145–55.11511343 10.1016/s0092-8674(01)00434-2

[5] Thery C, Boussac M, Veron P, Ricciardi-Castagnoli P, Raposo G, Garin J, Amigorena S. Proteomic analysis of dendritic cell-derived exosomes: a secreted subcellular compartment distinct from apoptotic vesicles. J Immunol. 2001;166(12):7309–18.11390481 10.4049/jimmunol.166.12.7309

[6] Colombo M, Moita C, van Niel G, Kowal J, Vigneron J, Benaroch P, Manel N, Moita LF, Thery C, Raposo G. Analysis of ESCRT functions in exosome biogenesis, composition and secretion highlights the heterogeneity of extracellular vesicles. J Cell Sci. 2013;126(Pt 24):5553–65.24105262 10.1242/jcs.128868

[7] Hittelman AB, Burakov D, Iniguez-Lluhi JA, Freedman LP, Garabedian MJ. Differential regulation of glucocorticoid receptor transcriptional activation via AF-1-associated proteins. EMBO J. 1999;18(19):5380–8.10508170 10.1093/emboj/18.19.5380PMC1171607

[8] Lin YS, Chen YJ, Cohen SN, Cheng TH. Identification of TSG101 functional domains and p21 loci required for TSG101-mediated p21 gene regulation. PLoS ONE. 2013;8(11): e79674.24244542 10.1371/journal.pone.0079674PMC3823576

[9] Oh H, Mammucari C, Nenci A, Cabodi S, Cohen SN, Dotto GP. Negative regulation of cell growth and differentiation by TSG101 through association with p21Cip1/WAF1. ProcNatlAcadSciUSA. 2002;99(8):5430–5.10.1073/pnas.082123999PMC12278611943869

[10] Zhong Q, Chen Y, Jones D, Lee WH. Perturbation of TSG101 protein affects cell cycle progression. Cancer Res. 1998;58:2699–702.9661875

[11] Lee HH, Elia N, Ghirlando R, Lippincott-Schwartz J, Hurley JH. Midbody targeting of the ESCRT machinery by a noncanonical coiled coil in CEP55. Science. 2008;322(5901):576–80.18948538 10.1126/science.1162042PMC2720046

[12] Wagner KU, Dierisseau P, Rucker EB, Robinson GW, Hennighausen L. Genomic architecture and transcriptional activation of the mouse and human tumor susceptibility gene TSG101: common types of shorter transcripts are true alternative splice variants. Oncogene. 1998;17:2761–70.9840940 10.1038/sj.onc.1202529

[13] Ruland J, Sirard C, Elia A, MacPherson D, Wakeham A, Li L, Luis DLP, Cohen SN, Mak TW. p53 Accumulation, defective cell proliferation, and early embryonic lethality in mice lacking tsg101. ProcNatlAcadSciUSA. 2001;98(4):1859–64.10.1073/pnas.98.4.1859PMC2934711172041

[14] Wagner KU, Krempler A, Qi Y, Park K, Henry MD, Triplett AA, Riedlinger G, Rucker EB III, Hennighausen L. Tsg101 Is essential for cell growth, proliferation, and cell survival of embryonic and adult tissues. MolCell Biol. 2003;23(1):150–62.10.1128/MCB.23.1.150-162.2003PMC14067712482969

[15] Carstens MJ, Krempler A, Triplett AA, van Lohuizen M, Wagner KU. Cell cycle arrest and cell death are controlled by p53-dependent and p53-independent mechanisms in Tsg101-deficient cells. JBiolChem. 2004;279(34):35984–94.10.1074/jbc.M400408200PMC120139415210712

[16] Krempler A, Henry MD, Triplett AA, Wagner KU. Targeted deletion of the Tsg101 gene results in cell cycle arrest at G1/S and p53-independent cell death. JBiolChem. 2002;277(45):43216–23.10.1074/jbc.M207662200PMC120150912205095

[17] Morris CR, Stanton MJ, Manthey KC, Oh KB, Wagner KU. A knockout of the Tsg101 gene leads to decreased expression of ErbB receptor tyrosine kinases and induction of autophagy prior to cell death. PLoSOne. 2012;7(3): e34308.10.1371/journal.pone.0034308PMC331663422479596

[18] Li L, Cohen SN. Tsg101: a novel tumor susceptibility gene isolated by controlled homozygous functional knockout of allelic loci in mammalian cells. Cell. 1996;85:319–29.8616888 10.1016/s0092-8674(00)81111-3

[19] Liu RT, Huang CC, You HL, Chou FF, Hu CC, Chao FP, Chen CM, Cheng JT. Overexpression of tumor susceptibility gene TSG101 in human papillary thyroid carcinomas. Oncogene. 2002;21(31):4830–7.12101421 10.1038/sj.onc.1205612

[20] Oh KB, Stanton MJ, West WW, Todd GL, Wagner KU. Tsg101 is upregulated in a subset of invasive human breast cancers and its targeted overexpression in transgenic mice reveals weak oncogenic properties for mammary cancer initiation. Oncogene. 2007;26(40):5950–9.17369844 10.1038/sj.onc.1210401

[21] Liu F, Yu Y, Jin Y, Fu S. TSG101, identified by screening a cancer cDNA library and soft agar assay, promotes cell proliferation in human lung cancer. MolBiolRep. 2010;37(6):2829–38.10.1007/s11033-009-9835-519787439

[22] Young TW, Rosen DG, Mei FC, Li N, Liu J, Wang XF, Cheng X. Up-regulation of tumor susceptibility gene 101 conveys poor prognosis through suppression of p21 expression in ovarian cancer. ClinCancer Res. 2007;13(13):3848–54.10.1158/1078-0432.CCR-07-033717606716

[23] Young TW, Mei FC, Rosen DG, Yang G, Li N, Liu J, Cheng X. Up-regulation of tumor susceptibility gene 101 protein in ovarian carcinomas revealed by proteomics analyses. Mol Cell Proteomics. 2007;6(2):294–304.17110434 10.1074/mcp.M600305-MCP200

[24] Ma XR, Edmund Sim UH, Pauline B, Patricia L, Rahman J. Overexpression of WNT2 and TSG101 genes in colorectal carcinoma. TropBiomed. 2008;25(1):46–57.18600204

[25] Zhu G, Gilchrist R, Borley N, Chng HW, Morgan M, Marshall JF, Camplejohn RS, Muir GH, Hart IR. Reduction of TSG101 protein has a negative impact on tumor cell growth. IntJCancer. 2004;109(4):541–7.10.1002/ijc.2001414991575

[26] Zhang Y, Song M, Cui ZS, Li CY, Xue XX, Yu M, Lu Y, Zhang SY, Wang EH, Wen YY. Down-regulation of TSG101 by small interfering RNA inhibits the proliferation of breast cancer cells through the MAPK/ERK signal pathway. Histol Histopathol. 2011;26(1):87–94.21117030 10.14670/HH-26.87

[27] Xu C, Zheng J. siRNA against TSG101 reduces proliferation and induces G0/G1 arrest in renal cell carcinoma - involvement of c-myc, cyclin E1, and CDK2. Cell Mol Biol Lett. 2019;24:7.30675171 10.1186/s11658-018-0124-yPMC6332891

[28] Shao Z, Ji W, Liu A, Qin A, Shen L, Li G, Zhou Y, Hu X, Yu E, Jin G. TSG101 silencing suppresses hepatocellular carcinoma cell growth by inducing cell cycle arrest and autophagic cell death. Med Sci Monit. 2015;21:3371–9.26537625 10.12659/MSM.894447PMC4654595

[29] Henry MD, Triplett AA, Oh KB, Smith GH, Wagner KU. Parity-induced mammary epithelial cells facilitate tumorigenesis in MMTV-neu transgenic mice. Oncogene. 2004;23(41):6980–5.15286714 10.1038/sj.onc.1207827

[30] Feng GH, Lih CJ, Cohen SN. TSG101 protein steady-state level is regulated posttranslationally by an evolutionarily conserved COOH-terminal sequence. Cancer Res. 2000;60(6):1736–41.10749147

[31] Essandoh K, Deng S, Wang X, Jiang M, Mu X, Peng J, Li Y, Peng T, Wagner KU, Rubinstein J, et al. Tsg101 positively regulates physiologic-like cardiac hypertrophy through FIP3-mediated endosomal recycling of IGF-1R. FASEB J of American Societies Experiment Biol. 2019;33(6):7451–66.10.1096/fj.201802338RRPMC652933730884248

[32] Oh KBSM, West WW, Todd GL, Wagner KU. Tsg101 is upregulated in a subset of invasive breast cancers and its targeted overexpression in transgenic mice reveals weak oncogenic properties for mammary cancer initiation. Oncogene. 2007;26:5950–9.17369844 10.1038/sj.onc.1210401

[33] Lin WC, Schmidt JW, Creamer BA, Triplett AA, Wagner KU. Gain-of-function of Stat5 leads to excessive granulopoiesis and lethal extravasation of granulocytes to the lung. PLoSOne. 2013;8(4): e60902.10.1371/journal.pone.0060902PMC361489423565285

[34] Sakamoto K, Schmidt JW, Wagner KU. Generation of a novel MMTV-tTA transgenic mouse strain for the targeted expression of genes in the embryonic and postnatal mammary gland. PLoSOne. 2012;7(8): e43778.10.1371/journal.pone.0043778PMC343203922952764

[35] Zhang Q, Sakamoto K, Wagner KU. D-type Cyclins are important downstream effectors of cytokine signaling that regulate the proliferation of normal and neoplastic mammary epithelial cells. Mol Cell Endocrinol. 2014;382(1):583–92.23562856 10.1016/j.mce.2013.03.016PMC3740091

[36] Rädler PD, Wehde BL, Triplett AA, Shrestha H, Shepherd JH, Pfefferle AD, Rui H, Cardiff RD, Perou CM, Wagner KU. Highly metastatic claudin-low mammary cancers can originate from luminal epithelial cells. Nat Commun. 2021;12(1):3742.34145248 10.1038/s41467-021-23957-5PMC8213728

[37] Tumbar T, Guasch G, Greco V, Blanpain C, Lowry WE, Rendl M, Fuchs E. Defining the epithelial stem cell niche in skin. Science. 2004;303(5656):359–63.14671312 10.1126/science.1092436PMC2405920

[38] Rädler PD, Vistisen K, Triplett AA, Dennaoui R, Li Y, Shrestha H, Ferraiuolo R-M, Thangasamy A, Saur D, Wagner K-U. Dual recombinase action in the normal and neoplastic mammary gland epithelium. Sci Rep. 2021;11(1):20775.34675248 10.1038/s41598-021-00231-8PMC8531329

[39] Sousa VH, Miyoshi G, Hjerling-Leffler J, Karayannis T, Fishell G. Characterization of Nkx6-2-derived neocortical interneuron lineages. Cereb Cortex. 2009;19(Suppl 1):i1-10.19363146 10.1093/cercor/bhp038PMC2693535

[40] Sakamoto K, Lin WC, Triplett AA, Wagner KU. Targeting janus kinase 2 in Her2/neu-expressing mammary cancer: implications for cancer prevention and therapy. Cancer Res. 2009;69(16):6642–50.19638583 10.1158/0008-5472.CAN-09-0746PMC2758773

[41] Zhang Q, Sakamoto K, Liu C, Triplett AA, Lin WC, Rui H, Wagner KU. Cyclin D3 compensates for the loss of cyclin D1 during ErbB2-induced mammary tumor initiation and progression. Cancer Res. 2011;71(24):7513–24.22037875 10.1158/0008-5472.CAN-11-1783PMC3242818

[42] Liao Y, Smyth GK, Shi W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res. 2019;47(8): e47.30783653 10.1093/nar/gkz114PMC6486549

[43] Robinson MD, McCarthy DJ, Smyth GK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics (Oxford, England). 2010;26(1):139–40.19910308 10.1093/bioinformatics/btp616PMC2796818

[44] Yu G, Wang LG, Han Y, He QY. clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS. 2012;16(5):284–7.22455463 10.1089/omi.2011.0118PMC3339379

[45] Hollern DP, Xu N, Thennavan A, Glodowski C, Garcia-Recio S, Mott KR, He X, Garay JP, Carey-Ewend K, Marron D, et al. B cells and T follicular helper cells mediate response to checkpoint inhibitors in high mutation burden mouse models of breast cancer. Cell. 2019;179(5):1191-1206.e1121.31730857 10.1016/j.cell.2019.10.028PMC6911685

[46] Lim C, Hwang D, Yazdimamaghani M, Atkins HM, Hyun H, Shin Y, Ramsey JD, Rädler PD, Mott KR, Perou CM, et al. High-Dose paclitaxel and its combination with CSF1R inhibitor in polymeric micelles for chemoimmunotherapy of triple negative breast cancer. Nano Today. 2023;51:101884.37484164 10.1016/j.nantod.2023.101884PMC10357922

[47] Pfefferle AD, Darr DB, Calhoun BC, Mott KR, Rosen JM, Perou CM. The MMTV-Wnt1 murine model produces two phenotypically distinct subtypes of mammary tumors with unique therapeutic responses to an EGFR inhibitor. Disease Models Mech. 2019. 10.1242/dmm.037192.10.1242/dmm.037192PMC667937531213486

[48] de Hoon MJ, Imoto S, Nolan J, Miyano S. Open source clustering software. Bioinformatics (Oxford, England). 2004;20(9):1453–4.14871861 10.1093/bioinformatics/bth078

[49] Saldanha AJ. Java Treeview–extensible visualization of microarray data. Bioinformatics (Oxford, England). 2004;20(17):3246–8.15180930 10.1093/bioinformatics/bth349

[50] Doyotte A, Russell MR, Hopkins CR, Woodman PG. Depletion of TSG101 forms a mammalian “Class E” compartment: a multicisternal early endosome with multiple sorting defects. JCell Sci. 2005;118(Pt 14):3003–17.16014378 10.1242/jcs.02421

[51] Bache KG, Slagsvold T, Cabezas A, Rosendal KR, Raiborg C, Stenmark H. The growth-regulatory protein HCRP1/hVps37A is a subunit of mammalian ESCRT-I and mediates receptor down-regulation. Mol Biol Cell. 2004;15(9):4337–46.15240819 10.1091/mbc.E04-03-0250PMC515363

[52] Adams JR, Xu K, Liu JC, Agamez NM, Loch AJ, Wong RG, Wang W, Wright KL, Lane TF, Zacksenhaus E, et al. Cooperation between Pik3ca and p53 mutations in mouse mammary tumor formation. Can Res. 2011;71(7):2706–17.10.1158/0008-5472.CAN-10-073821324922

[53] Meyer DS, Brinkhaus H, Muller U, Muller M, Cardiff RD, Bentires-Alj M. Luminal expression of PIK3CA mutant H1047R in the mammary gland induces heterogeneous tumors. Cancer Res. 2011;71(13):4344–51.21482677 10.1158/0008-5472.CAN-10-3827

[54] Gross JC, Chaudhary V, Bartscherer K, Boutros M. Active Wnt proteins are secreted on exosomes. Nat Cell Biol. 2012;14(10):1036–45.22983114 10.1038/ncb2574

[55] Jung HH, Kim J-Y, Lim JE, Im Y-H. Cytokine profiling in serum-derived exosomes isolated by different methods. Sci Rep. 2020;10(1):14069.32826923 10.1038/s41598-020-70584-zPMC7442638

[56] Holliday H, Baker LA, Junankar SR, Clark SJ, Swarbrick A. Epigenomics of mammary gland development. Breast cancer research : BCR. 2018;20(1):100.30176939 10.1186/s13058-018-1031-xPMC6122685

[57] Foschini MP, Pizzicannella G, Peterse JL, Eusebi V. Adenomyoepithelioma of the breast associated with low-grade adenosquamous and sarcomatoid carcinomas. Virchows Archiv: Int J Pathol. 1995;427(3):243–50.10.1007/BF002033907496592

[58] Rakha E, Tan PH, Ellis I, Quinn C. Adenomyoepithelioma of the breast: a proposal for classification. Histopathology. 2021;79(4):465–79.33829532 10.1111/his.14380

[59] Geyer FC, Li A, Papanastasiou AD, Smith A, Selenica P, Burke KA, Edelweiss M, Wen H-C, Piscuoglio S, Schultheis AM, et al. Recurrent hotspot mutations in HRAS Q61 and PI3K-AKT pathway genes as drivers of breast adenomyoepitheliomas. Nat Commun. 2018;9(1):1816.29739933 10.1038/s41467-018-04128-5PMC5940840

[60] Lim E, Vaillant F, Wu D, Forrest NC, Pal B, Hart AH, Asselin-Labat ML, Gyorki DE, Ward T, Partanen A, et al. Aberrant luminal progenitors as the candidate target population for basal tumor development in BRCA1 mutation carriers. NatMed. 2009;15(8):907–13.10.1038/nm.200019648928

[61] Kawachi K, Tang X, Kasajima R, Yamanaka T, Shimizu E, Katayama K, Yamaguchi R, Yokoyama K, Yamaguchi K, Furukawa Y, et al. Genetic analysis of low-grade adenosquamous carcinoma of the breast progressing to high-grade metaplastic carcinoma. Breast Cancer Res Treat. 2023;202(3):563–73.37650999 10.1007/s10549-023-07078-9PMC10564816

[62] Wicker MN, Wagner KU. Cellular plasticity in mammary gland development and breast cancer. Cancers. 2023;15(23):5605.38067308 10.3390/cancers15235605PMC10705338

[63] Schachter NF, Adams JR, Skowron P, Kozma KJ, Lee CA, Raghuram N, Yang J, Loch AJ, Wang W, Kucharczuk A, et al. Single allele loss-of-function mutations select and sculpt conditional cooperative networks in breast cancer. Nat Commun. 2021;12(1):5238.34475389 10.1038/s41467-021-25467-wPMC8413298

[64] Horgan CP, Hanscom SR, Kelly EE, McCaffrey MW. Tumor susceptibility gene 101 (TSG101) is a novel binding-partner for the class II Rab11-FIPs. PLoS ONE. 2012;7(2): e32030.22348143 10.1371/journal.pone.0032030PMC3279423

[65] Li L, Liao J, Ruland J, Mak TW, Cohen SN. A TSG101/MDM2 regulatory loop modulates MDM2 degradation and MDM2/p53 feedback control. ProcNatlAcadSciUSA. 2001;98(4):1619–24.10.1073/pnas.98.4.1619PMC2930611172000

# Supplementary material for: Overexpression of TSG101 causes the development of adenosquamous mammary carcinoma
**Source:** Breast Cancer Res. 2025 Jul 7;27:126. doi: 10.1186/s13058-025-02007-8

## **Supplemental information**

### **Overexpression of TSG101 causes the development of adenosquamous mammary carcinoma**

Rayane Dennaoui, Patrick D. Rädler, Madison Wicker, Kerry Vistisen, Rosa-Maria Ferraiuolo, Aleata A. Triplett, Hridaya Shrestha, Tessa A. Liner; Karoline C. Manthey, Hallgeir Rui, Robert D. Cardiff, Teresa M. Gunn, Charles M. Perou, and Kay-Uwe Wagner

Supplemental Figures S1-S8

Supplementary Tables 1 and 2

Uncropped images of immunoblots

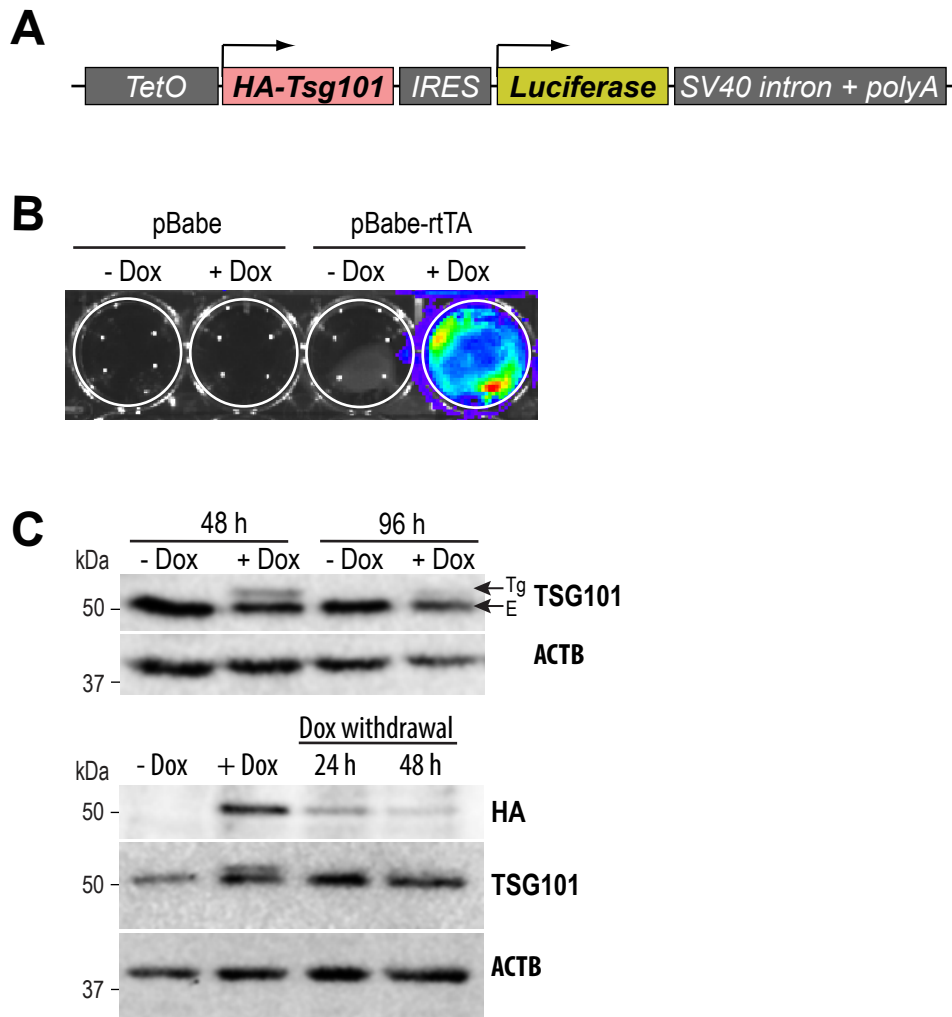

**Supplemental Figure S1. Generation of transgenic mice expressing TSG101 in a ligand-controlled manner**

**A.** Schematic outline of the TetO-Tsg101 transgene. The full-length mouse TSG101 with an N-terminal hemagglutinin (HA) tag is expressed along with the luciferase reporter upon binding of the tetracycline-controlled transactivator (tTA or rtTA) to its operator/promoter (TetO); IRES, internal ribosomal entry site; SV40 poly A, intron and polyadenylation signal from the Simian-Virus 40.

**B.** Bioluminescence imaging of explanted mouse embryonic fibroblasts from TetO-Tsg101 transgenic line 1 that were infected with a pBabe-puro retrovirus expressing the reverse tetracycline-controlled transactivator (rtTA) and treated with doxycycline (Dox, a tetracycline derivative). The rtTA-mediated expression of luciferase in the presence of Dox (tet-on system) confirms the stringent control of the ligand-mediated expression of the transgene.

**C.** Western blot analysis to validate the Dox-dependent expression of exogenous, HA-tagged TSG101 from the transgene and its downregulation following the withdrawal of the ligand. Beta-Actin (ACTB) served as a loading control.

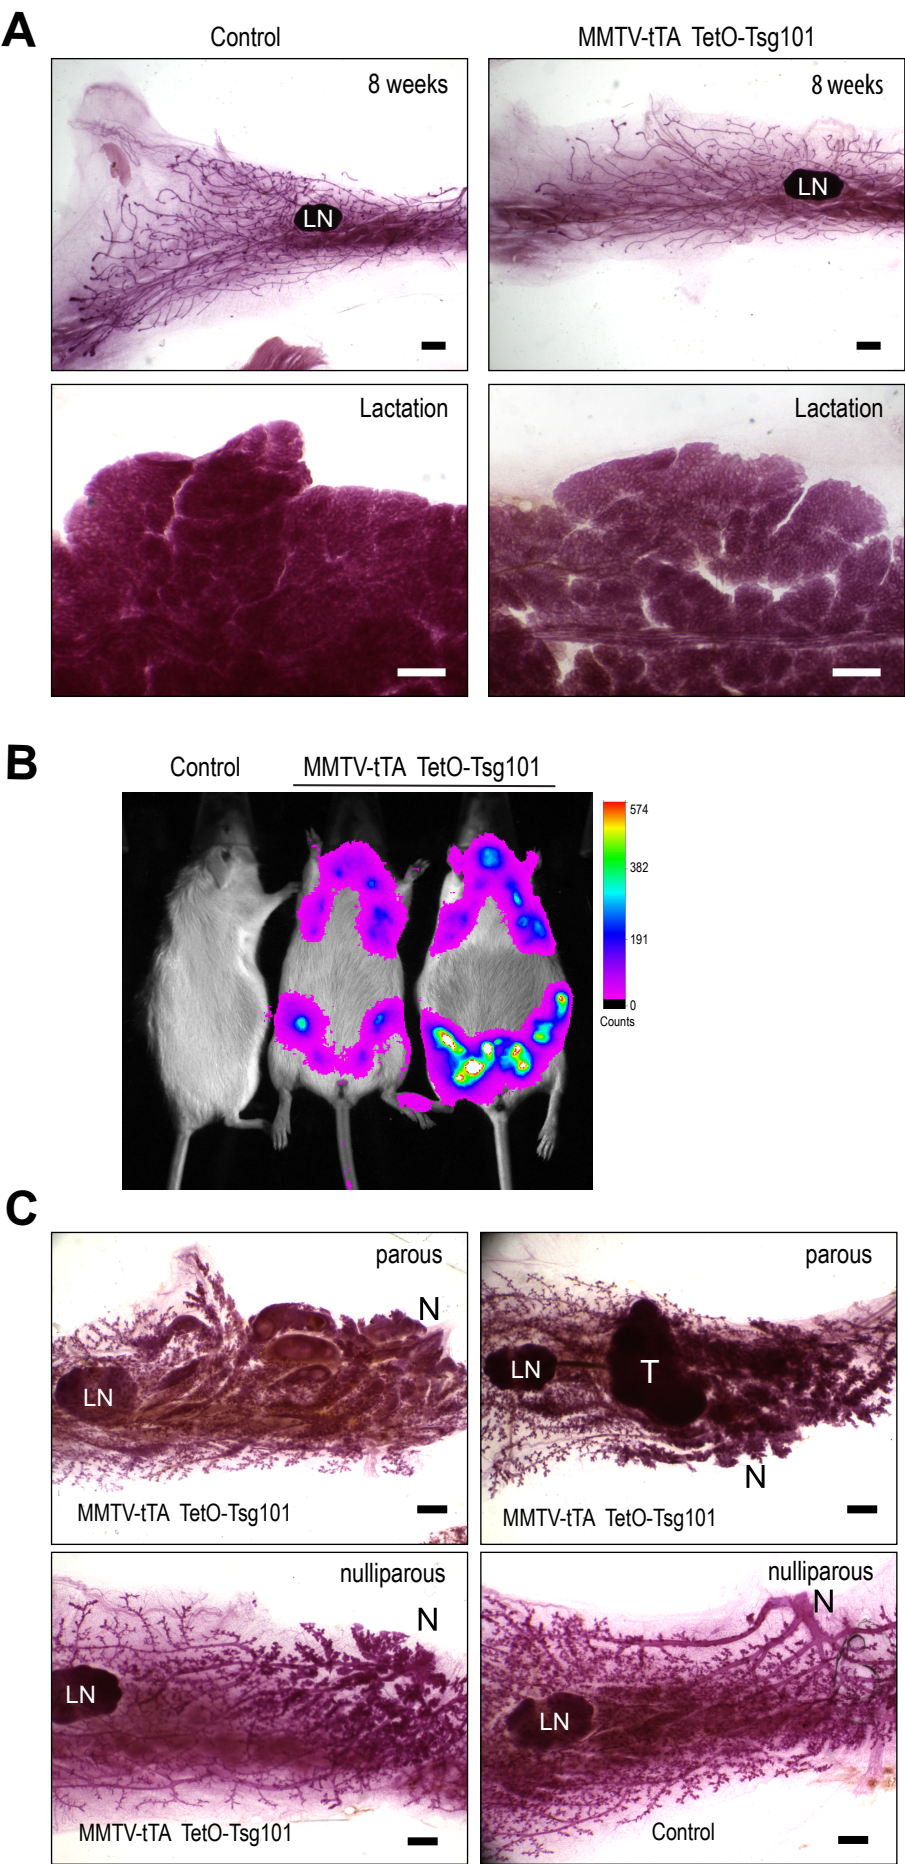

**Supplemental Figure S2. The MMTV-tTA-mediated, constitutive overexpression of TSG101 does not impair the functional differentiation of the mammary gland and lactation but frequently leads to severe cases of ductal hyperplasia near the nipple region in nonpregnant, postpartum females**

**A.** Carmine alum-stained wholemounts of mammary glands from 8-week-old nulliparous (upper panels) and 10 days lactating (lower panels) MMTV-tTA TetO-TSG101 double transgenic females and TetO-Tsg101 single transgenic controls; bars, 1 mm.

**B.** In vivo bioluminescence imaging (Bruker In Vivo Xtreme) of 10-day lactating double transgenic females and a control.

**C.** Upper panel: Carmine alum-stained wholemounts of mammary glands with severe cases of ductal hyperplasia in nonpregnant multiparous MMTV-tTA TetO-TSG101 females. Lower panel: Small hyperplastic ducts in age-matched nulliparous double transgenic females in comparison to a nulliparous wildtype control; bars, 1 mm.

Note that the MMTV-driven transactivator (tTA) induces a constitutive expression of TSG101 and luciferase without the administration of doxycycline (tet-off repressor system) during all stages of mammary gland development; LN, lymph node; N, nipple region.

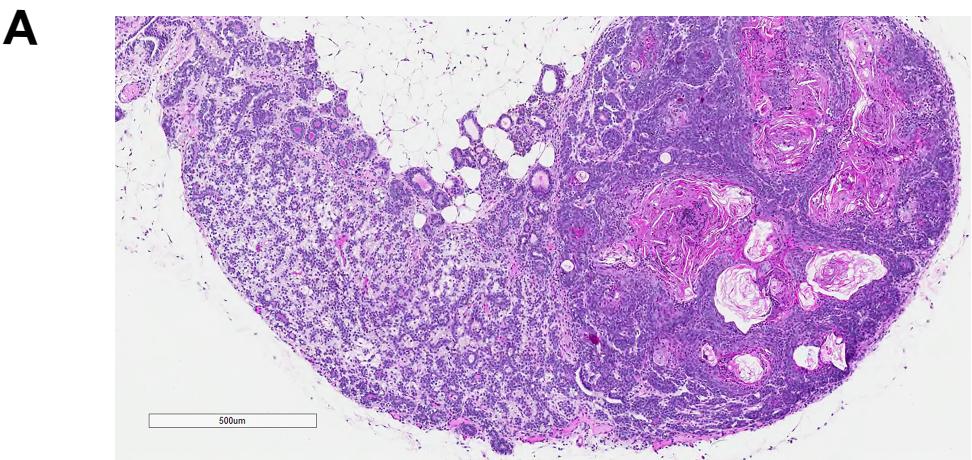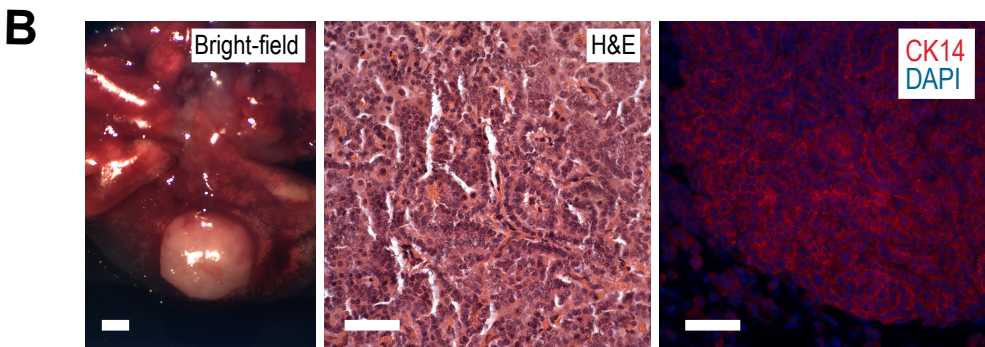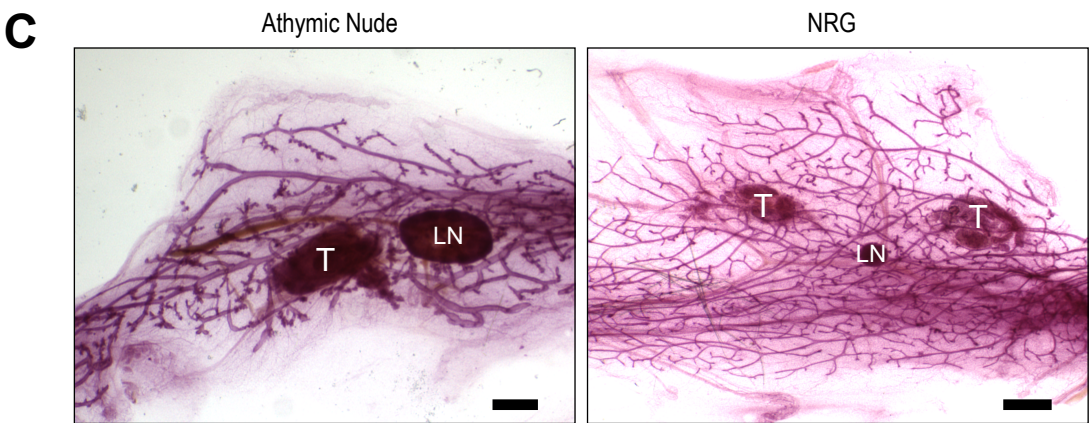

**Supplemental Figure S3. TSG101-induced malignant progression of adenomyoepithelioma and adenosquamous carcinoma**

**A.** Hematoxylin and eosin (H&E)-stained histologic section of a hyperplastic duct with a developing mammary tumor from an MMTV-tTA TetO-Tsg101 double transgenic female; bar, 500  $\mu$ m.

**B.** Left: Stereoscopic bright-field image of a lung metastasis in a TSG101 overexpressing female; bar, 1 mm. Middle, right: H&E-stained histologic section and immunofluorescent staining of basal cytokeratin 14 (CK14) of a lung metastatic lesion; bars, 50  $\mu$ m.

**C.** Carmine alum-stained mammary gland wholemounts of immunocompromised recipient females (athymic nude and NOD-*RagI*<sup>null</sup> *IL2rg*<sup>null</sup>, NRG) that were implanted with mammary tumor fragments (T) from MMTV-tTA TetO-Tsg101 double transgenic females; bars, 1 mm; LN, lymph node.

MMTV-tTA TetO-TSG101    MMTV-wnt1

L = Luminal Cluster; B = Basal Cluster; C = Claudin-low Cluster; P = Proliferation Cluster

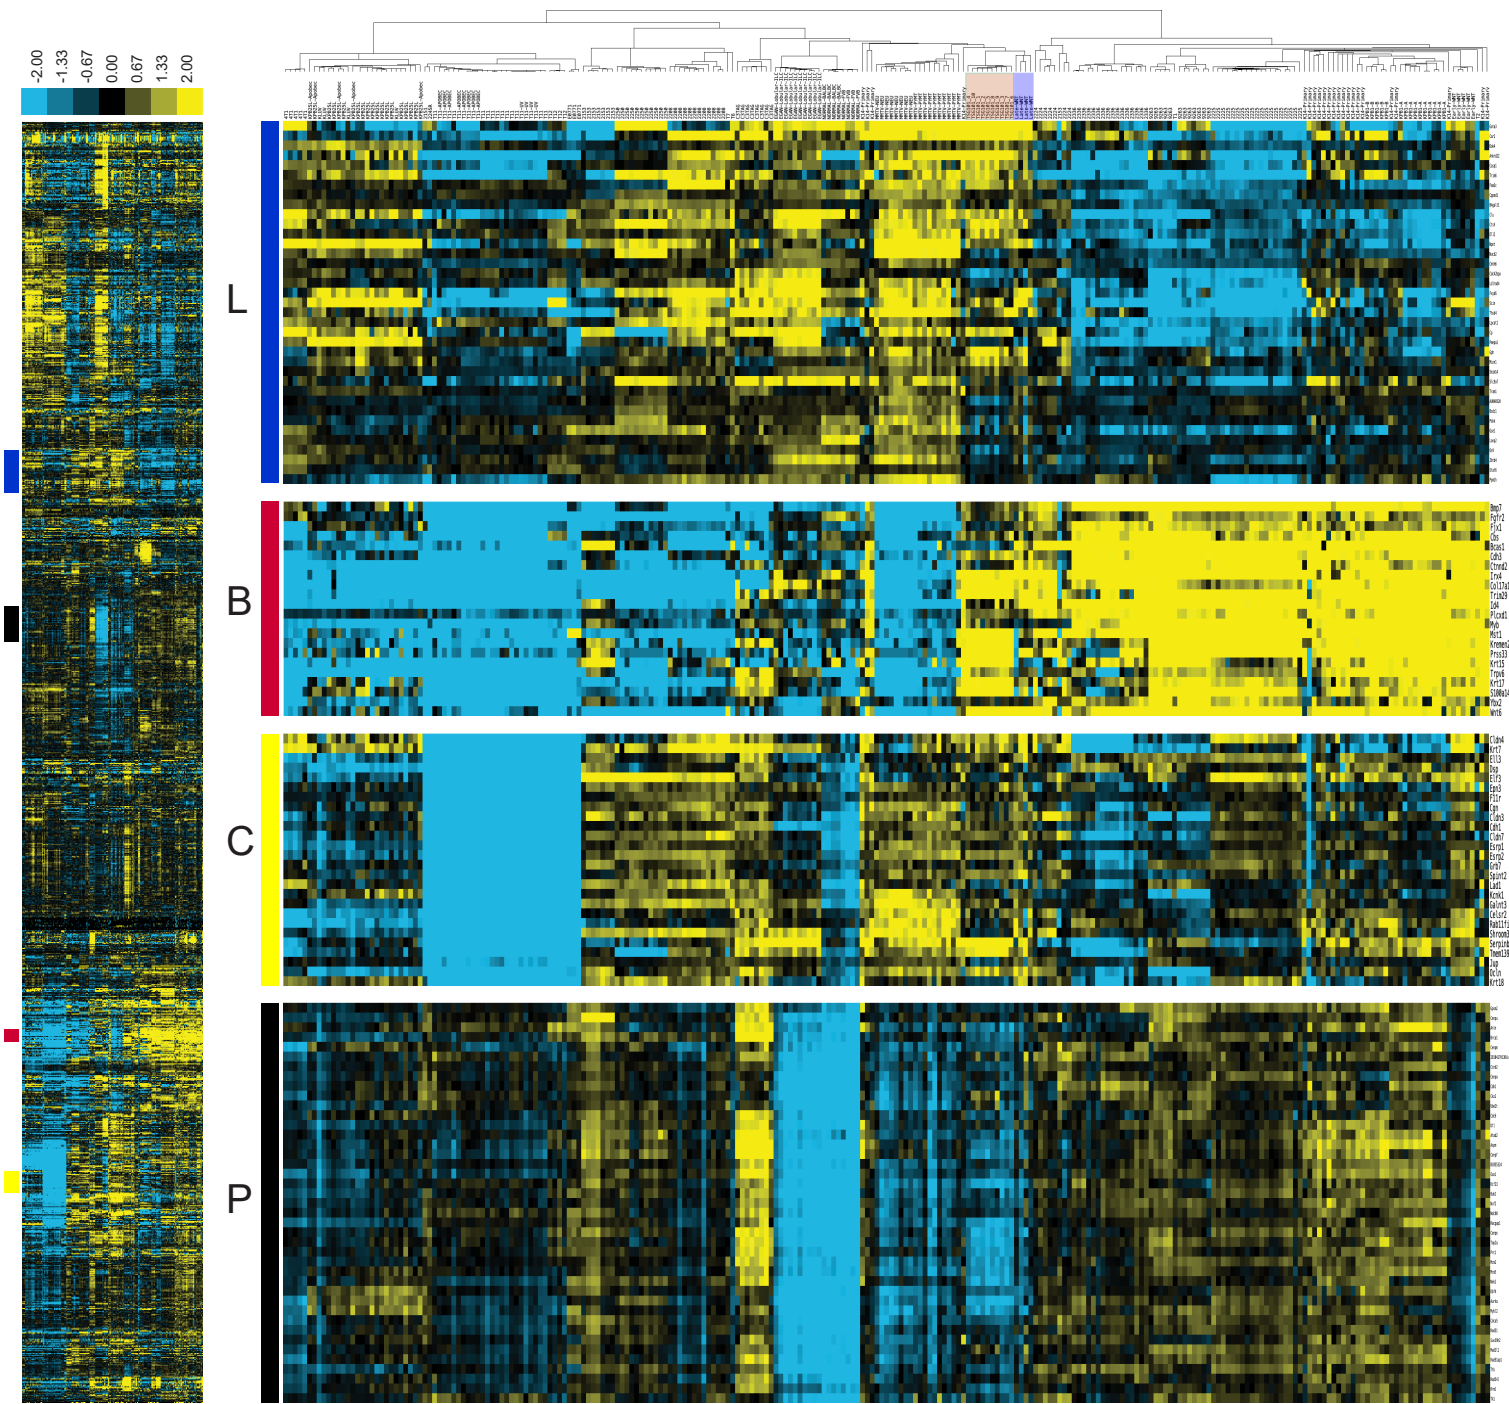

**Supplemental Figure S4. Intrinsic gene cluster of TSG101 overexpressing mammary tumors in comparison to 31 reference mammary tumor models and normal mammary gland tissues**

Left, overview of the full gene expression cluster with 1,723 intrinsic genes from 251 individual mouse mammary tumors representing 31 reference mammary tumor models alongside normal mammary gland tissues from the FVB/N and BALB/c females. 

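Suppl. Fig. S4 names 24 legible genes of the claudin subcluster, and all 24 passed the filter on low abundance in the comparison of the 10 tumors with the 3 FVB glands. Of these, 7 were significantly higher and 1 was significantly lower in the tumors, and the same number of 8 was reached adjusted over the list alone. Without gland 3, 4 genes were higher and 2 lower. The median log2 fold change was 0.23. The mean of log2(normalized cpm + 1) over the 24 genes was 6.48 ± 0.221 (SD, n = 10) in the tumors and 5.74 ± 0.533 (SD, n = 3) in the glands, and 9 of the 10 tumors were above every gland (exact permutation test over the 13 libraries, two-sided, p = 0.00699). The set ranked higher in the tumors by camera (adjusted p = 0.0136), but not without gland 3 (adjusted p = 0.190). The largest rises were those of the desmoplakin gene Dsp (Entrez 109620; GRCm38.p6 chromosome 13, 38151294 to 38198577), with a log2 fold change of 4.40 (standard error 0.48, adjusted p = 9.75e-06, limma), the keratin gene Krt7 (log2 fold change 3.32, adjusted p = 1.76e-05, limma) and the ladinin gene Lad1 (log2 fold change 3.30, adjusted p = 7.78e-05, limma). Dsp was at 354 ± 249 normalized cpm (SD, n = 10) in the tumors and 15.3 ± 9.09 (SD, n = 3) in the glands. The lower gene was Kcnk1 (log2 fold change -1.30, adjusted p = 0.0135, limma), which was not significant without gland 1 (adjusted p = 0.0585) or gland 2 (adjusted p = 0.0836).
For the luminal subcluster, 37 legible genes were listed and 35 passed the filter. In the tumors, 3 of them were significantly higher and 8 significantly lower, with 11 adjusted over the list alone, and the median log2 fold change was -0.35. Without gland 2 or gland 3, 5 genes were higher. The median was -0.18 without gland 1 and -0.20 without gland 2. The mean of log2(normalized cpm + 1) over the 37 genes was 5.66 ± 0.110 (SD, n = 10) in the tumors and 5.92 ± 0.151 (SD, n = 3) in the glands, with 9 of the 10 tumors below every gland (exact permutation test, two-sided, p = 0.0105). The set ranked lower in the tumors by camera with an adjusted p of 0.0509, which fell below 0.05 without gland 1 (0.0424), gland 3 (0.0491), tumor 5 (0.0481), tumor 6 (0.0298), tumor 7 (0.0481) or tumor 9 (0.0432). The 3 higher genes were Pmepa1 (log2 fold change 1.90, adjusted p = 1.68e-04, limma), Fxyd6 (1.56, adjusted p = 2.54e-04, limma) and Casp1 (1.53, adjusted p = 0.00199, limma). Casp1 was not significant with each library scaled to the epithelial genes (adjusted p = 0.0568). Among the 35 genes, the largest falls were those of Nucb2 (log2 fold change -2.47, adjusted p = 2.01e-04, limma), B4galt1 (-2.32, adjusted p = 2.28e-04, limma) and Car2 (-2.10, adjusted p = 3.19e-06, limma). The lists were read from the figures, and the counts adjusted over the list alone are not independent evidence, since the clustering included these tumors.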

Right, gene expression subclusters with dendrogram and model names illustrating that TSG101-overexpressing tumors (light red, N=10) and cancers that originated late in MMTV-Wnt1 females (light blue, Wnt1-Late<sup>Ex</sup>) cluster with luminal mammary tumors from MMTV-Neu and MMTV-PyMT mice (L, dark blue), but exhibit an upregulated expression of within the basal and claudin-low subclusters (B, red; C, yellow). Proliferation subcluster (P, black) shows that TSG101-overexpressing tumors have a relatively low proliferation rate.

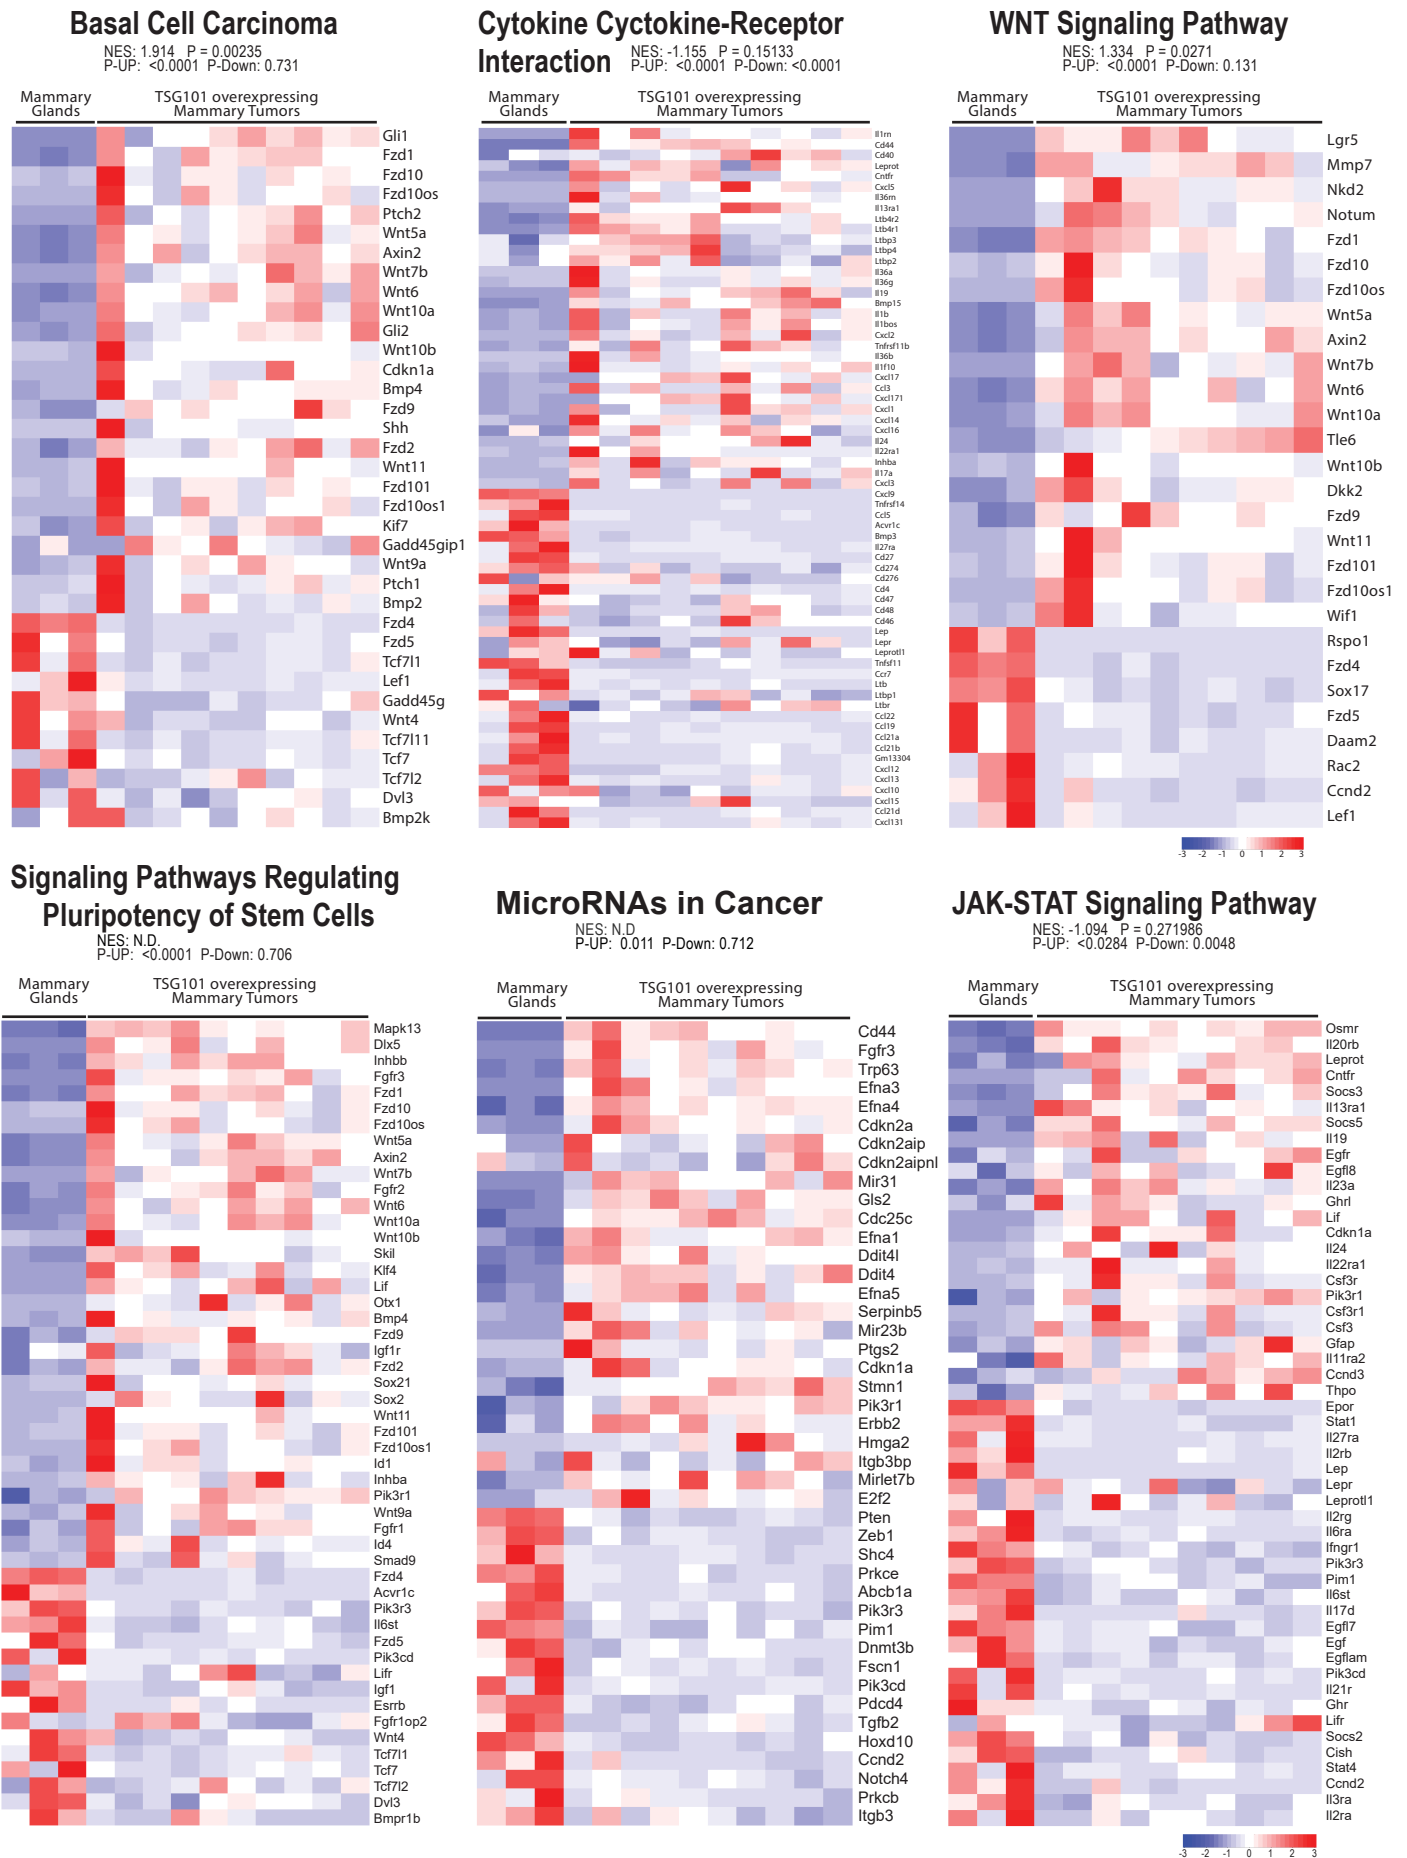

**Supplemental Figure S5. Heatmaps of significantly deregulated pathways in TSG101-overexpressing mammary tumors**

Molecular pathways that were significantly enriched in the gene set enrichment analysis with normal FVB mammary glands and TSG101-overexpressing tumors. Significance is given at a p-value  $< 0.05$  for the normalized enrichment score of the entire pathway or enrichment of up/down regulated gene sets within the pathway. Genes plotted are significantly deregulated genes within those pathways.

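Over the 6 panels of Suppl. Fig. S5, the figure plots 201 different genes. In the comparison of the 10 tumors with the 3 FVB glands, 124 of them passed the filter on low abundance, and 77 were at 5 normalized cpm or less in the majority of the libraries. Of the 124 genes, 96 were significantly deregulated in the direction of the figure. When the filter was left out, 154 of the 201 genes were. All 201 genes changed in the direction of the figure, whether or not they were significantly deregulated. The figure shows these same samples, so this agreement was largely fixed in advance and is not independent evidence. The median log2 fold change of the genes plotted as higher was 2.34 for the Wnt signaling pathway, 2.22 for basal cell carcinoma, 2.01 for the pluripotency of stem cells, 1.80 for cytokine-cytokine receptor interaction, 1.49 for microRNAs in cancer and 1.16 for the JAK-STAT signaling pathway. The median of the genes plotted as lower was -2.32 for the Wnt signaling pathway, -2.09 for cytokine-cytokine receptor interaction, -1.62 for microRNAs in cancer, -1.52 for the JAK-STAT signaling pathway, -1.50 for the pluripotency of stem cells and -1.25 for basal cell carcinoma.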

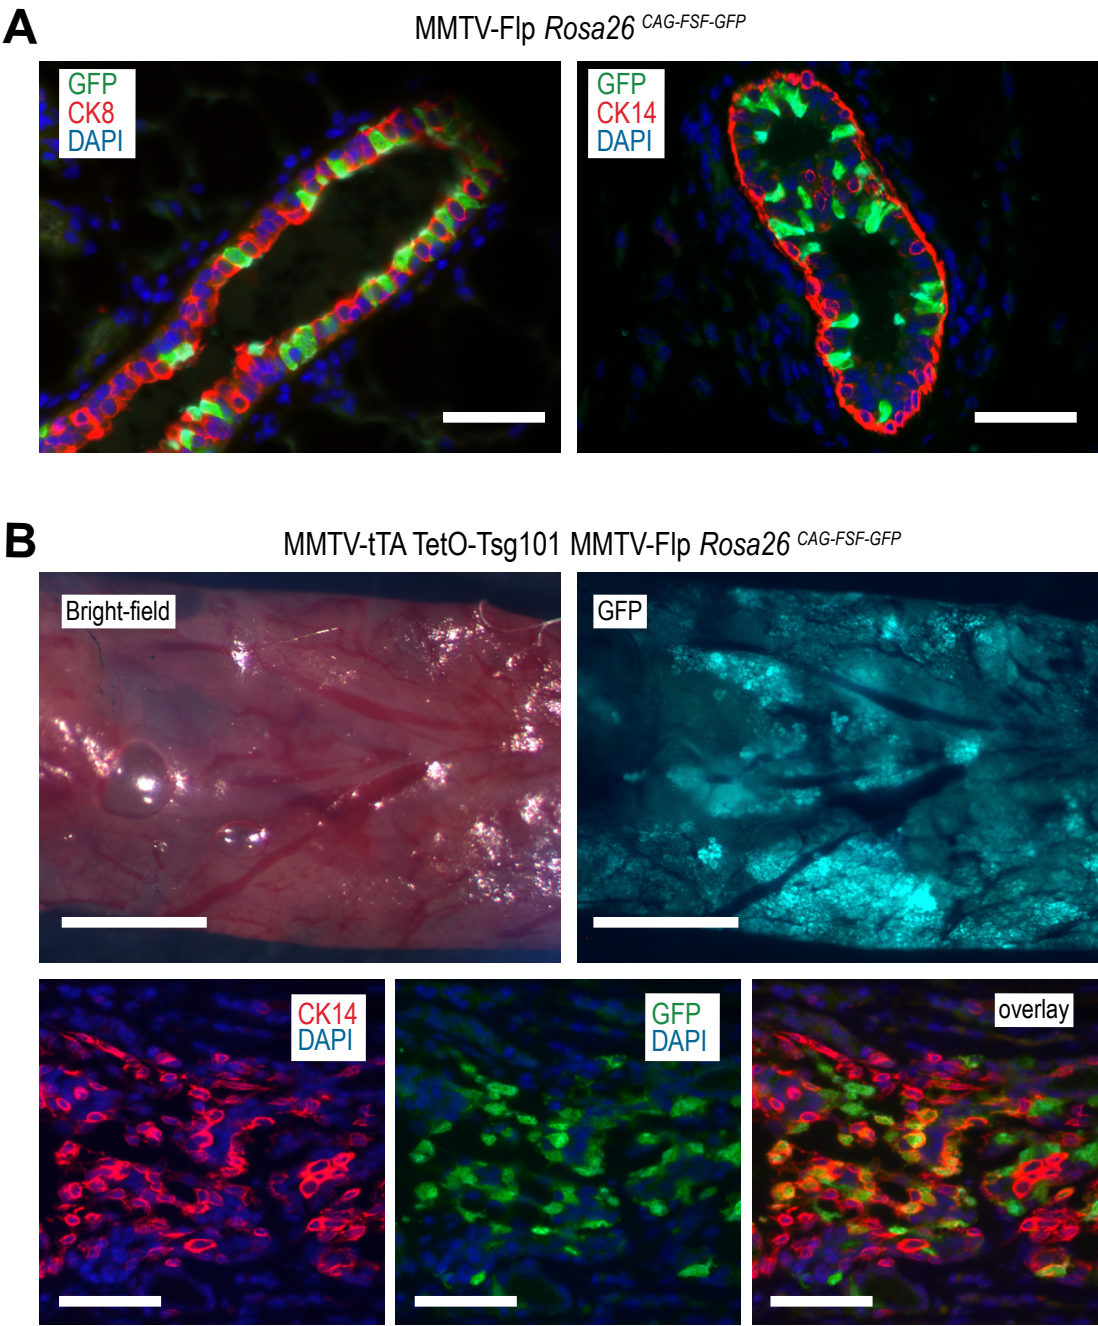

**Supplemental Figure S6. Cell lineage tracing of transforming luminal epithelial cells using the MMTV-Flp in combination with the *Rosa26*<sup>CAG-FSF-GFP</sup> reporter**

**A.** Immunofluorescent (IF) co-staining of cytoplasmic GFP along with luminal cytokeratin 8 (CK8) or basal cytokeratin 14 (CK14) in the mammary gland of MMTV-Flp *Rosa26*<sup>CAG-FSF-GFP</sup> females double transgenic females; bars 50  $\mu$ m. Note that the MMTV-Flp activates the ubiquitously active *Rosa26*<sup>CAG-FSF-GFP</sup> reporter in a subset of luminal epithelial cells.

**B.** Upper panel: Stereoscopic bright-field image (left) with corresponding GFP fluorescent image (right) of a mammary gland from a parous MMTV-tTA TetO-Tsg101 MMTV-Flp *Rosa26*<sup>CAG-FSF-GFP</sup> female; bar, 1 mm. Lower panel: IF staining of GFP and Cytokeratin 14 (CK14) on a histologic section of a hyperplastic duct of a quadruple transgenic female; bars, 50  $\mu$ m

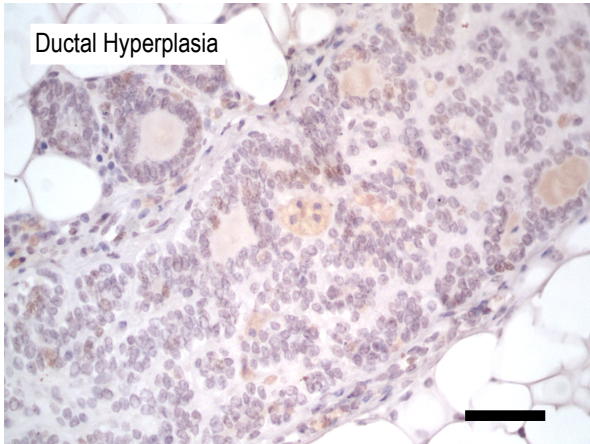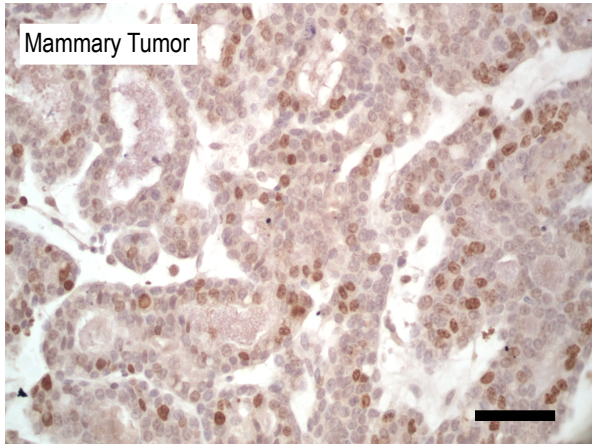

-  
Dox

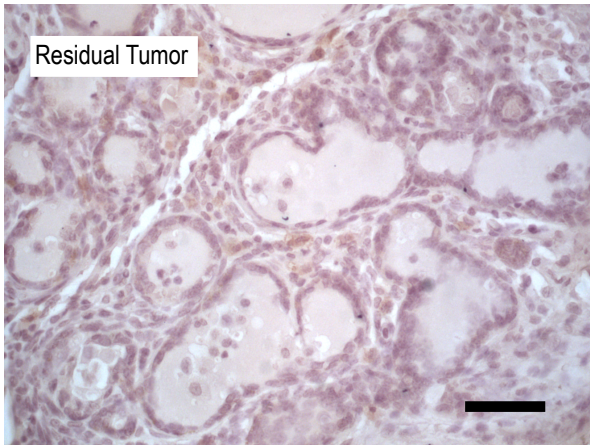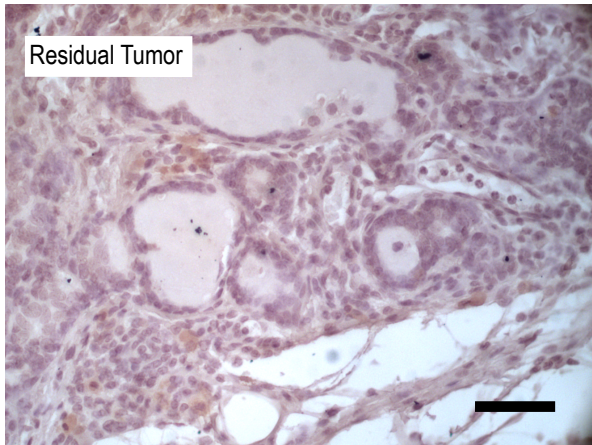

+  
Dox

**Supplemental Figure S7. Lack of proliferation in residual tumors after the downregulation of TSG101**

Immunohistochemical staining of Ki-67 on histologic sections of ductal hyperplasia and adenosquamous carcinoma (upper panel, -Dox) as well as cancer cells of residual tumor tissues from MMTV-tTA TetO-TSG101 females were treated with Dox for 30 days (+Dox). Slides were counterstained with hematoxylin, bars, 50  $\mu$ m.

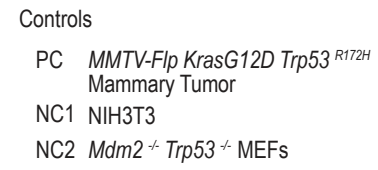

**Supplemental Figure S8. Downregulation of exogenous TSG101 in mammary tumors leads to a decrease in the steady-state expression of critical cell cycle regulators**

Western blot analysis of Cyclin D1, p19<sup>Arf</sup>, MDM2, p53, and p21<sup>Cip</sup> in mammary carcinomas before (-Dox) and 72 hrs of treatment with doxycycline (+Dox). Beta-actin (ACTB) was used as a loading control; PC, positive control, mutant KRAS-induced mouse mammary tumor cells expressing high levels of mutant p53, p19<sup>Arf</sup>, and MDM2; NC, negative controls, NC1 p19<sup>Arf</sup> deficient NIH3T3 cells; NC2, mouse embryonic fibroblasts (MEFs) with a targeted double knockout of MDM2 and p53.

**Supplementary Table 1:** Primary and secondary antibodies for immunofluorescent and immunohistochemistry staining.

| <b>Primary Antibodies</b>          | <b>SOURCE</b>                        | <b>IDENTIFIER</b> | <b>DILUTION</b> |
|------------------------------------|--------------------------------------|-------------------|-----------------|
| $\alpha$ -GFP                      | Avès Labs                            | GFP-1020          | 1:500           |
| $\alpha$ -CK8                      | Developmental Studies Hybridoma Bank | TROMAI            | 1:100           |
| $\alpha$ -CK18                     | Invitrogen                           | 61428PROGEN       | 1:20            |
| $\alpha$ -CK14                     | Covance                              | PRB-155P          | 1:1000          |
| $\alpha$ -CK5                      | Covance                              | PRB-160P          | 1:200           |
| $\alpha$ -FoxA1                    | Invitrogen                           | MA5-32556         | 1:100           |
| $\alpha$ -Ki67                     | Abcam                                | ab15580           | 1:200           |
| <b>Secondary Antibodies</b>        | <b>SOURCE</b>                        | <b>IDENTIFIER</b> | <b>Dilution</b> |
| Alexa Fluor 488 goat anti-chicken  | Invitrogen                           | A11039            | 1:1000          |
| Alexa Fluor 488 donkey anti-rat    | Invitrogen                           | A21208            | 1:1000          |
| Alexa Fluor 594 donkey anti-rat    | Invitrogen                           | A21209            | 1:1000          |
| Alexa Fluor 594 goat anti-rabbit   | Invitrogen                           | A11012            | 1:1000          |
| Alexa Fluor 594 donkey anti-rabbit | Invitrogen                           | A21207            | 1:200-1000      |
| Alexa Fluor 488 donkey anti-mouse  | Invitrogen                           | A21202            | 1:1000          |

**Supplementary Table 2:** Primary and secondary antibodies for immunoblotting.

| <b>Primary Antibodies</b>         | <b>SOURCE</b>                | <b>IDENTIFIER</b> | <b>DILUTION</b> |
|-----------------------------------|------------------------------|-------------------|-----------------|
| $\alpha$ -TSG101                  | Cell Signaling               | #72312            | 1:1000          |
| $\alpha$ -TSG101                  | Santa Cruz                   | #7964             | 1:2000          |
| $\alpha$ -HA-tag                  | Cell Signaling               | #3724             | 1:1000          |
| $\alpha$ -Vps28                   | Santa Cruz                   | #166537           | 1:1000          |
| $\alpha$ -ErbB2 (HER-2)           | Invitrogen                   | MA5-15050         | 1:1000          |
| $\alpha$ -Estrogen Receptor alpha | Abcam                        | ab32063           | 1:1000          |
| $\alpha$ -Progesterone Receptor   | Invitrogen                   | MA1-410           | 1:500           |
| $\alpha$ -phospho-EGF receptor    | Cell Signaling               | #2234             | 1:1000          |
| $\alpha$ -EGFR                    | Santa Cruz                   | #373746           | 1:1000          |
| $\alpha$ -ErbB3/ HER3             | Santa Cruz                   | #7390             | 1:200           |
| $\alpha$ -HRAS                    | Novus Biologicals            | NBP3-15818        | 1:1000          |
| $\alpha$ -phosphorylated ERK1/2   | Cell Signaling               | 9101              | 1:1000          |
| $\alpha$ - ERK1/2                 | BD Transduction Laboratories | #610123           | 1:1000          |
| $\alpha$ - p110a                  | Cell Signaling               | #4249             | 1:1000          |
| $\alpha$ - p85 (p50/p55)          | Upstate                      | #06-195           | 1:1000          |
| $\alpha$ - pT308-AKT              | Cell Signaling               | #4056             | 1:1000          |
| $\alpha$ - pS473-AKT              | Cell Signaling               | #9271             | 1:1000          |
| $\alpha$ -AKT                     | Cell Signaling               | #9272             | 1:1000          |
| $\alpha$ -phospho-STAT3           | Cell Signaling               | #9145             | 1:1000          |
| $\alpha$ -STAT3                   | Cell Signaling               | #9139             | 1:1000          |
| $\alpha$ -phospho-STAT1           | Origene                      | TA309955          | 1:1000          |
| $\alpha$ -STAT1                   | Cell Signaling               | #14994            | 1:1000          |
| $\alpha$ -phospho-STAT5           | Cell Signaling               | #9351             | 1:1000          |
| $\alpha$ -STAT5                   | Santa Cruz                   | #836              | 1:1000          |
| $\alpha$ -MDM2                    | Invitrogen                   | #700555           | 1:1000          |
| $\alpha$ - p53                    | Novus Biologicals            | NBP2-62555        | 1:1000          |
| $\alpha$ - p21                    | BD Biosciences               | #556431           | 1:1000          |
| $\alpha$ - p19ARF                 | Abcam                        | ab80              | 1:1000          |
| $\alpha$ - phospho-FoxO3a         | Cell Signaling               | #9465             | 1:1000          |
| $\alpha$ - FoxO3a                 | Cell Signaling               | #9467             | 1:1000          |
| $\alpha$ - IGF-1R                 | Cell Signaling               | #3918             | 1:1000          |
| $\alpha$ -Cyclin D1               | Abcam                        | ab16663           | 1:1000          |
| $\alpha$ -GAPDH                   | Cell Signaling               | #5174S            | 1:2000          |
| $\alpha$ -ACTB                    | Santa Cruz                   | #47778            | 1:400           |
| <b>Secondary Antibodies</b>       | <b>SOURCE</b>                | <b>IDENTIFIER</b> | <b>DILUTION</b> |
| HRP-conjugated goat anti-rabbit   | R&D Systems                  | HAF008            | 1:2000          |
| Digital anti-Mouse HRP            | KwikQuant                    | R1005             | 1:2000          |
| Digital anti-Rabbit HRP           | KwikQuant                    | R1006             | 1:2000          |

# Original images of immunoblots

Figure 1C

TSG101

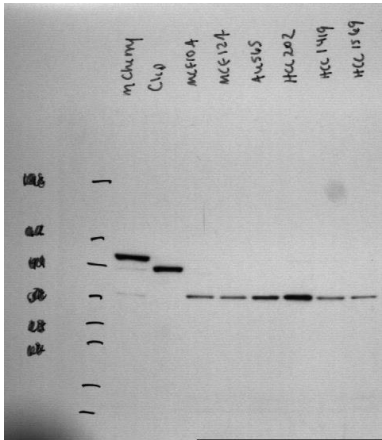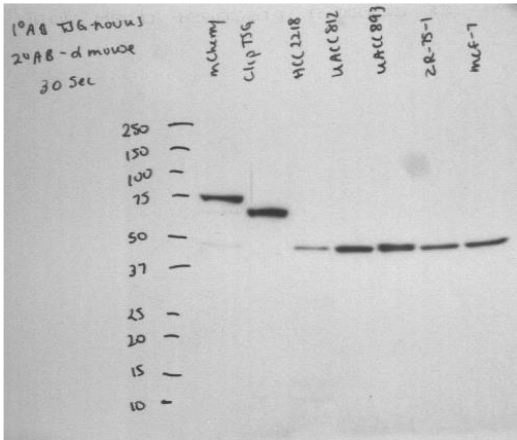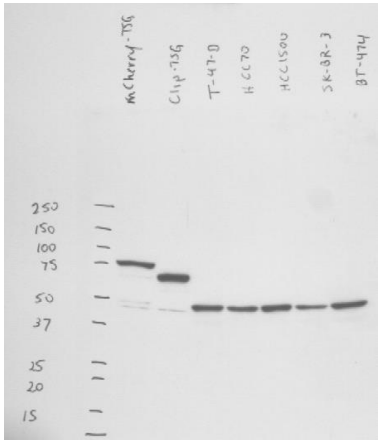

ACTB

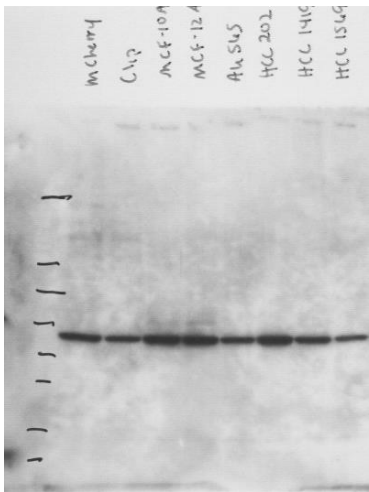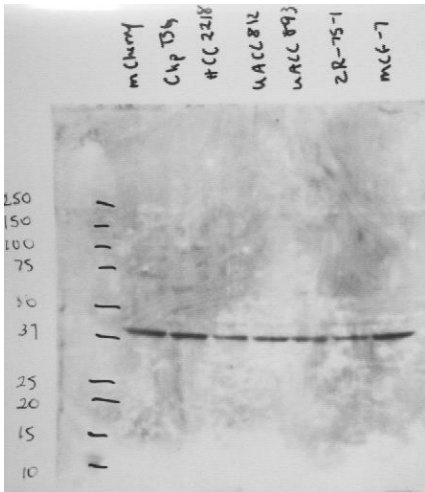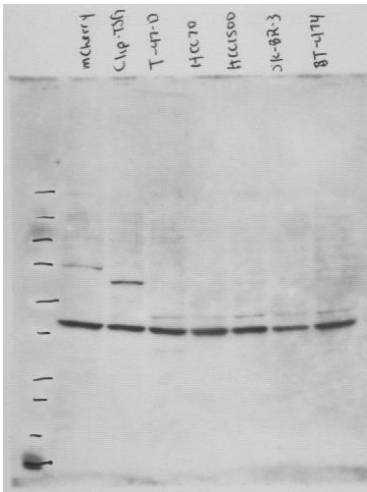

# Uncropped images of immunoblots

## Figure 4A

upper panel

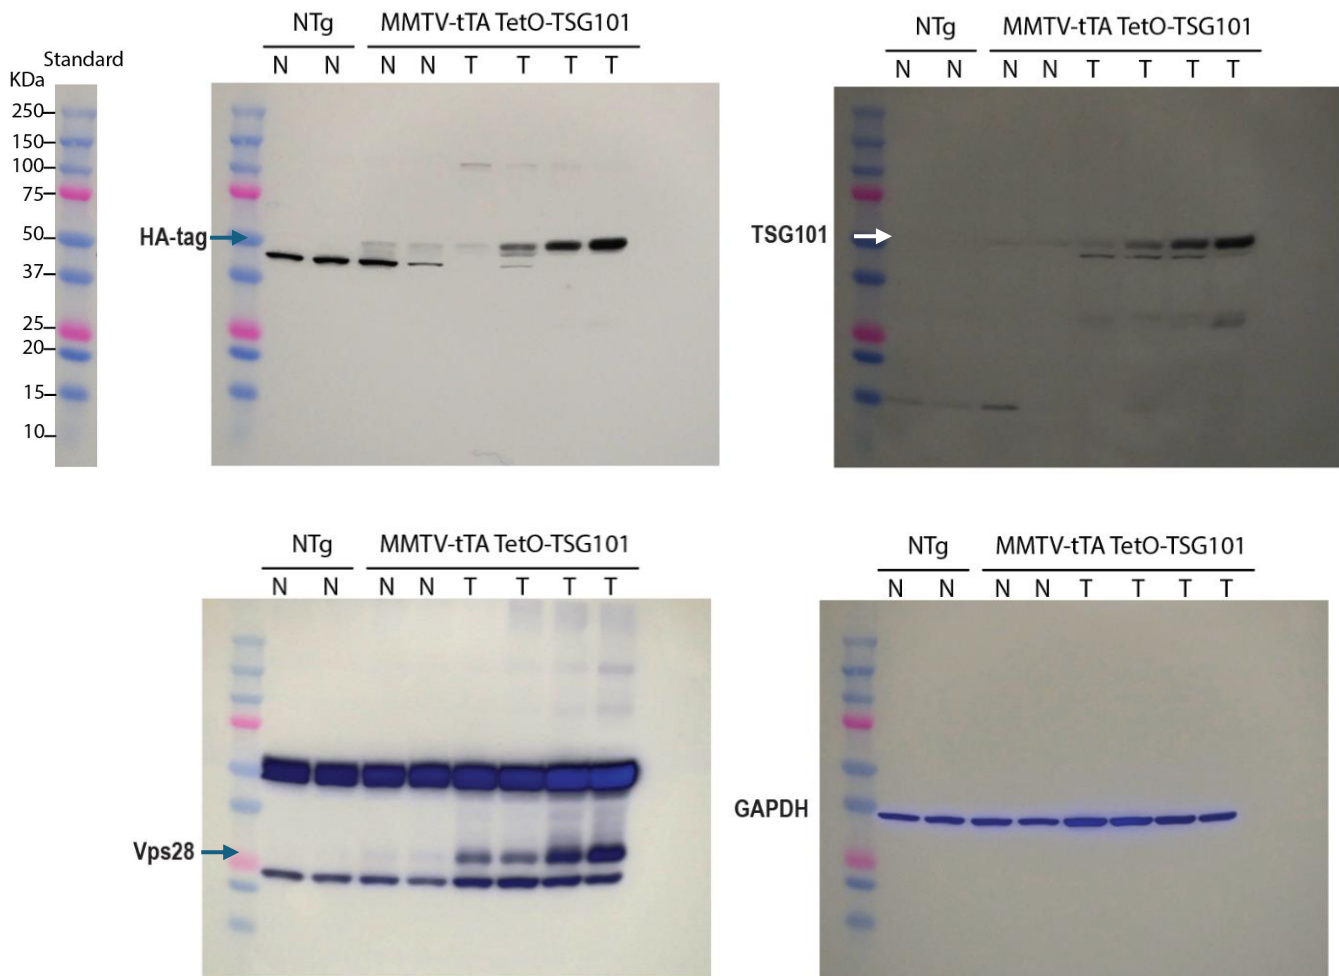

Please note that the luminescence images for each immunoblot were captured along with a brightfield image of the membrane to subsequently make the overlay with the size markers that are shown here. The overlay images may appear darker (see comparison of an example below); the captured images without the size markers were used to assemble the composite panels shown in the main figures of the manuscript.

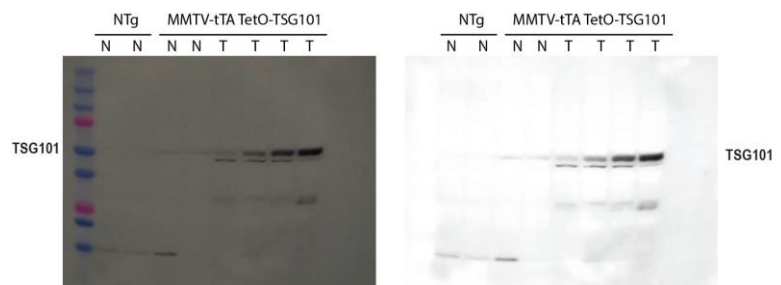

Figure 4A  
lower panel

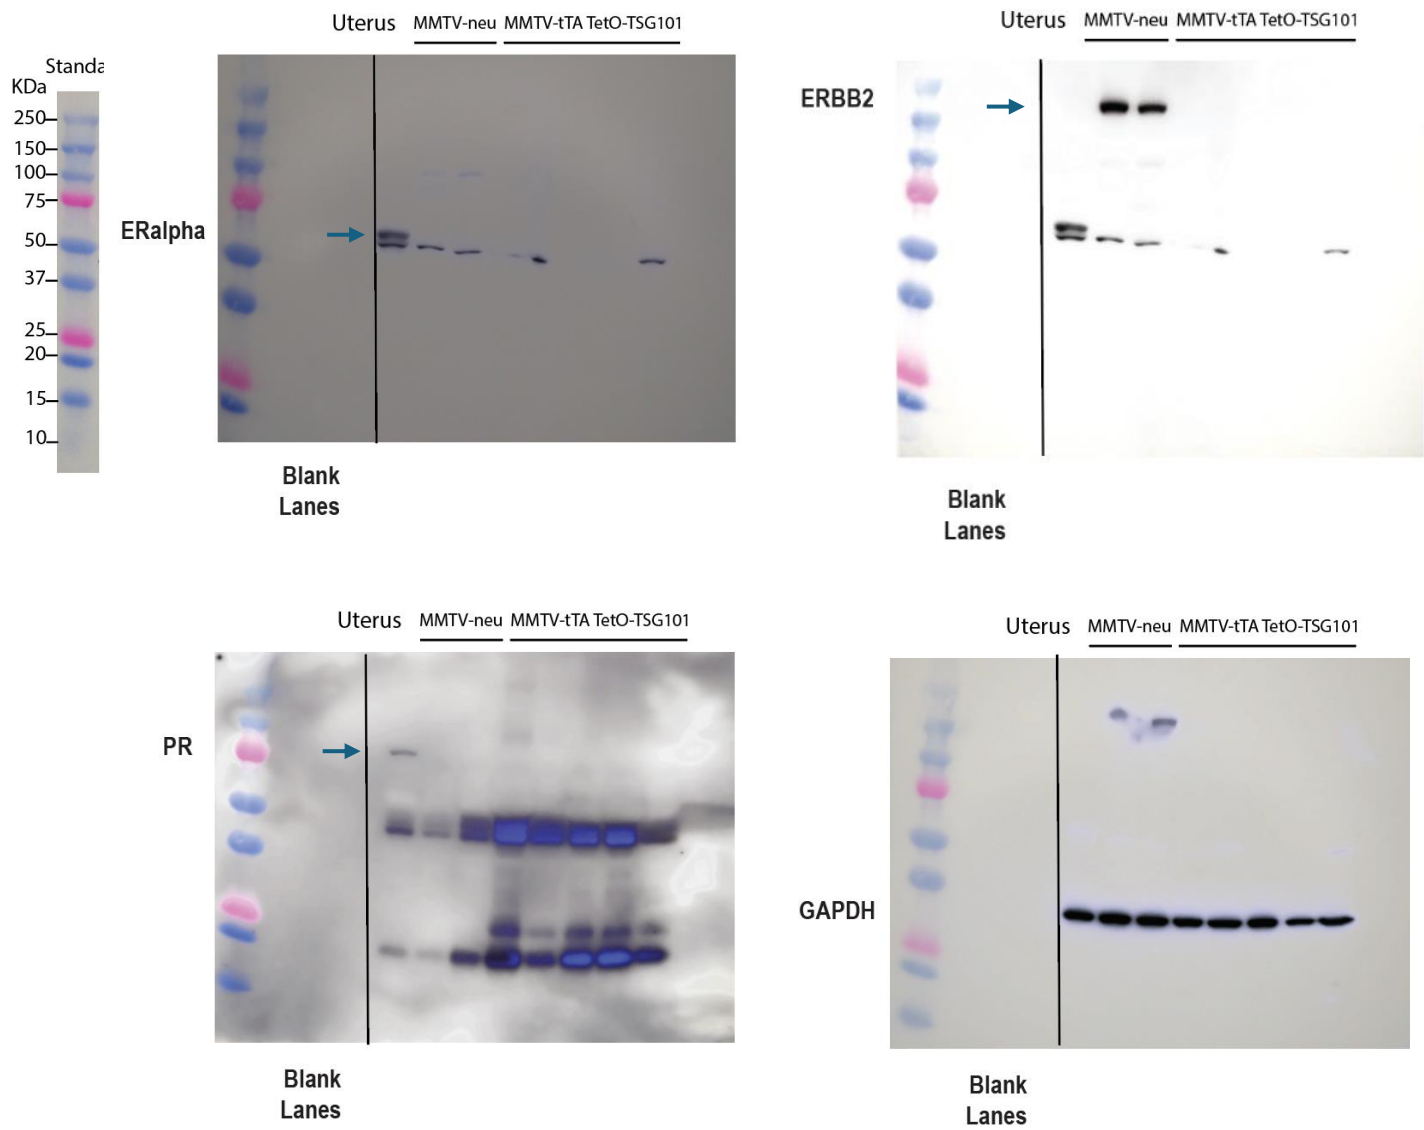

Figure 4C  
left panel

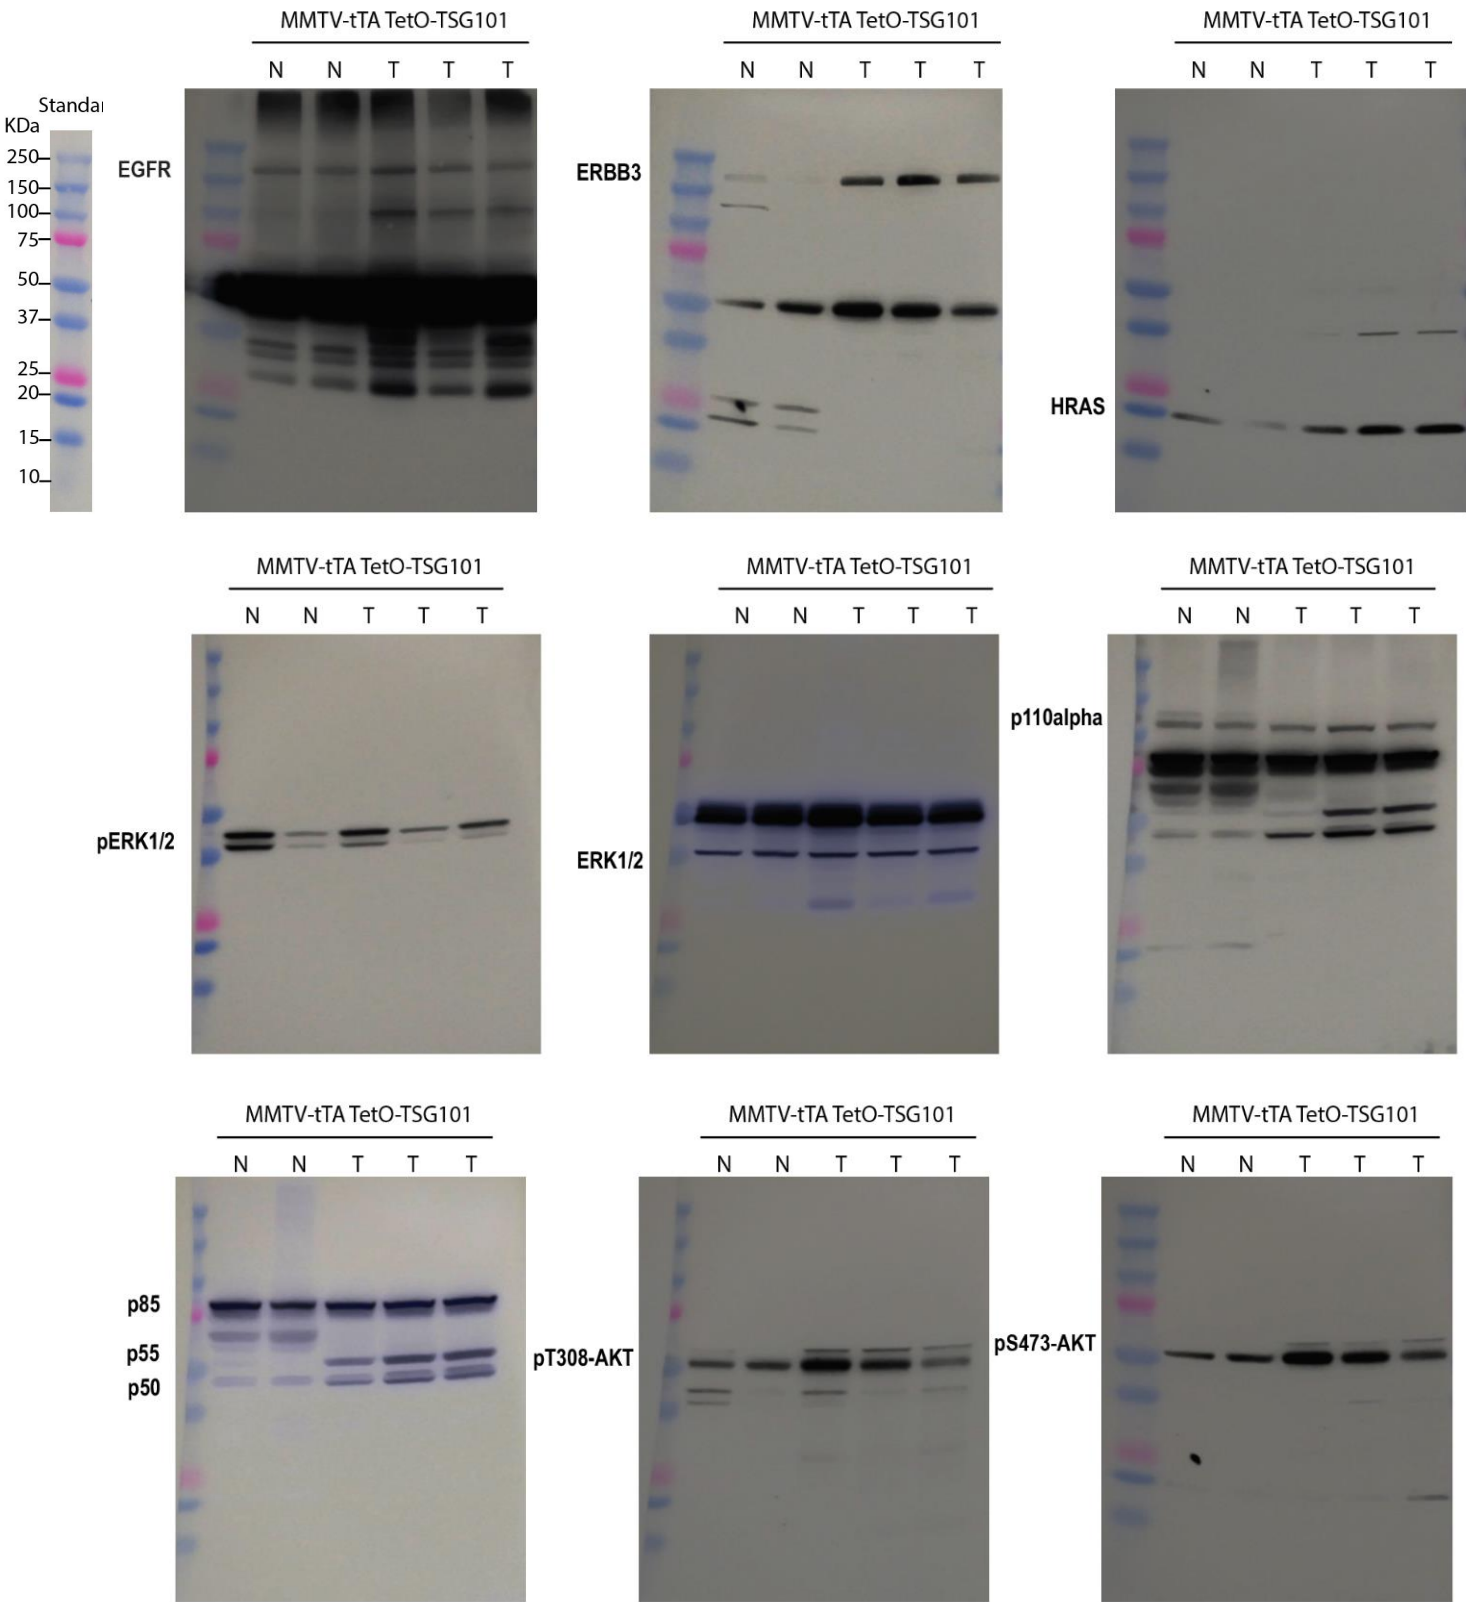

**Figure 4C**  
left panel continued

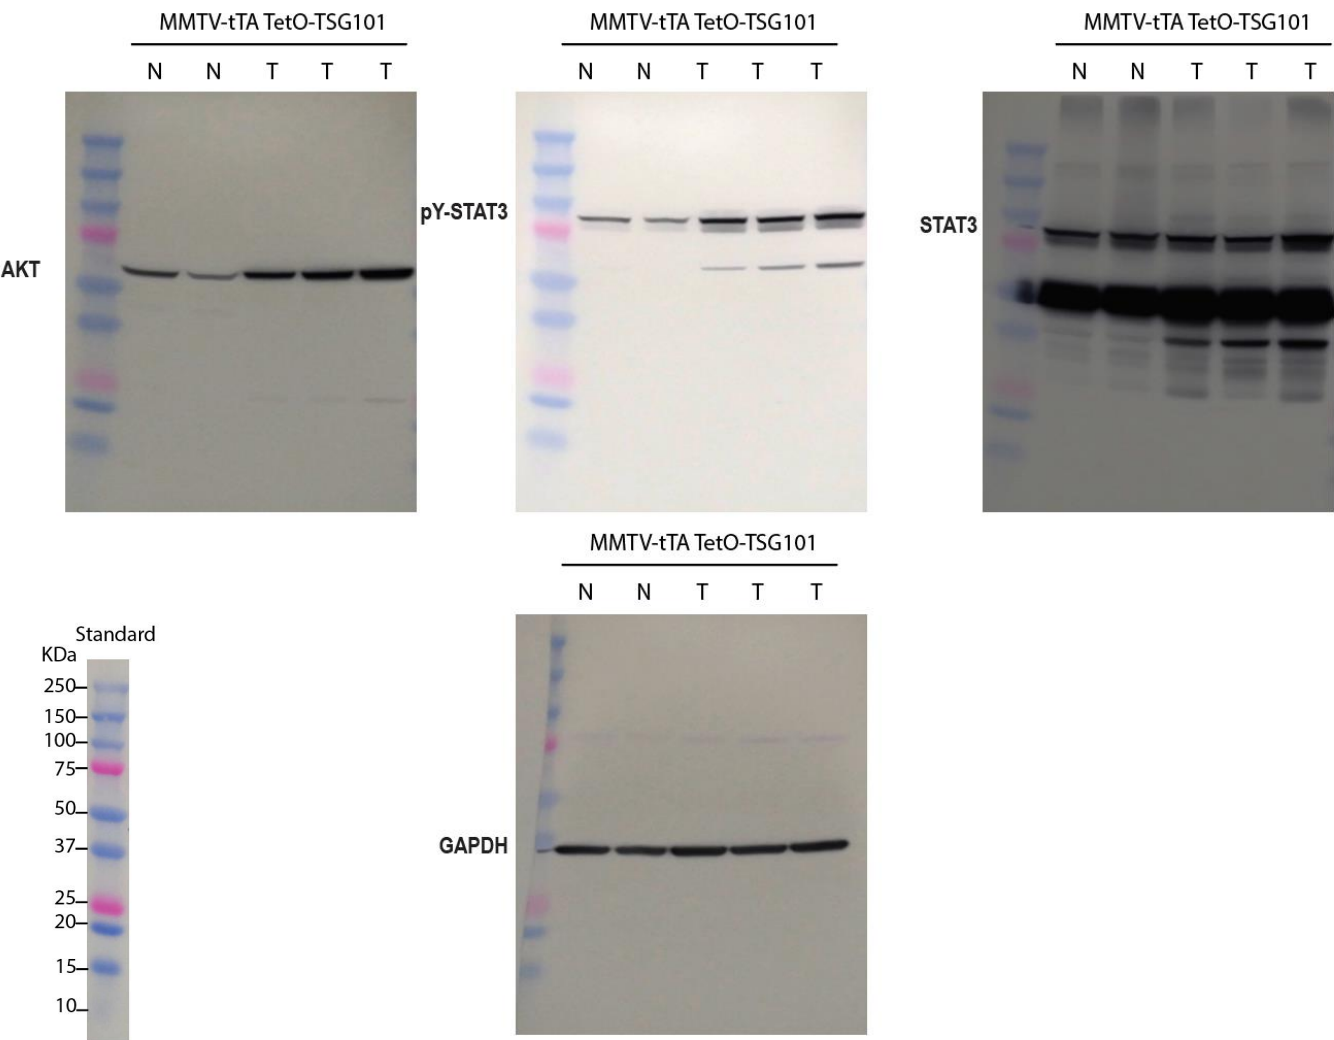

**Figure 4C** right upper panel

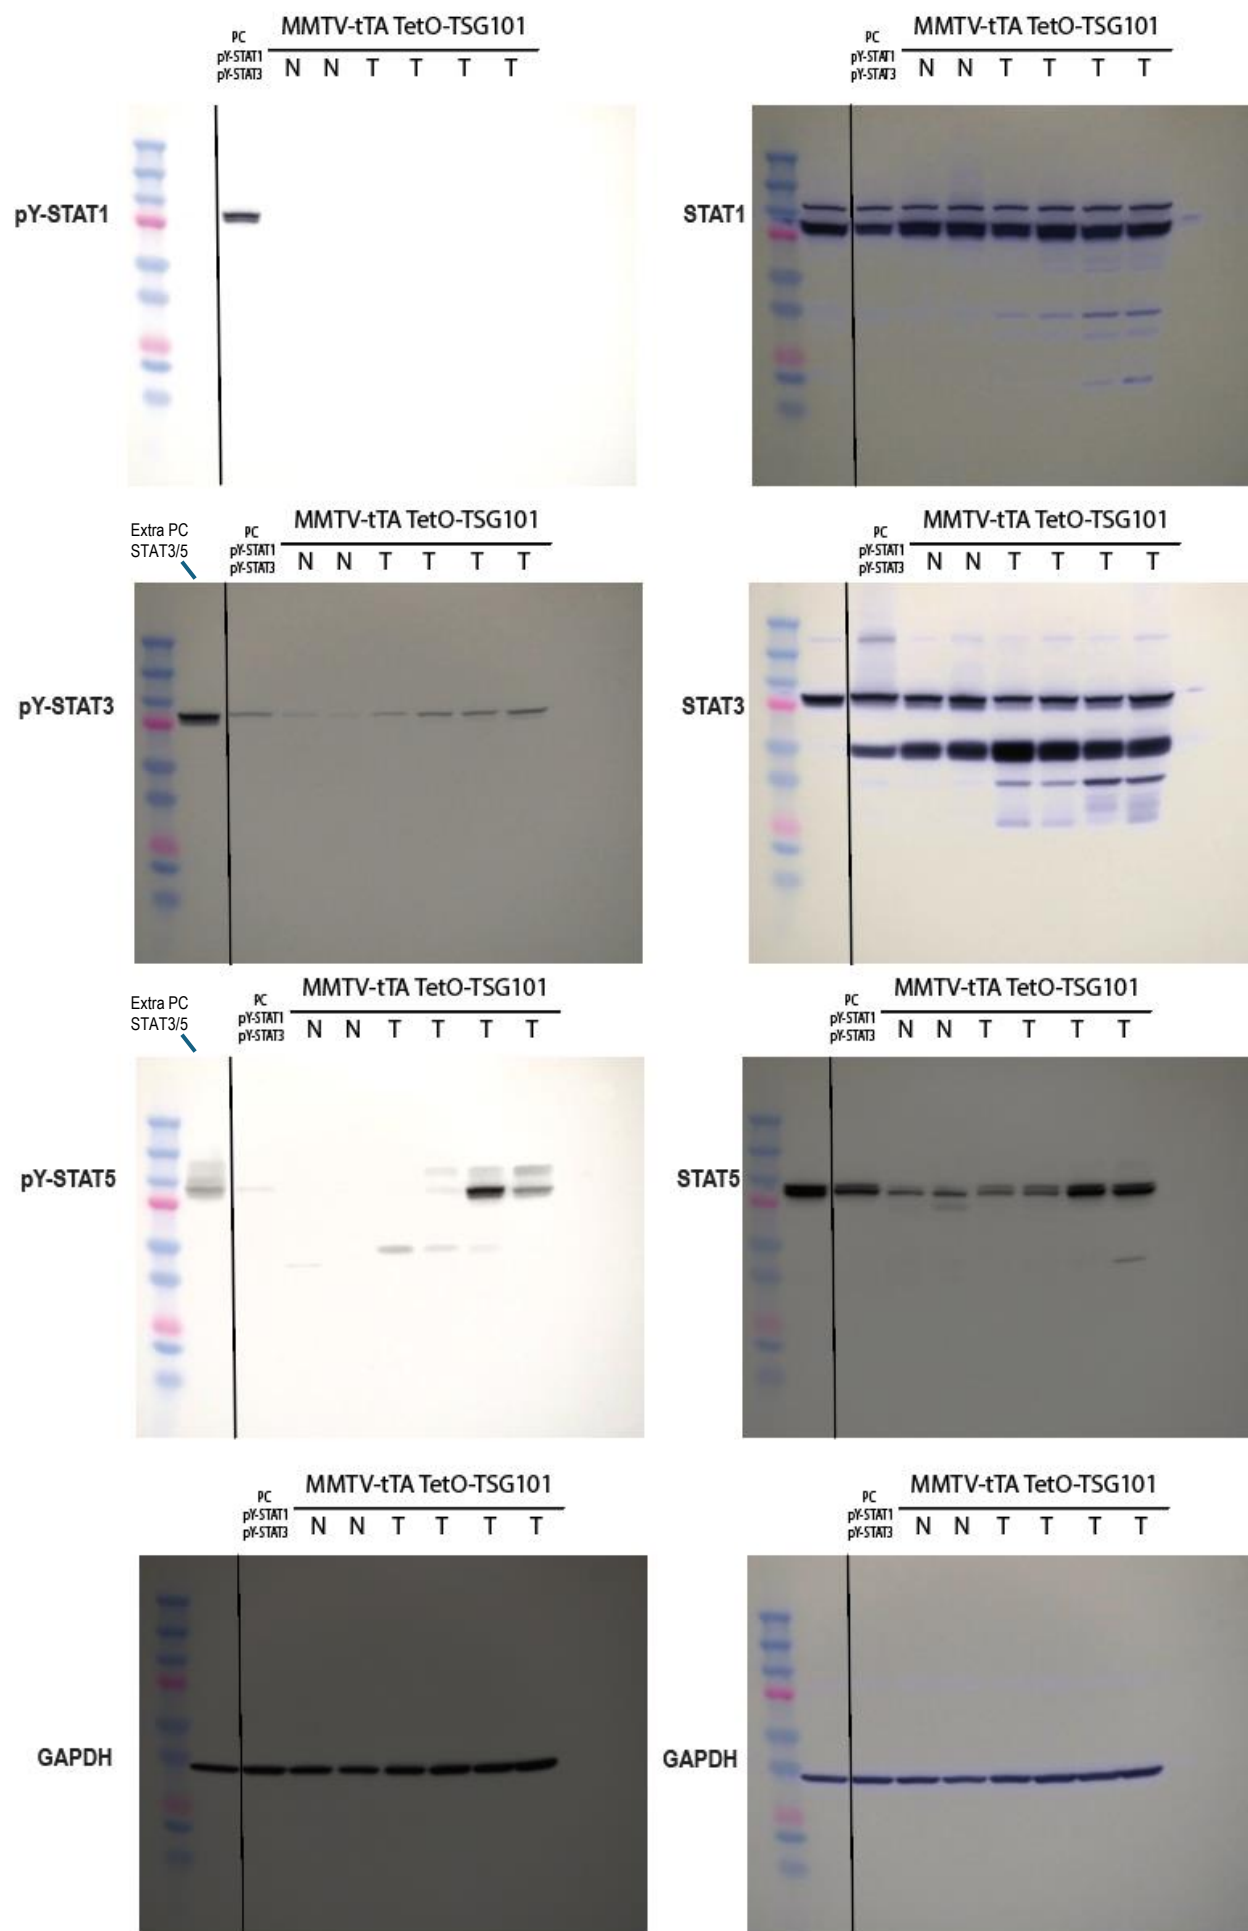

Figure 4C      right lower panel

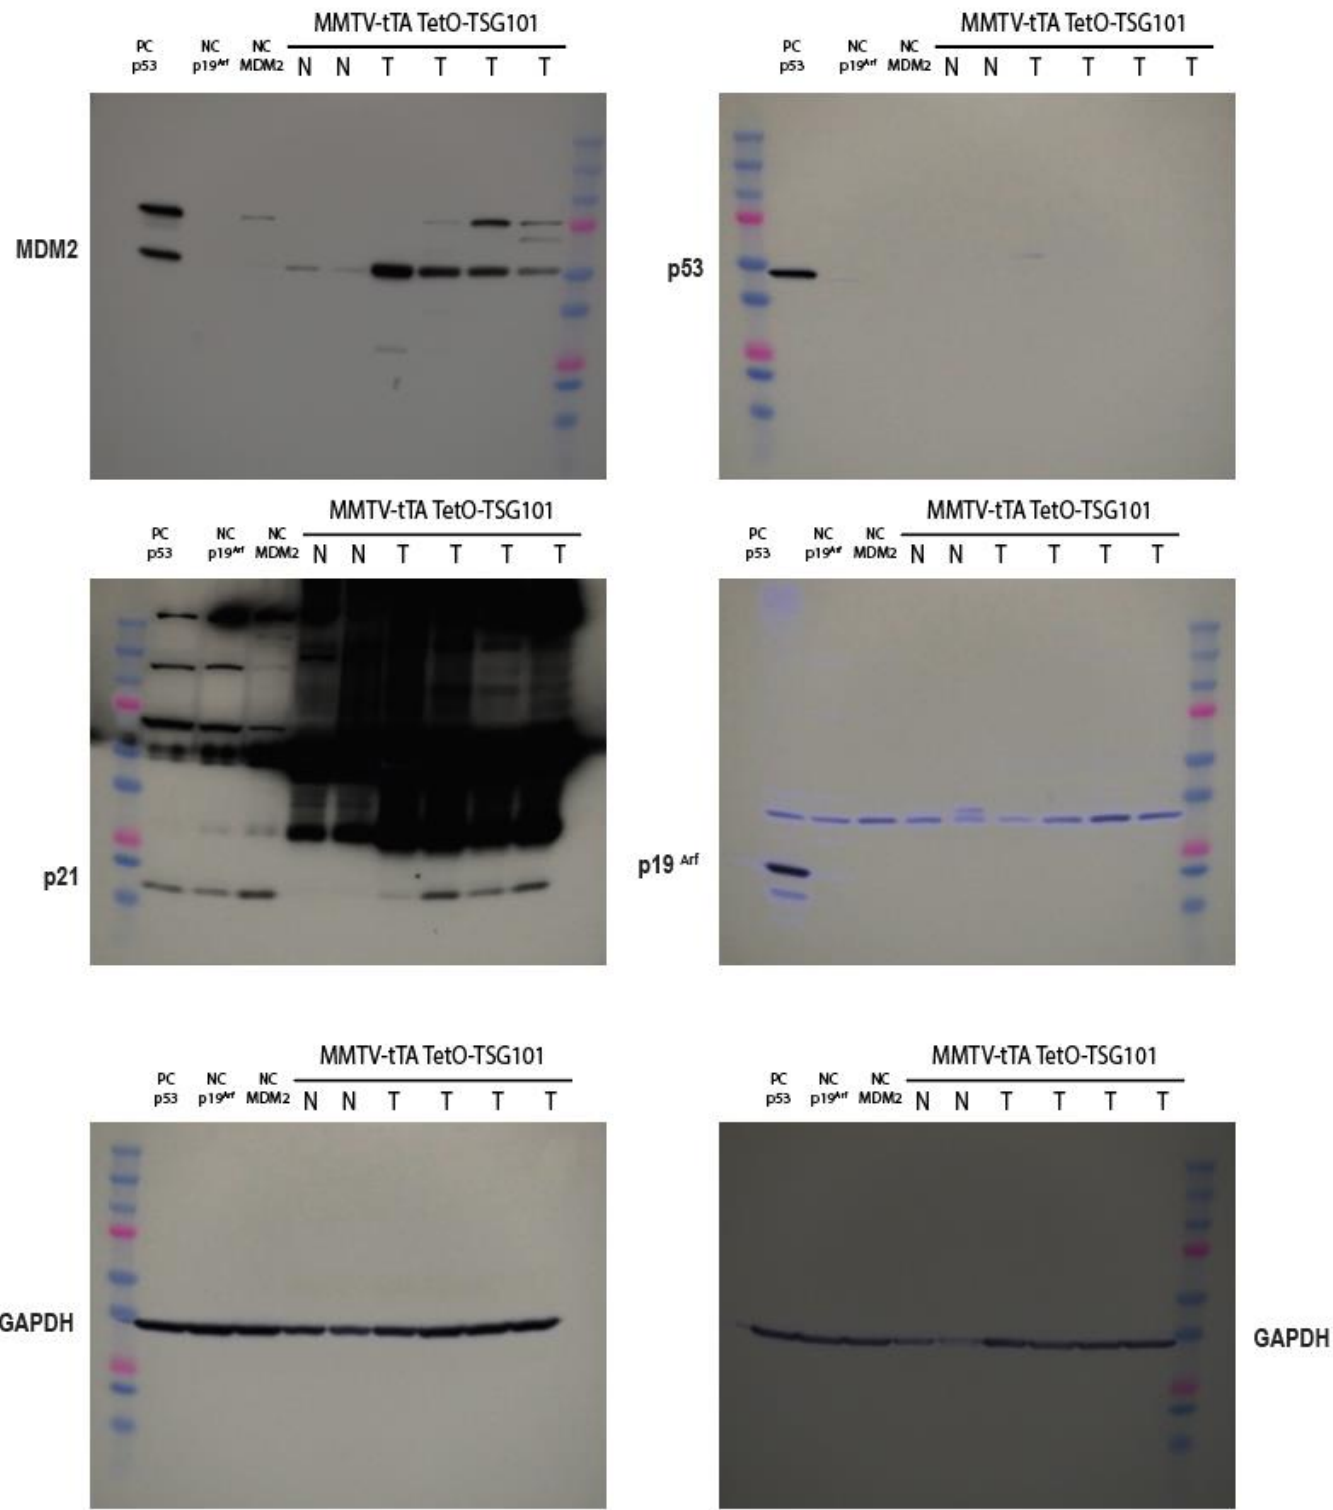

Figure 7C

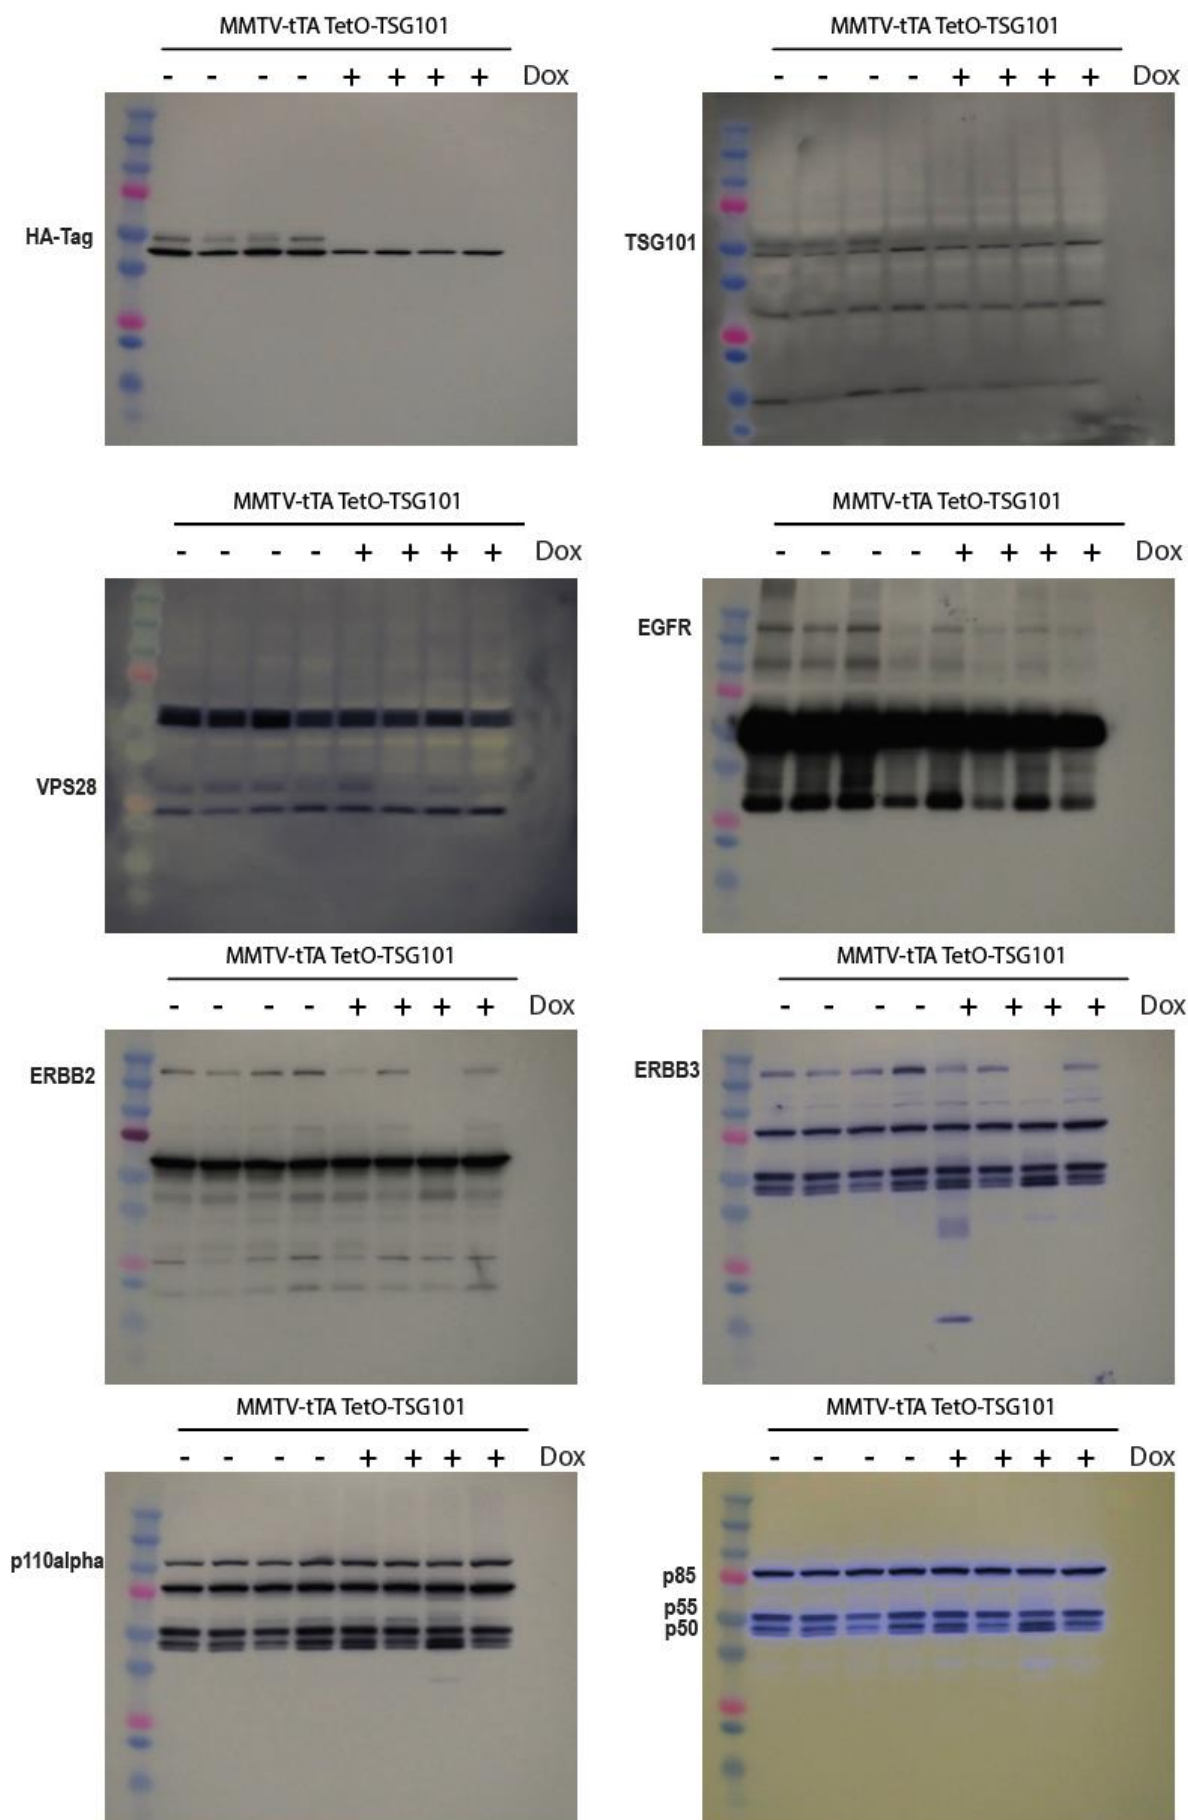

**Figure 7C** continued

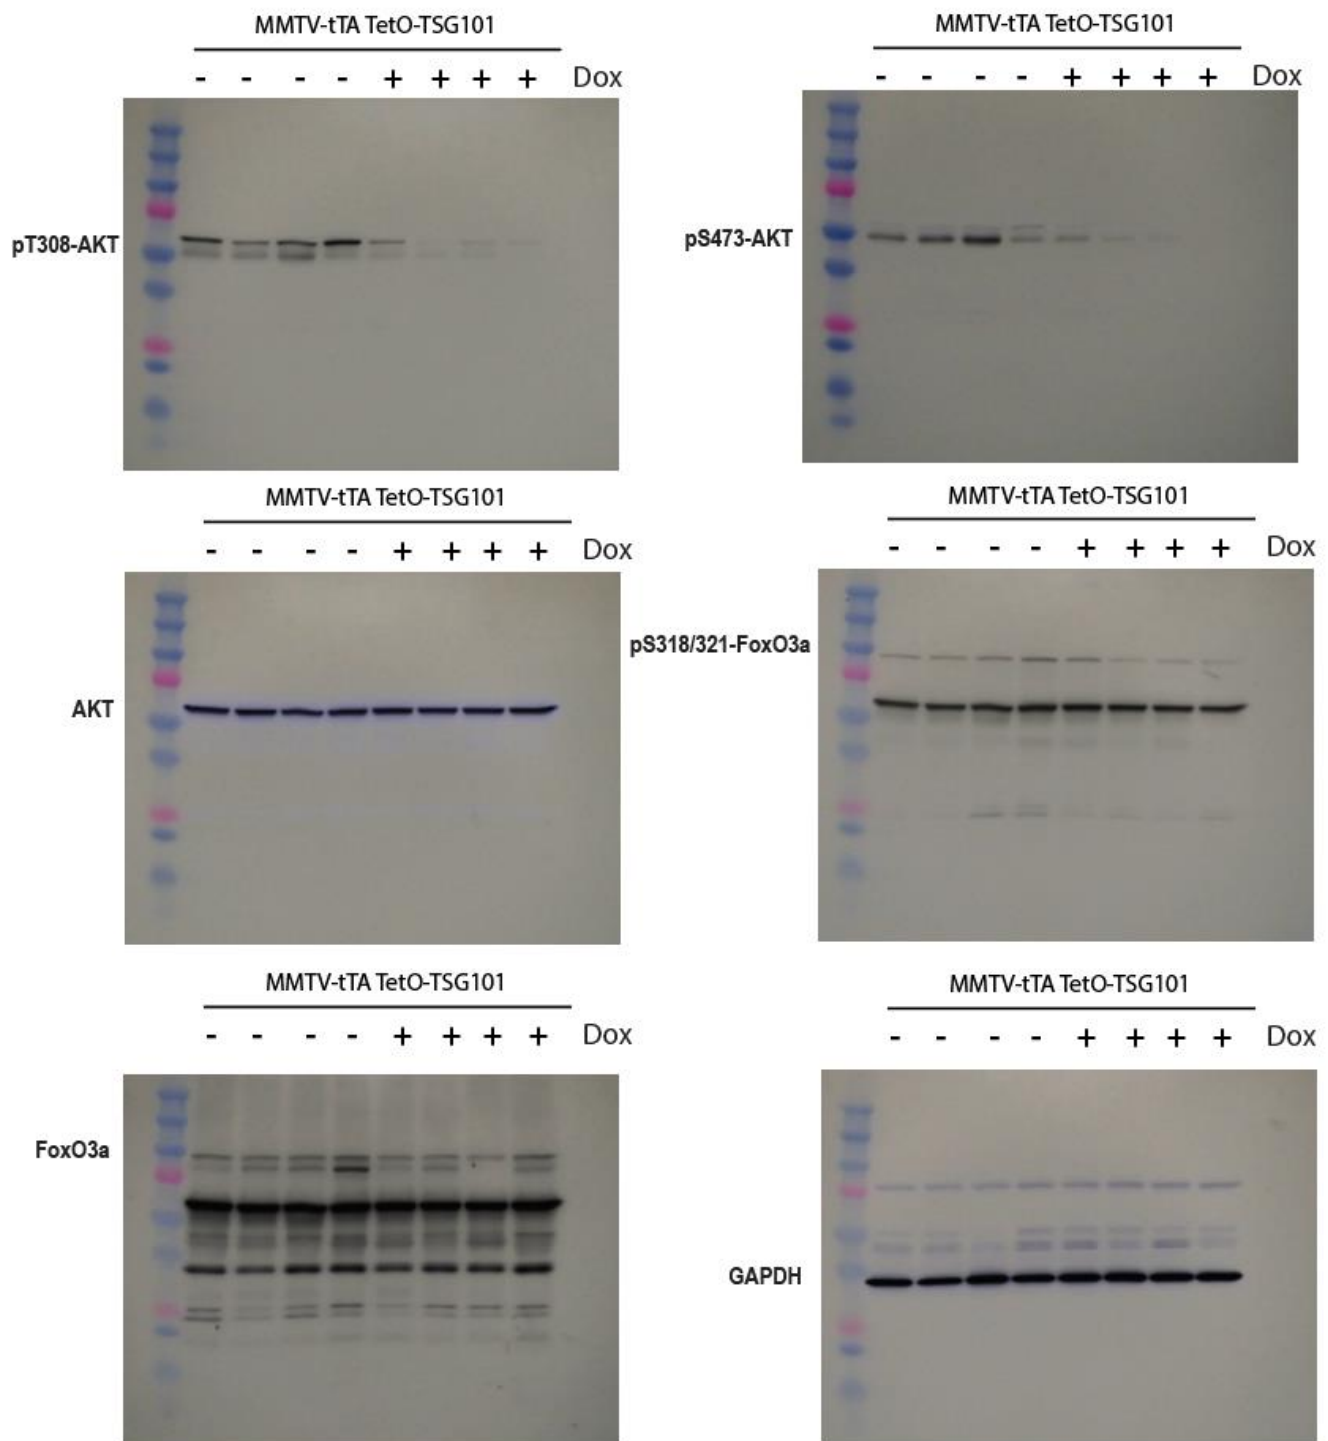

**Supplement:** Supplementary file 1 — Supplementary material 1.

How the deposited data were processed for this re-analysis (not part of the article)

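The summary covers the RNA sequencing of 10 mammary tumors from 6 MMTV-tTA TetO-Tsg101 females and of mammary glands from 3 wild-type FVB females. The authors extracted total RNA from flash-frozen tissue, mapped paired-end reads to the mm10 genome with Rsubread, counted them per gene with featureCounts and normalized the counts with edgeR. The strand setting of the counting is not stated in the paper's text. The deposited table lists 15213 genes by Entrez ID for the 13 libraries. Its values are not whole numbers, and the totals of the libraries differ from each other, so they are neither read counts nor plain cpm. These signal values were deposited by the authors as read counts divided by an effective library size, which the values themselves show. In each library, 100% of the values were whole multiples of the value of a single read, as edgeR gives with a normalization factor for each library. Read counts were recovered by dividing by that value. Many listed genes are at 5 or less in the majority of the libraries, so the table was not limited by the filter of the methods, and the milder filter that was applied to it is not stated.

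The planned test had assumed deposited read counts and edgeR's quasi-likelihood test with log2 cpm at a prior count for the set tests and scores. Because the values were already normalized, limma on log2(normalized cpm + 1) was used instead for the genes, and the same log2 values were used for set tests and scores. The fit took all 13 libraries with condition as the only term and a trend of the variance on mean expression. Genes at 5 normalized cpm or less in the majority of the libraries were left out (3418 genes), and 11795 were tested. The methods give this limit in cpm and name the normalization after it, whereas here it was applied to the normalized values, so that the genes left out may differ from the study's. Genes past an FDR of 0.05 (Benjamini-Hochberg) with a change of more than 2-fold, a log2 fold change beyond 1, were counted as significantly deregulated. Named genes that the filter leaves out were taken from the same test without the filter. Standard errors are those of limma, and levels are given as mean ± SD in normalized cpm. The analysis used R 4.3.3 with limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0 and fgsea 1.28.0.

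Coordinates are those of the GRCm38.p6 (mm10) RefSeq annotation, joined by Entrez ID for 15106 of the listed genes. Reads that fall on overlapping genes, or that match a paralog or pseudogene equally well, could not be reassigned from the deposited values.

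The depth was between 6176269 and 16835397 reads in the tumors and between 11672487 and 23889042 reads in the glands. A count of 3 reads, the upper limit that a count of 0 allows at a confidence level of 95%, was used as the floor of each library, and folds against a group at or under its floor in all libraries are given as lower bounds. Intervals and floors cover counting error only. Across genes, tumor pairs correlated with a Pearson r between 0.759 and 0.966, gland pairs between 0.819 and 0.966, and pairs of a tumor with a gland between 0.523 and 0.804, where genes are not independent replicates. The smallest chi-square per gene between any 2 libraries was 25.0, so that no library appeared to be listed more than once.

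The named genes were chosen by a rule written before the data were examined: the genes the paper names in its text on these pathways, the 5 with the largest rise and the 5 with the largest fall among significantly deregulated genes whose 10 tumor values all lie on one side of the 3 gland values, and in each list from a figure the 3 with the largest rise and the 3 with the largest fall among those significantly deregulated. Gene lists for the 6 panels of Suppl. Fig. S5 and for the basal and luminal subclusters of Fig. 5B and the claudin subcluster of Suppl. Fig. S4 were read from the figures, as far as the labels were legible. The KEGG gene sets of the GSEA were not used here. Lists of gene families for the Wnt pathway, cytokines and their receptors, JAK-STAT components and the Hedgehog pathway stood in for them. These 4 lists and the 3 subclusters were tested with camera at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 7 lists and the genes past the filter as background.

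Marker lists for epithelial, basal epithelial, squamous, hair follicle, adipocyte, brown adipocyte, lymphocyte, lymph node stroma, macrophage, neutrophil, endothelial, skeletal muscle, milk and proliferation genes were written from general knowledge before the data were examined. Lists of sebaceous gland, melanocyte and muscle fiber genes were added after it. Each list was summarised by its median log2 fold change without the filter, and its mean log2 level was compared between tumors and glands with an exact permutation test, two-sided, whose smallest possible p is 0.0035. These tests take the 10 tumors as separate samples. The similarity of tumors of the same mouse was tested by 100000 permutations of the mouse labels, and the relation of Tsg101 to panel scores by exact permutation over the means of 6 mice.

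The tests were tried on simulated data with 200 changed genes. Of the 159 changed genes that were among the 12006 tested, limma recovered 89.9%, edgeR's quasi-likelihood test 88.1%, its exact test 88.1% and DESeq2 91.2%. Of 200 random lists in the simulated data, 0.5% had a camera p below 0.05 at the preset inter-gene correlation of 0.01. This share does not show how often camera errs for lists of correlated genes. In the deposited data, the estimated correlation of the tested lists ran from 0.0285 (JAK-STAT components) to 0.387 (Hedgehog families). With the estimated correlations, no list had an adjusted p below 0.05, and the smallest was 0.0557 (basal subcluster).

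The alternatives set before the data were examined were DESeq2 and edgeR's exact test on the recovered reads, upper-quartile and RLE normalization, scaling to the epithelial genes, the filterByExpr filter, no filter, an FDR below 0.05 alone (only for the numbers of genes), the summed reads of tumors of each mouse, voom with duplicateCorrelation on mouse, leaving out each library and each mouse with several tumors, a block on replicate number, and for the set tests fry, an estimated inter-gene correlation and fgsea. For the tumors' similarity and the relation to Tsg101, they were Spearman correlation, the genes with the largest variance, a prior count of 0.5, the 10 tumors as separate samples and the median log2 value. Chosen after seeing the data were edgeR's quasi-likelihood test on the recovered reads, a pseudocount of 0.1, and the removal of the trend with GC content and transcript length from each library (splines with 4 degrees of freedom). The reference tumors of the clustering, the immunoblots and the stainings were not analysed here.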

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

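Chosen only after the result was seen was the test of lymph node tissue in tumor 1. The sebaceous gland and melanocyte lists were written after the hair follicle genes of tumor 7 had been seen and before their own values were looked at. Of 63 values per group of 10 tumors, 4 had a tumor set apart from the other 9 by more than Dixon's 95% limit, where chance gives 3.15, so the single tumors below may be chance.

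Tumor 7 was set apart by its squamous genes, with a mean log2 level of 7.62 against 6.08 in the next tumor and 4.73 in the lowest, and by its hair follicle genes, with 7.28 against 4.64 in the next tumor and 1.77 in the lowest. Its trichohyalin transcript Tchh was at 1912 normalized cpm, the hair keratins Krt25 and Krt71 at 133 and 122, Krt6a at 1089 and Sprr1a at 679. A candidate explanation is skin in the specimen. Skin would also bring sebaceous gland and melanocyte genes. The mean log2 level of the 4 listed sebaceous gland genes in tumor 7 was below the highest of the other tumors (difference -0.416), and that of the 2 listed melanocyte genes was above it (difference 0.261). Both lists are short and their levels are low, and skin cannot be told apart from a difference among the tumor cells. No biological explanation was tested, since the design gives no condition that sets tumor 7 apart.

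Tumor 1 was set apart by its lymphocyte genes, with a mean log2 level of 3.33 against 1.65 in the next tumor and 0.89 in the lowest, and by its lymph node stroma genes, with 3.60 against 2.42 in the next tumor and 2.04 in the lowest. The B cell gene Cd79a was at 14.4, the chemokine genes Cxcl13 and Ccl21a at 15.4 and 5.82 normalized cpm. Of the 12 lymphocyte genes, 10 had their highest tumor value in tumor 1, and of the 5 lymph node stroma genes 3 did. A candidate explanation is lymph node tissue in the specimen, but 3 of 5 genes decide little, 3 of the stroma genes are plotted in Suppl. Fig. S5, and lymphocytes within the tumor would raise most of the same genes, so the 2 cannot be told apart. No biological explanation was tested for tumor 1.

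From histology, the paper describes the large tumors as adenosquamous carcinomas, and high squamous genes go with that diagnosis. It does not discuss squamous and hair follicle genes in the RNA sequencing data. Both lists rose in all 10 tumors over all 3 glands. The median log2 fold change of the 12 listed squamous genes (of 13 written) was 4.61, and 6.35 with 7 genes whose glands are all at or under 3 reads taken at their bound. Their mean log2 level was 5.52 ± 0.829 (SD, n = 10) in the tumors and 0.695 ± 0.146 (SD, n = 3) in the glands (exact permutation test, two-sided, p = 0.0035, the smallest possible, adjusted p = 0.00544 over 14 lists). The median of the 12 listed hair follicle genes was 3.78, and 4.84 with 8 genes at their bound. Their mean log2 level was 4.04 ± 1.49 (SD, n = 10) in the tumors and 0.403 ± 0.0217 (SD, n = 3) in the glands, with the same p and adjusted p. Of the squamous genes 2 have a gland mean above 5 normalized cpm, of the hair follicle genes 1 does, and 1 hair follicle gene is among those plotted in Suppl. Fig. S5. Across the fits that each left out a library the squamous median stayed between 4.43 and 4.71 and the hair follicle median between 3.39 and 4.03. Tests on the recovered reads gave larger fitted medians, up to 10.2 for the squamous genes (edgeR's quasi-likelihood test, chosen after seeing the data) and 9.71 for the hair follicle genes (edgeR's exact test). With all glands at or under 3 reads for 7 of the squamous and 8 of the hair follicle genes, the size of these medians depends on the test. A trend with GC content and transcript length is argued against as the whole difference between tumors and glands, since 90.7% of the significantly deregulated genes were significant in the same direction with it removed. Skin in all tumors was not excluded, as the sebaceous gland and melanocyte values of tumor 7 above (-0.416 and 0.261) decide nothing. Over the 10 tumors, neither list rose against the glands. The median log2 fold changes were -0.36 and -0.42 (exact permutation tests, two-sided, p = 0.0979 and 0.0874). With 4 and 2 genes, these lists are too short to decide the question. The state of the tissue, tumor against gland, stays among the open explanations.

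The neutrophil list was also set apart by a difference between tumors and glands in genes that the paper does not discuss. The median log2 fold change of its 6 listed genes was 2.67 (2.46 to 2.89 across the fits that each left out a library, 2.39 with the GC and length trend removed, chosen after seeing the data, and 4.50 with voom). The mean log2 level was 4.68 ± 0.887 (SD, n = 10) in the tumors and 1.44 ± 1.02 (SD, n = 3) in the glands, higher in 10 of 10 tumors (exact permutation test, two-sided, p = 0.0035, adjusted p = 0.00544 over 14 lists). S100a8 was at 869 normalized cpm in the tumors and 8.5 in the glands, S100a9 at 427 and 6.57, and Csf3r at 19.7 and 3.43. Of the 6 genes, 4 passed the filter and were significantly higher. Cxcr2 and Retnlg did not pass it, and without the filter neither was significant, with log2 fold changes of 0.36 (adjusted p = 0.669) and 0.70 (adjusted p = 0.122). Of the 6 genes, 2 have a gland mean above 5 normalized cpm and 1 is among the plotted genes of Suppl. Fig. S5. Squamous epithelium also expresses S100a8 and S100a9, so neutrophils and squamous cells were not separated by this list, and no test was run that separates them.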

How the results depend on the processing

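Of the 82 named genes, 57 kept their direction and their side of the threshold under all of the 29 alternatives run on single genes other than the block on replicate number, and 25 did not under at least one of them. In all, 35 alternatives were set before the data were examined and 3 added later, and not each was run on each kind of result. In single genes, the alternatives other than the block and the fits that each left out a library gave 21 weaker and 11 stronger results, and the fits that left out a library gave 23 weaker and 14 stronger ones. For every change below, the cause was not tested unless it is named.

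Outside the block, the number of genes higher in the tumors stayed within 1.5 times its value of 1204, between 861 (epithelial scaling) and 1749 (an FDR below 0.05 alone). The number of lower genes, 825, rose to 1533 with the filterByExpr filter, to 1538 with no filter and to 1528 with an FDR below 0.05 alone, because these alternatives test or admit more genes. With each library scaled to the epithelial genes, the higher genes made up 43.5% of those past the threshold instead of 59.3%. Across the fits that each left out a library, 977 to 1506 genes were higher and 659 to 1121 lower, with 1636 past the threshold without gland 1, 1852 without gland 2 and 2627 without gland 3. With the reads of tumors of the same mouse summed, 1140 genes were higher and 762 lower, and 1839 of the 2029 genes were past the threshold in the same direction.

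For the plotted genes of Suppl. Fig. S5, the numbers past the threshold with the filterByExpr filter were 41 for cytokine-cytokine receptor interaction, 26 for Wnt signaling and 37 for JAK-STAT signaling, and with no filter 43, 26 and 37, because more plotted genes were tested. The other counts of the panels under the alternatives run on them, outside the block, stayed within 1.5 times their values, and the fits that each left out a library gave 17 to 20 genes for basal cell carcinoma, 17 to 19 for cytokines, 15 to 17 for Wnt signaling, 25 to 29 for pluripotency, 25 to 29 for microRNAs and 21 to 25 for JAK-STAT signaling.

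The subclusters moved as follows. With DESeq2, with edgeR's exact test and with each library scaled to the epithelial genes, 2 claudin genes were lower instead of 1, and the scaling moved the luminal median to -0.53. Across the fits that each left out a library, the basal median ranged from 2.09 (without gland 3) to 2.68, the claudin genes higher from 4 to 7 and lower from 0 to 2, the claudin median from 0.16 to 0.49 (without gland 2), the luminal genes higher from 3 to 5 and the luminal median from -0.43 to -0.18 (without gland 1). Over all alternatives, the block included, the lowest claudin median was 0.053.

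For the marker lists, the epithelial median of 0.10 became -0.078 with each library scaled to the epithelial genes and -0.0099 with the GC and length trend removed, and ranged from -0.13 (without gland 3) to 0.42 across the fits that left out a library. The macrophage median became 0.62 (exact permutation test, p = 0.143) with the epithelial scaling. The lymphocyte median ranged from -4.48 (without gland 2) to -2.13 (without gland 1; -2.14 without gland 3; exact permutation test, p = 0.0758 for both). The skeletal muscle median of 0.96 ranged from 0.16 (without tumor 4) to 1.43 (without gland 3) across the fits that left out a library, and was larger in the tests on the recovered reads, up to 5.38 with the quasi-likelihood test (added later). Its exact permutation p stayed between 0.288 and 0.853.

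For the set tests, fry gave adjusted p-values of 0.00597 for the cytokine families and 0.00544 for the luminal subcluster, which camera did not call. With the inter-gene correlation estimated, they were 0.170 for the Wnt families, 0.170 for the JAK-STAT components, 0.284 for the Hedgehog families, 0.0557 for the basal and 0.284 for the claudin subcluster. With fgsea they were 0.0414 for the cytokine families and 0.0722 for the JAK-STAT components. With the epithelial scaling they were 0.0104 for the cytokine families and 0.0516 for the JAK-STAT components, and with the trend removed 0.0416 and 0.0865. The luminal subcluster reached 0.0402 with upper-quartile normalization and 0.0459 with RLE size factors. The fits that each left out a library gave 0.0298 to 0.319 for the cytokine families, 3.42e-04 to 0.190 (without gland 3) for the claudin subcluster and 0.0298 to 0.122 for the luminal subcluster, whereas the calls for the basal subcluster (8.61e-17 to 9.13e-11), the Wnt families (1.75e-08 to 4.89e-04), the JAK-STAT components (0.00568 to 0.0424) and the Hedgehog families (9.32e-04 to 0.0491) were made in each of these fits.

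Named genes that reversed were all far from the threshold. The log2 fold change of Krt8, 0.08, was -0.0281 with DESeq2, -0.0299 with the exact test, -0.0998 with the epithelial scaling, -0.030 with the quasi-likelihood test (added later) and -0.071 with the trend removed (added later). That of Krt18, 0.22, was -0.052 with the trend removed. That of Pgr, 0.03, was -0.094 with the epithelial scaling, -0.022 with voom, -0.026 with a pseudocount of 0.1 (added later), -0.014 without the mouse of tumors 5 and 6 and -0.065 without the mouse of tumors 8, 9 and 10. That of Vps37c, -0.07, was 0.054 without the latter mouse. Across the fits that each left out a library, the log2 fold changes ranged from -0.42 to 0.48 for Krt8, from -0.079 to 0.58 for Krt18, from -0.15 to 0.21 for Pgr, from -0.38 to 0.15 for Vps37c, from -0.30 to 0.16 for Vps37d and from -0.30 to 0.58 for Erbb3. Of the relations of Tsg101 to the panel scores, the Pearson r for cytokines, -0.14, was 0.0838 with the 10 tumors as separate samples and 0.0947 with the median log2 value, and that for microRNAs, -0.22, was 0.734 with the median log2 value.

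Tumors 1 to 3 and glands 1 to 3 share their replicate numbers. After subtracting each group's mean, the correlations across genes of the libraries with the same number were -0.579, 0.0447 and -0.664, so that nothing shows that these libraries were handled in pairs. A fit with the replicate number as a block has only 6 libraries, and it gave 362 higher and 182 lower genes. In it, 6 genes passed the threshold for basal cell carcinoma, 9 for Wnt signaling, 10 for pluripotency, 8 for microRNAs and 5 for JAK-STAT signaling. The basal subcluster had 9 higher genes and a median of 2.02, the claudin subcluster 2 higher and 0 lower genes, the luminal subcluster 0 higher and 3 lower genes and a median of -0.48. The skeletal muscle median was -0.49 and the log2 fold change of Pgr -0.58. Of the single genes, 28 were weaker. With fewer samples in this fit, fewer genes can pass.

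The depth limits what can be said of genes whose values lie near 3 reads, between 0.141 and 0.683 normalized cpm in the tumors and between 0.128 and 0.366 in the glands, and folds of genes such as Klk7 and Krt6a are therefore lower bounds.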

Differences from the paper's values

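The paper's values below are the numbers of genes plotted in each panel of Suppl. Fig. S5, whose legend states that the plotted genes are significantly deregulated. They are set against the number of these genes past the same threshold here, in the direction of the figure. An FDR below 0.05 alone was not run on the panels. A gap is called closed below where the numbers came within 1.5 times of each other. Plotted genes can remain under the threshold in that case.

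For basal cell carcinoma, 19 genes were past the threshold, against the paper's about 33 in Suppl. Fig. S5, read by eye. The number came within 1.5 times the paper's with DESeq2 (22), edgeR's exact test (23), the filterByExpr filter (27) and no filter (27), and the other alternatives set before the data were examined and run on the panels did not close the gap. The quasi-likelihood test of edgeR on the recovered reads, which was chosen after seeing the values, gave 23.

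For cytokine-cytokine receptor interaction, the number was 17, against the paper's about 64 in Suppl. Fig. S5, read by eye. Of the alternatives set before the data were examined and run on the panels, only no filter (43) came within 1.5 times, by a small margin. The filterByExpr filter (41) narrowly missed this limit, and the others did not reach it.

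For the Wnt signaling pathway, 17 genes stood against the paper's about 26 in Suppl. Fig. S5, read by eye. The filterByExpr filter (26) and no filter (26) reached the paper's number, and the other alternatives set before the data were examined and run on the panels did not close the gap.

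For the pluripotency of stem cells, 29 genes stood against the paper's about 48 in Suppl. Fig. S5, read by eye. The filterByExpr filter (40) and no filter (40) closed the gap, and the other alternatives set before the data were examined and run on the panels did not.

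For the JAK-STAT signaling pathway, 24 genes stood against the paper's about 50 in Suppl. Fig. S5, read by eye. The filterByExpr filter (37) and no filter (37) closed the gap, and the other alternatives set before the data were examined and run on the panels did not.

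The legend of Suppl. Fig. S5 describes the plotted genes as significantly deregulated. Here 96 of the 201 were past the threshold with the filter at 5 normalized cpm and 154 without it. The text reports deregulated expression of genes associated with JAK/STAT pathway activation, which states no direction for the set. Here the family list of JAK-STAT components ranked lower in the tumors (camera, adjusted p = 0.0150), with the directions of the plotted genes as in the figure. This list also passed with fry (0.00294) and in each fit that left out a library. It did not pass with the epithelial scaling (0.0516), fgsea (0.0722), the GC and length trend removed (0.0865) or the inter-gene correlation estimated (0.170).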

Other observations

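Chosen only after the result was seen were the tests of the read depth of Tsg101, of the main axis among the tumors, of lymph node tissue and fat cells behind the lower plotted genes, of gene symbols and of the similarity of tumors of the same mouse. The list of muscle fiber genes was written after the skeletal muscle genes of tumors 4 and 10 had been seen.

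Of 100 splits of the 13 libraries into 10 and 3, the split into tumors and glands included, only 1, the real one, gave as many genes past the threshold (2029). The largest number of any other split was 1511, with tumor 6 and glands 1 and 2 as the group of 3, and the median was 0. At an unadjusted p below 0.05, 4514 genes differed in the real split. A trend with GC content and transcript length between libraries is argued against as the whole cause of the difference, since 90.7% of the 2029 genes (1840) stayed past the threshold in the same direction with it removed, when 1110 genes were higher and 978 lower.

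The paper reports higher levels of exogenous TSG101 protein in most tumors (Fig. 4A), which is another measure than the messenger RNA, and in other glands. In the RNA sequencing, the Tsg101 transcript was not past the threshold. Low depth is argued against by at least 444 reads of the gene in each library. A trend with GC content and transcript length is argued against, since with it removed the log2 fold change was 0.0036 (adjusted p = 0.986). A different share of epithelial cells is argued against, since with each library scaled to the epithelial genes it was 0.12 (0.116, adjusted p = 0.869). Reads shared with the pseudogene on chromosome 15, and whether reads of the transgene were all counted on the gene, were not tested.

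Of the genes that the paper names for the ESCRT complex, receptors, signaling and cell cycle, 32 are listed and 10 of them were past the threshold. Their transcripts are given here because the paper measures the proteins. Among those past the threshold were Vps37b (log2 fold change -1.30, adjusted p = 8.26e-04), Cdkn1a, Krt5, Krt14, Erbb2 (1.19, adjusted p = 0.00613, but 0.75 without gland 3), Pik3r1 (1.16, adjusted p = 0.00367, but 0.98 with the epithelial scaling and 0.74 without gland 3), Ccnd1 (1.05, adjusted p = 0.0120, but 0.61 without gland 3), Stat5a (-1.03, adjusted p = 0.0468, lost in most fits that left out a library) and, without the filter on low abundance, Cdkn2a (1.84, adjusted p = 9.09e-05). Ccnd1 was also not past the threshold with the epithelial scaling (0.87), DESeq2 (0.97) or edgeR's exact test (0.97). The same held for the quasi-likelihood test (0.97, added later) and without the mouse of tumors 2 and 3 (0.98). Not past it were Vps28 (-0.19, adjusted p = 0.408), Erbb3 (0.19, adjusted p = 0.756, but -0.30 without gland 3), Hras (0.99, adjusted p = 0.0103, just under 2-fold and 1.32 without gland 3), Akt1 (-0.72, adjusted p = 0.0689, but -1.08 without gland 3), Stat3 (0.37, adjusted p = 0.338), Stat5b (-0.99, adjusted p = 0.00532, but -1.18 without gland 3), Mdm2 (0.34, adjusted p = 0.230), Trp53 (-0.30), Egfr (0.86, adjusted p = 0.0307, but 1.07 without gland 2), Pik3ca (-0.23), Vps37a (0.19), Vps37c (-0.07), Igf1r (0.90, adjusted p = 0.179, between 0.19 without gland 3 and 1.29 without gland 2, and past the threshold at 1.05, adjusted p = 0.0135, with the GC and length trend removed, an alternative added later; adjusted p up to 0.755 without gland 3), Foxo3 (-0.46) and Mki67 (0.74, adjusted p = 0.212), and, without the filter, Vps37d (-0.06). The transcripts of the hormone receptors and of Foxa1 did not differ detectably from the glands, with log2 fold changes of -0.22 for Esr1 (adjusted p = 0.572), 0.03 for Pgr (adjusted p = 0.974, without the filter) and -0.50 for Foxa1 (adjusted p = 0.459, without the filter). Wnt1 is not listed.

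The paper stains keratins 5, 14, 8 and 18 in the tumors (Fig. 3B). The transcript of Krt5 (Entrez 110308; chromosome 15, 101707069 to 101712905) was at 561 ± 314 normalized cpm (SD, n = 10) in the tumors and 79.4 ± 46.6 (SD, n = 3) in the glands (log2 fold change 2.82, adjusted p = 4.22e-04, limma), and that of Krt14 at 555 ± 366 (SD, n = 10) and 144 ± 41.8 (SD, n = 3) (log2 fold change 1.73, adjusted p = 0.0117, limma; 0.0623 without gland 1). Krt8 (0.08, adjusted p = 0.888) and Krt18 (0.22, adjusted p = 0.556) did not differ detectably.

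The other marker lists had the following median log2 fold changes, with the p of the exact permutation test, two-sided, adjusted over 14 lists. They were 0.10 for epithelial genes (p = 0.486, adjusted p = 0.523), -2.47 for basal epithelial genes (adjusted p = 0.0134, with 3 genes higher and 4 lower), -6.25 for adipocyte genes, -3.72 for brown adipocyte genes, -1.97 for endothelial genes and -4.23 for milk genes (each adjusted p = 0.00544, with 10 of 10 tumors below all glands), 0.79 for macrophage genes (adjusted p = 0.00544), -2.94 for lymphocyte genes (adjusted p = 0.0204), -2.74 for lymph node stroma genes (adjusted p = 0.00979) and 0.96 for skeletal muscle genes (adjusted p = 0.622; 0.16 without tumor 4 to 1.43 without gland 3, and up to 5.38 with edgeR's quasi-likelihood test, added later). Of the basal epithelial genes, Krt5, Krt14 and Trp63 (2.68) were higher. Acta2 (-4.32), Myh11 (-5.05), Mylk (-2.47) and Oxtr (-4.52) were lower, so the median does not stand for the list as a whole. The p of the lymphocyte list was 0.0758 without gland 1, with a median of -2.13, and also without gland 3, with a median of -2.14. The reproductive stage of the FVB females is not given in the paper's text or the labels, and the fall of the milk genes was not separated from a difference in stage. The paper describes the tumors as slow-growing and also refers to the reduced expression of a proliferation subcluster, in a clustering with other tumor models that were not analysed here. Against the glands, the 20 proliferation genes had a median of 0.93 (adjusted p = 0.00544), 9 of them were past the threshold, and their mean log2 level was 5.26 ± 0.183 (SD, n = 10) in the tumors and 4.21 ± 0.428 (SD, n = 3) in the glands. The added lists gave -0.42 for 2 melanocyte genes (p = 0.0874), -0.36 for 4 sebaceous gland genes (p = 0.0979) and 0.52 for 9 muscle fiber genes (p = 0.668), in exact permutation tests.

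Genes plotted as lower in Suppl. Fig. S5 were often lowest in gland 2 among the glands. Of 85 such genes, 35 had their lowest gland value in gland 2 (41.2%, against 20.9% of all genes tested), and of the 31 in the cytokine panel 21 did (67.7%). The cytokine genes had a median log2 difference of the tumors of -2.96 against gland 1, -0.49 against gland 2 and -3.17 against gland 3, and the lymphocyte genes, all 12 lowest in gland 2, of -4.57, 0.15 and -4.48. A candidate explanation is lymph node tissue in the specimens of glands 1 and 3. The lymph node stroma list goes with it, at mean log2 levels of 6.35, 3.05 and 5.84 in glands 1, 2 and 3. Of its genes, Madcam1 was highest in gland 2 and Clu lowest in gland 3. With 1 gland on the other side, lymph node tissue cannot be told apart from another difference of gland 2. Fewer fat cells in the tumors may also lower these genes. Their median log2 fold change, -1.70, is smaller than that of the adipocyte list, -6.25, which leaves this open for a part of them. Of the lymph node stroma genes 3 of 5, of the lymphocyte genes 2 of 12 and of the adipocyte genes 1 of 11 are among the plotted genes. The state of the tissue, tumor against gland, stays among the open explanations.

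The main axis of variation among the 10 tumors took 52.0% of their variance. The scores ran from -44.8 for tumor 6 to 63.3 for tumor 9, and gland 3 (71.6) stood apart from glands 1 (-32.6) and 2 (-39.0). Across the 11561 genes with a GC content, which are not independent, the loadings followed GC content (Spearman rho -0.503) and transcript length (rho -0.289), and the loadings of the tumors and those of the glands went together (rho 0.825). Removing the trend with GC content and transcript length took 71.1% of the variance along the axis and 26.0% of that among the tumors, which goes with a technical part. The trend alone is argued against, since the tumors kept similar scores on the main axis of the values with the trend removed (Pearson r of the scores before and after 0.989). That axis took 38.2% of the variance of those values. It was not shown to rest on the same genes as the first axis. Library depth cannot be told apart from other differences with 10 tumors (Spearman rho with the reads -0.333, permutation test, p = 0.347, Pearson r -0.199, and r = -0.634 without the 2 tumors farthest from the median). Differences in RNA quality or in the tumors themselves stay open, and no biological explanation was tested.

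Skeletal muscle genes were high in tumor 4 (mean log2 level 8.05, with Acta1 at 629 and Ckm at 239 normalized cpm) and tumor 10 (5.79, with Acta1 at 95.3). All 8 genes of the list had their 2 highest tumor values there, which only restates how the tumors were noticed. A candidate explanation is skeletal muscle tissue in the samples. In an independent list of muscle fiber genes, 7 of 9 had their 2 highest tumor values in tumors 4 and 10, which is not enough to decide, and this stays open. No biological explanation was tested.

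Some plotted genes of Suppl. Fig. S5 have a symbol that begins with the whole symbol of another plotted gene, such as Bmp2k with Bmp2, Cdkn2aip with Cdkn2a, and Leprot with Lepr. Of 45 such genes 30 (66.7%) were under the threshold without the filter, against 17 of 156 others (10.9%; Fisher's exact test, p = 4.03e-13), and among those that passed the filter 22 of 32 against 5 of 92 (Fisher's exact test, p = 2.26e-12). Several of these genes, among them Cxcl10, Ltbr, Lifr and Igf1r, are pathway members in their own right, and genes are not independent. It may be that some genes were plotted because their symbol matched the beginning of a member's symbol. This is a hypothesis that was found and tested on the same figure.

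Tumors of the same mouse were not detectably more alike than tumors of different mice. The mean Pearson correlation across genes was 0.915 over 5 pairs within a mouse and 0.907 over 40 pairs between mice, a difference of 0.0082 (permutation test, one-sided, p = 0.372), and between 0.0075 and 0.0418 under the alternatives. With 5 pairs, a shared mouse cannot be told apart from none, and the correlation of replicates of a mouse in the model was 0.100.

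Among the 6 mice, the mean Tsg101 level did not relate detectably to the score of any of the 6 panels. The Pearson r ran from -0.53 (Wnt signaling) to -0.14 (cytokines), with a smallest adjusted p of 0.738 in exact permutation tests, two-sided. Spearman's rho was -0.829 for basal cell carcinoma and for Wnt signaling (exact permutation test, p = 0.0583, adjusted p = 0.175). Without the 2 mice farthest from the median Tsg101 level, r was -0.118 and -0.186. With 6 mice, a dose effect of the transcript cannot be told apart from none.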
